# Profiling stress-triggered RNA condensation with photocatalytic proximity labeling

**DOI:** 10.1038/s41467-023-43194-2

**Published:** 2023-11-15

**Authors:** Ziqi Ren, Wei Tang, Luxin Peng, Peng Zou

**Keywords:** Nucleic acids, RNA

## Abstract

Stress granules (SGs) are highly dynamic cytoplasmic membrane-less organelles that assemble when cells are challenged by stress. RNA molecules are sorted into SGs where they play important roles in maintaining the structural stability of SGs and regulating gene expression. Herein, we apply a proximity-dependent RNA labeling method, CAP-seq, to comprehensively investigate the content of SG-proximal transcriptome in live mammalian cells. CAP-seq captures 457 and 822 RNAs in arsenite- and sorbitol-induced SGs in HEK293T cells, respectively, revealing that SG enrichment is positively correlated with RNA length and AU content, but negatively correlated with translation efficiency. The high spatial specificity of CAP-seq dataset is validated by single-molecule FISH imaging. We further apply CAP-seq to map dynamic changes in SG-proximal transcriptome along the time course of granule assembly and disassembly processes. Our data portray a model of AU-rich and translationally repressed SG nanostructure that are memorized long after the removal of stress.

## Abstract (web summary)

Stress granules (SGs) are highly dynamic cytoplasmic membraneless organelles that assemble when cells are challenged by stress. Herein, the authors apply a proximity-dependent RNA labeling method, CAP-seq, to comprehensively investigate the content of SG-proximal transcriptome and the dynamic change in SG-proximal transcriptome along the time course of granule assembly and disassembly processes in live mammalian cells.

## Introduction

Stress granules (SG) are highly dynamic cytoplasmic membrane-less organelles that function in various cellular processes including virial infection, stress response, etc. When cells are under stress that results in translational inhibition, microscopically visible SGs containing proteins and RNAs are assembled in a reversible manner^1,2^. SGs have been implicated in neurodegenerative diseases such as ALS and FTDP^3,4^. Mutations in SG proteins such as TDP-43 or TIA1 have been reported to reduce the dynamics of SG, resulting in resistance to clearance, which ultimately gives rise to cellular toxicity and neurodegeneration^5,6^.

RNAs are key components of SGs. The SG-localization of RNAs have been associated with features including transcript lengths, nucleobase modifications like *N*^6^-methyladenosine (m^6^A), and translation efficiency^7–9^. For example, m^6^A modification is found to be enriched in granules isolated from arsenite-stressed NIH-3T3 cells^8,10^. However, fluorescence microscopy analysis reveals a similar level of SG enrichment in RNA methylation-deficient mouse embryonic stem cells versus wild-type cells, leading to the conclusion that transcript lengths, rather than m^6^A levels, are correlated with SG enrichment^11^.

It is generally believed that SG localized mRNAs are translationally repressed before entering SG and resume translation following SG disassembly^12–14^. Thus, sequestration of mRNA into SG may serve as a mechanism for translational control during stress response and cell survival. Yet, paradoxically, translation has also been observed within SGs^12,15^, making the actual role of SGs and the targeting mechanism of RNAs more complicated. Thus, comprehensively resolving the RNAs composition of SGs under distinct stages of stress/recovery could shed light on their molecular function and the mechanism of RNA sorting into SGs.

Despite the importance of RNA localization in stress granules, methods for studying RNA localization have been limited. Imaging-based technique can directly visualize RNA in fixed and live cells to determine their localization and exchange rate with respect to SGs^15–17^. However, these methods require prior knowledge of RNA sequence and are thus less suitable for transcriptome-wide profiling of SG content. Biochemical purification of SG core component has been achieved in yeast and mammalian cells^18,19^, unveiling the features of SG transcriptome. However, the purification procedure is prone to contamination and loss of weakly associated material, thus causing high false positive and high false negative rates, respectively. It is difficult to extend this approach to profile SG components during the disassembly stage.

Proximity labeling can label the targeting molecules directly in the region of interests which overcomes the shortcomings of fractionation-based methods. APEX2^20–22^ and BioID^23^ have been used in investigating the SG proteome^24^. However, BioID is incapable of labeling RNA, while APEX2^21,25^ requires cytotoxic hydrogen peroxide at millimolar concentration, which is itself a cellular stress^26^. Recently, we have developed a photoactivatable proximity-dependent RNA labeling method, called CAP-seq^27^. Under ambient blue light illumination, genetically encoded photocatalyst miniSOG mediates the photo-oxidization of RNA, which could be covalently captured with an exogenously supplied amine probe. Due to the limited half-life and diffusion distance of singlet oxygen (0.6 μs and 70 nm in cells)^28^, CAP-seq have been applied in profiling the subcellular transcriptome in the mitochondria and endoplasmic reticulum with high spatial resolution in live cells^27^. As the size of SGs is in the range of 100 nm–1 μm^3^, a resolution on the scale of tens of nanometers is sufficient for mapping SG components. Notably, CAP-seq is capable of labeling RNAs that are indirectly interacting with the bait, which could complement direct capture methods such as chemical- or photo-crosslinking (e.g., CLIP, PAR-CLIP)^29,30^.

Herein, we applied CAP-seq to systematically profile SG transcriptome in live cells (Fig. 1A). Our data reveal that the targeting efficiency of mRNA into stress granules is positively correlated with transcript length, AU content and m^6^A abundance. We also observed stress-specific SG targeting of mRNAs when cells are challenged by oxidative stress (e.g., sodium arsenite) or osmotic shock (e.g., sorbitol). The high spatial specificity of CAP-seq allows profiling of RNA components in pre-existed, nanoscale SG cores, which are characterized by low translational efficiencies and more m^6^A sites. Application of CAP-seq to the SG disassembly process unveils the temporally dynamic RNA localization to SGs, portraying a model of AU-rich and translationally repressed SG nanostructures that are memorized long after the removal of stress (3 h post-stress).

**Fig. 1:**
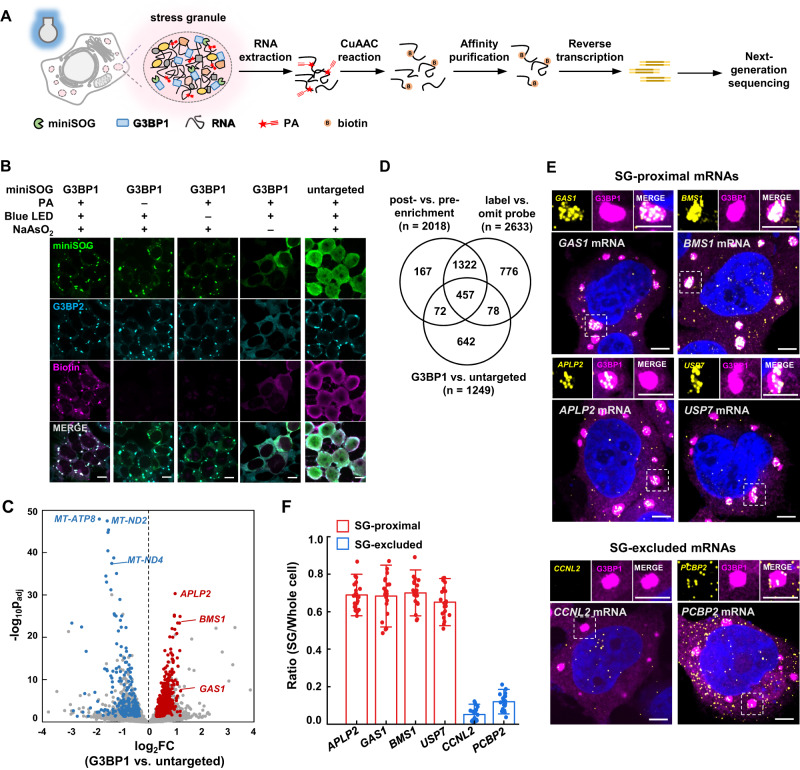
Profiling SG transcriptome with CAP-seq. **A** Schematic of SG CAP-seq workflow, with G3BP1 as the bait. **B** Immunofluorescence microscopy of HEK293T cells expressing G3BP1-miniSOG and untargeted miniSOG (green). Cells were treated with 0.5 mM sodium arsenite for 60 min and labeled by 10 mM PA under 15 min blue light illumination. Endogenous SG marker G3BP2 and biotinylated signal are shown in cyan and magenta, respectively. Unstressed controls were performed at a separate time. Images are representative examples from three independent experiments. Scale bars, 10 μm. **C** Volcano plot comparing the abundance of RNA captured with G3BP1-miniSOG vs. untargeted miniSOG in CAP-seq labeled HEK293T cells under arsenite stress. Red and blue dots represent SG-proximal and SG-excluded transcripts, respectively. **D** Venn diagram comparing RNAs enriched in: 1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; 2) G3BP1-miniSOG labeling vs. negative control omitting PA; 3) G3BP1-miniSOG vs. untargeted miniSOG. SG-proximal RNAs in arsenite-treated HEK293T are defined as the overlap of the above three datasets. **E** smFISH of SG-proximal (*GAS1*, *BMS1*, *APLP2*, *USP7*) and SG-excluded mRNAs (*CCNL2*, *PCBP2*). Scale bars, 5 μm. **F** Quantitation of the ratio of smFISH within SG vs. whole cell. The bars and lines represent mean values and standard deviations (SDs) respectively (*n* = 20 cells from three independent experiments).

## Results

### CAP-seq reveals SG transcriptome in HEK293T cells

We started by creating a HEK293T cell line stably expressing the fusion between miniSOG and G3BP1 (Ras GTPase-activating protein-binding protein 1), a core component of SG^31^. The expression level of G3BP1-miniSOG was 65 ± 5% (mean ± s.d.) that of the endogenous G3BP1 level, as measured by western blot (Supplementary Fig. 1). In a negative control HEK293T cell line, non-fused (thus untargeted) miniSOG is expressed throughout the whole cell. To induce stress granule (SG) formation, cells were treated with 0.5 mM sodium arsenite for 60 min to mimic oxidative stress. As sodium arsenite-induced eIF2α phosphorylation mediates the inhibition of translation initiation^32^, we, therefore, monitored eIF2α phosphorylation levels in arsenite-stressed G3BP1-miniSOG HEK293T cells^32^. Western blot analysis reveals that CAP-seq labeling elevates eIF2α phosphorylation by ~200% from the basal level (Supplementary Fig. 2). Immunofluorescence imaging confirmed the co-localization of G3BP1-miniSOG (57 ± 7 %, mean ± s.d., *n* = 30 cells) with the SG marker, G3BP2, whereas untargeted miniSOG remains dispersed throughout the cell (21 ± 3 %, *n* = 30 cells) (Supplementary Fig. 3).

For RNA labeling, our previous CAP-seq experiments showed that 10 mM PA was capable of permeating throughout the cytoplasm within 5 min^27^. Since the core–shell structure of SG^1,2,18^ might hinder probe penetration, we pre-incubated cells with 10 mM PA for 5 min and subsequently illuminated the sample with 24 mW/cm^2^ blue LED for 15 min (Supplementary Fig. 4). We measured the level of eIF2α phosphorylation as a marker for translation inhibition. Western blot analysis reveals that CAP-seq labeling elevates eIF2α phosphorylation by ~70% from the basal level. Treating cells with blue LED illumination alone or incubation with 10 mM PA alone causes the eIF2α phosphorylation levels to increase by ~40% and ~75%, respectively (Supplementary Fig. 5). These changes are modest as compared to arsenite-induced stress (Supplementary Fig. 2).

Immunofluorescence imaging showed highly co-localized signal between biotinylation and the SG marker G3BP2, thus demonstrating the high spatial specific of labeling (Fig. 1B). In negative control samples omitting either PA or light illumination, no biotinylation was observed. For cells expressing untargeted miniSOG, biotinylation signal was diffusive in the cell. RNA was extracted from cells and reacted with biotin-conjugated azide via copper-assisted alkyne azide cycloaddition (CuAAC). We chose THPTA as the ligand for CuAAC because it offers higher reaction yield with RNA in the aqueous solution^33^. Biotinylated RNA was enriched with streptavidin-coated magnetic beads and analyzed by next-generation sequencing (Fig. 1A). To remove background arising from non-specific adsorption on the magnetic beads, samples omitting PA was set as negative control. In addition, as G3BP1 was only partially localized to SG under sodium arsenite stress^34^ (Supplementary Fig. 3), we used HEK293T cells expressing untargeted miniSOG as another control to subtract background RNA labeling in the cytoplasm.

We performed replicated experiments and applied DESeq2^35^ analysis comparing the transcript abundance between labeled samples and relevant controls: 1) post- versus pre-enrichment of RNA labeled with G3BP1-miniSOG (post-enrichment: RNAs eluted from streptavidin-coated beads; pre-enrichment: total RNAs before loading onto streptavidin-coated beads); 2) RNA labeled with G3BP1-miniSOG versus RNA from negative control omitting PA; 3) RNA labeled with G3BP1-miniSOG versus untargeted miniSOG (Fig. 1C, Supplementary Fig. 6, Supplementary Data 1A). 

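HEK293T cells, a human embryonic kidney line, were stressed with 0.5 mM sodium arsenite, which causes oxidative stress, for 60 min so that SGs formed. CAP-seq tags RNA close to miniSOG, a protein that turns blue light into short-lived oxidants. Over 15 min of light the probe propargyl amine (PA, 10 mM) was attached to oxidized RNA bases, biotin was clicked onto the probe, and the tagged RNA was captured on streptavidin beads and sequenced. The cells carried miniSOG fused to G3BP1, a core SG protein, or untargeted miniSOG, which spreads through the cytoplasm. Each library came from 1 dish. Labeled G3BP1-miniSOG cells gave 2 post-enrichment libraries of 4907509 and 4944487 counts and 2 pre-enrichment libraries of 3552390 and 2831392 counts. Cells that received no PA gave 2 post-enrichment libraries of 2216246 and 3223322 counts. Labeled cells with untargeted miniSOG gave 4 post-enrichment libraries of 2536955 to 3361312 counts (median 2857715), and no pre-enrichment library was listed for them. The paper states a depth of about 40 M reads per library, while the values here rest on the gene counts in the deposited tables. The authors aligned the reads to the human genome (GRCh38) and counted them per gene without strand, so that genes overlapping on opposite strands share counts. From these counts, 2 groups at a time were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts (filterByExpr), and p values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called enriched at a log2 fold change above 0.3 and an adjusted p under 0.05, and depleted at a log2 fold change below -0.3 and the same adjusted p. Levels are given as CPM (counts scaled to the TMM-normalized library size) with the SD between libraries, and places in GRCh38 are counted from 1. Across genes, which are not independent replicates, the log2 CPM of the 2 labeled G3BP1-miniSOG libraries had a Pearson correlation of 0.987, and those of the 2 omit-probe libraries had 0.970.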

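Messenger RNAs that encode SG proteins and secreted or ER proteins were among the RNAs captured after arsenite. Of 38 tested mRNAs of SG proteins, a list fixed before the counts were seen, 17 were enriched and 2 depleted in post- versus pre-enrichment libraries (17 enriched when adjusted over the list alone). In camera, a test of the list against all other genes, the list was shifted up (adjusted p = 0.00127, and adjusted p = 0.183 with an estimated correlation in place of the preset 0.01). Of 54 mRNAs of the secretory pathway, 27 were enriched and 8 depleted in the same contrast (camera adjusted p = 0.0017, and adjusted p = 0.334 with an estimated correlation). Against omit-probe libraries, 24 of the 38 SG-protein mRNAs were enriched and 3 depleted. Over all genes, 2726 of 13201 tested were enriched in post- versus pre-enrichment libraries (n = 2 and 2). Labeled versus omit-probe libraries (n = 2 and 2) gave 3347 enriched genes of 13283. G3BP1-miniSOG versus untargeted libraries (n = 2 and 4) gave 1760 enriched genes of 12403. Single libraries moved these counts: 1812 genes were enriched after enrichment without pre-enrichment replicate 1, and 1080 or 992 were enriched over untargeted miniSOG without labeled G3BP1-miniSOG replicate 1 or 2.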

By applying a cutoff of log_2_FoldChange (log_2_FC) > 0.3 and *p*_adj_ < 0.05, the above analysis yielded 2018, 2633, and 1249 transcripts, respectively. 

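Among SG-proximal RNAs of at least 20 CPM whose libraries did not overlap, G3BP1, PGBD5, RP11-424C20.2, ARNT2, ZNF503, SUPT6H, BMS1 and KCTD2 had the largest changes against untargeted miniSOG, in that order. ZNF503 (ENSG00000165655, chromosome 10 from 75397830 to 75401764) stood at 313.7 ± 34.8 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries and 133.2 ± 7.66 CPM (SD, n = 4) in untargeted libraries. Its log2 fold change was 1.17 (standard error 0.10, edgeR adjusted p = 1.4e-10). SUPT6H (ENSG00000109111, chromosome 17 from 28662198 to 28702679), a transcription elongation factor, stood at 210.9 ± 12.2 CPM (SD, n = 2) and 89.7 ± 12.7 CPM (SD, n = 4), a log2 fold change of 1.16 (standard error 0.11, edgeR adjusted p = 1.77e-09). PGBD5 rose by 1.29, ARNT2 by 1.22 and KCTD2 by 1.15 on the log2 scale. G3BP1 itself (ENSG00000145907, chromosome 5 from 151771045 to 151812911) rose by 1.93 (edgeR adjusted p = 9.89e-16), and its counts include the transcript of the G3BP1-miniSOG transgene. In all 3 contrasts together 570 genes were enriched, 565 of them protein-coding. Of the secretory list 10 genes were SG-proximal, of the SG-protein list 5. Enrichment that was independent between the contrasts would give 106.1 shared genes. The 3 contrasts share the labeled libraries, and in 5 simulations of unchanged genes with that sharing 0 genes were enriched in all of them. Such simulations make almost no calls, here and below. They therefore cannot show how much overlap the shared libraries add among changed genes. Without labeled G3BP1-miniSOG replicate 1 the SG-proximal list held 338 genes and without replicate 2 it held 378.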

The SG-proximal transcriptome was defined as the overlap of enriched RNA from the above three datasets, yielding a final list of 457 transcripts, 455 of which are mRNAs (Fig. 1D). In addition, a total of 705 and 1062 transcripts were significantly depleted (log_2_FC <−0.3, *p*_adj_ < 0.05) in post- vs. pre-enrichment and G3BP1 vs. untargeted labeling datasets, respectively. 

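Among the RNAs depleted next to G3BP1 were mRNAs of ribosomal proteins, histones and the respiratory chain, and genes that host small nucleolar RNAs (snoRNAs). Of 76 tested mRNAs of cytosolic ribosomal proteins, 69 were depleted and 0 enriched in post- versus pre-enrichment libraries (69 depleted when adjusted over the list alone), with a median log2 fold change of -0.91. In G3BP1-miniSOG versus untargeted libraries 61 were depleted and 0 enriched. The list was shifted down in camera in both contrasts (adjusted p = 9.15e-20 and 9.26e-19), but not with an estimated correlation (adjusted p = 0.334 and 0.303 with an estimated correlation). Of 46 replication-dependent histone genes, 37 were depleted on enrichment (39 when adjusted over the list alone), and against untargeted miniSOG 20 of 45 were depleted and 5 enriched. Of 16 snoRNA host genes, 15 were depleted on enrichment and 11 against untargeted miniSOG. Of 72 nuclear-encoded mRNAs of oxidative phosphorylation, 45 were depleted and 2 enriched on enrichment, and 37 of 71 were depleted and 4 enriched against untargeted miniSOG. Over all genes, 2375 were depleted in the first contrast and 1895 in the second. Without labeled G3BP1-miniSOG replicate 1 these counts were 1311 and 1097, without pre-enrichment replicate 1 the first was 1220, and without labeled replicate 2 the second was 1009.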

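The microRNA host MIR17HG, the small nuclear RNAs RNU1-4 and RNU5A-1, and ribosomal protein mRNAs lay among the SG-excluded RNAs. MIR17HG (ENSG00000215417, chromosome 13 from 91347686 to 91397592), the host of the miR-17-92 cluster, stood at 25.5 ± 4.24 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries, 121.9 ± 3.57 CPM (SD, n = 2) before enrichment and 143.3 ± 1.70 CPM (SD, n = 4) with untargeted miniSOG. Its log2 fold change was -2.31 on enrichment (standard error 0.14, edgeR adjusted p = 1.54e-13) and -2.55 against untargeted miniSOG (standard error 0.13, edgeR adjusted p = 9.89e-16). Against untargeted miniSOG the log2 fold change was -2.54 for SCARNA7, a small Cajal body RNA, and -4.92 for RNU1-4, a U1 small nuclear RNA with near-identical copies. Depletion in both contrasts was called for 574 genes, of which 420 are protein-coding. They include 58 of the 76 ribosomal protein mRNAs, 12 of 13 mitochondrial mRNAs, 26 oxidative phosphorylation mRNAs, 19 histone genes and 11 snoRNA hosts. Independence of both contrasts would give 308.8 shared genes. The 5 simulations of unchanged genes with shared labeled libraries gave 0, with almost no calls to overlap. Without labeled G3BP1-miniSOG replicate 1 or 2 the list held 291 or 337 genes.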

We thus defined SG-excluded transcriptome as the overlap of the above lists, which contained 224 transcripts (Supplementary Fig. 7). As a demonstration of the high spatial specificity of CAP-seq, known SG-localized transcripts, such as lncRNA *NORAD*, mRNA *DYNC1H1*, and mRNA *KDM5B*^12,19^ were enriched in our SG dataset, whereas mitochondrial RNAs were significantly depleted.

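The noncoding RNA NORAD (ENSG00000260032, chromosome 20 from 36045618 to 36051018) stood at 334.6 ± 10.5 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries. It stood at 151.1 ± 11.5 CPM (SD, n = 2) before enrichment and 249.6 ± 27.7 CPM (SD, n = 4) with untargeted miniSOG. Its log2 fold change was 1.09 on enrichment (standard error 0.11, edgeR adjusted p = 4.01e-09) and 0.36 against untargeted miniSOG (standard error 0.10, edgeR adjusted p = 0.00689). Without labeled G3BP1-miniSOG replicate 1 (log2 fold change 0.33) or untargeted replicate 2 (0.30) NORAD no longer passed against untargeted miniSOG. DYNC1H1 (ENSG00000197102, chromosome 14 from 101964573 to 102056443), the dynein heavy chain mRNA, rose by 0.72 on enrichment (edgeR adjusted p = 2.44e-06) and stood at 872.5 ± 49.8 CPM (SD, n = 2) against 552.3 ± 67.4 CPM (SD, n = 4) with untargeted miniSOG (edgeR adjusted p = 2.15e-05). KDM5B (ENSG00000117139, chromosome 1 from 202724495 to 202808487), a histone demethylase mRNA, rose by 1.20 on enrichment (edgeR adjusted p = 1.75e-09) and stood at 224.2 ± 19.0 CPM (SD, n = 2) against 112.1 ± 14.6 CPM (SD, n = 4). All 13 mitochondrial mRNAs were depleted against untargeted miniSOG, with a median log2 fold change of -1.41, and 12 of 13 on enrichment (13 and 12 when adjusted over the list alone; camera adjusted p = 3.24e-13 and 4.74e-06, and adjusted p = 0.245 and 0.381 with an estimated correlation). MT-ND4 (ENSG00000198886, chromosome M from 10760 to 12137) fell from 2962 ± 311 CPM (SD, n = 2) before enrichment to 1822 ± 169 CPM (SD, n = 2), and stood at 4621 ± 578 CPM (SD, n = 4) with untargeted miniSOG (edgeR adjusted p = 4.23e-12). In a single fit of all HEK293T groups neither MT-ND4 (log2 fold change -1.34) nor NORAD (0.42) passed against untargeted miniSOG. MT-ATP8 had a log2 fold change of -1.88 and MT-ND2 of -1.58 against untargeted miniSOG. Genes of the mitochondrial genome took 10.2 ± 0.26% of all counts (SD, n = 2) in labeled G3BP1-miniSOG libraries and 22.1 ± 1.76% (SD, n = 4) in untargeted ones. The untargeted share was near that of the omit-probe libraries (22.4 and 24.9%). Against untargeted miniSOG, 0 of the 13 mitochondrial mRNAs passed in sorbitol-stressed or unstressed HEK293T cells or at 1 h or 3 h of recovery from arsenite. From the enrichment of known SG RNAs and the depletion of mitochondrial RNAs, the paper concludes that CAP-seq has a high spatial specificity.

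**Figure D1:**
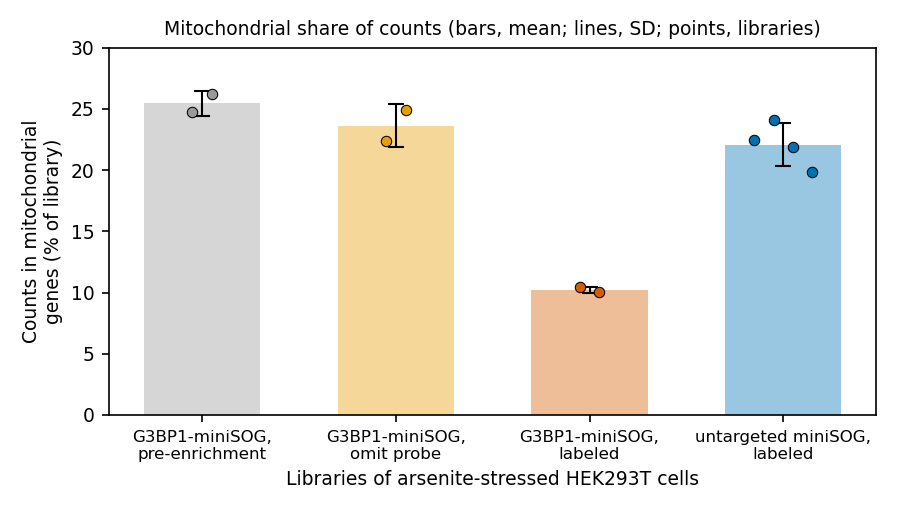
Share of counts in mitochondrial genes (% of the library) in arsenite-stressed HEK293T cells, with bars for means, lines for SDs and a point per library. The labeled G3BP1-miniSOG libraries (10.0 and 10.4%) lie below every pre-enrichment (24.7 and 26.2%), omit-probe (22.4 and 24.9%) and untargeted library (19.8 to 24.1%).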

We next performed single-molecule FISH imaging to verify the subcellular localization of transcripts in our CAP-seq dataset. 

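APLP2 (ENSG00000084234, chromosome 11 from 130068147 to 130144811), the mRNA of a membrane protein related to the amyloid precursor, stood at 683.5 ± 29.5 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries. It stood at 303.8 ± 32.7 CPM (SD, n = 2) before enrichment and 329.4 ± 16.8 CPM (SD, n = 4) with untargeted miniSOG (log2 fold changes of 1.12 and 0.99, edgeR adjusted p = 3.35e-09 and 3.85e-10). BMS1 (ENSG00000165733, chromosome 10 from 42782795 to 42834937), a ribosome assembly factor, stood at 249.3 ± 16.2 CPM (SD, n = 2) against 107.1 ± 6.57 CPM (SD, n = 4) with untargeted miniSOG (log2 fold change 1.15, edgeR adjusted p = 2.76e-10). USP7 (ENSG00000187555, chromosome 16 from 8892097 to 8975328), a deubiquitinase mRNA, stood at 226.7 ± 5.68 CPM (SD, n = 2) against 146.5 ± 13.9 CPM (SD, n = 4), with an edgeR adjusted p = 8.88e-05. GAS1 (ENSG00000180447, chromosome 9 from 86944362 to 86947506), the mRNA of a growth arrest protein at the cell surface, stood at 91.2 ± 27.5 CPM (SD, n = 2) against 38.1 ± 6.55 CPM (SD, n = 4) with untargeted miniSOG (log2 fold change 1.20, edgeR adjusted p = 4.17e-07). On enrichment it rose from 44.1 ± 15.2 CPM (SD, n = 2), a log2 fold change of 0.97 with a standard error of 0.33 that did not pass (edgeR adjusted p = 0.087). GAS1 is therefore in neither set by unpaired edgeR. It is SG-proximal by DESeq2, and also with pre- and post-enrichment libraries paired by number (replicate block), where its log2 fold change on enrichment was 1.0 (edgeR adjusted p = 2.14e-13). CCNL2 (ENSG00000221978, chromosome 1 from 1385711 to 1399335), a cyclin mRNA, fell from 127.9 ± 9.83 CPM (SD, n = 2) before enrichment to 57.5 ± 9.61 CPM (SD, n = 2), with a log2 fold change of -0.78 against untargeted miniSOG (edgeR adjusted p = 2.02e-05). PCBP2 (ENSG00000197111, chromosome 12 from 53452102 to 53481162), the mRNA of an RNA-binding protein, stood at 94.6 ± 6.84 CPM (SD, n = 2) against 153.7 ± 3.26 CPM (SD, n = 4) with untargeted miniSOG, with a log2 fold change of -0.54 on enrichment (standard error 0.12, edgeR adjusted p = 0.000442). CCNL2 and PCBP2 were both in the SG-excluded set by edgeR and by DESeq2.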

We chose *APLP2, GAS1*, *BMS1* and *USP7* from SG-proximal dataset, *CCNL2* and *PCBP2* from SG-excluded dataset. To visualize SG, EGFP is *C*-terminally fused with G3BP1 and stably expressed in HEK293T cells. Following sodium arsenite treatment for 1 h, cells were fixed with paraformaldehyde and stained with fluorescently labeled oligonucleotides targeting the above transcripts. The SG localization was quantified for each transcript by taking the ratio of FISH signal overlapping with SG over the total FISH signal. As expected, all four transcripts in the SG-proximal dataset are highly co-localized with SG, with nearly two-thirds of the FISH signal overlapping with SG signal (*APLP2*, 69 ± 7%; *GAS1*, 68 ± 11%; *BMS1*, 70 ± 8%; *USP7*, 65 ± 8%; mean ± s.d.) (Fig. 1E, F). In sharp contrast, transcripts in SG-excluded datasets do not appear aggregated in the SG, with less than 12% of the FISH signal overlapping with SG (Fig. 1E, F). For example, while some of the *PCBP2* mRNA FISH signal falls within the boundary of SG, the overall FISH signal appears randomly distributed across the cytoplasm, without a clear sign of aggregation and specific SG targeting (Fig. 1E). Taken together, the above analysis demonstrated the high spatial specificity of our SG CAP-seq dataset.

### Comparing CAP-seq with purification-based methods in U-2 OS cells

The molecular inventory of SG has been investigated with conventional biochemical purification approaches^18,19^. For example, Parker et al. isolated sodium arsenite-induced SG from U-2 OS cells through differential centrifugation and antibody-based affinity purification^19^. 

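U-2 OS cells, a human osteosarcoma line in which SGs had been purified before, went through the same labeling after 0.5 mM sodium arsenite for 60 min. The libraries were labeled G3BP1-miniSOG cells after enrichment (5149223 and 5126286 counts) and before it (3856411 and 3244315 counts), G3BP1-miniSOG cells without PA (1522712 and 1912477 counts) and labeled cells with untargeted miniSOG (2905201 and 2849491 counts), with n = 2 dishes in each group. The counts were made by the authors as for HEK293T cells and come in a table of their own, so the cell lines were tested separately and with the same edgeR test and cutoffs. Between the 2 libraries of a group, the Pearson correlation of log2 CPM across genes, which are not independent replicates, ran from 0.962 for omit-probe libraries to 0.992 for labeled G3BP1-miniSOG libraries. The untargeted libraries had 289.2 ± 4.54 CPM (SD, n = 2) of G3BP1, the G3BP1-miniSOG libraries 3843 ± 128 CPM (SD, n = 2), which include the transgene's transcript.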

To benchmark the coverage and specificity of our photocatalytic proximity labeling method against purification-based approach in the same cell type, we repeated replicated CAP-seq in U-2 OS cells stably expressing G3BP1-miniSOG. Western blot analysis revealed that the expression level of G3BP1-miniSOG was approximately 63 ± 2% of the endogenous G3BP1 (Supplementary Fig. 8). SG formation was induced by the addition of 0.5 mM sodium arsenite for 60 min. Immunofluorescence imaging showed good co-localization between miniSOG and SG marker G3BP2, and 46 ± 3% (*n* = 30 cells) of the G3BP1-miniSOG fusion protein were localized to SGs (Supplementary Figure 9). In contrast, only 9.8 ± 0.4% of untargeted miniSOG protein (*n* = 30 cells) overlaps with SGs (Supplementary Fig. 9). Following RNA labeling, biotinylation signal is highly co-localized with both miniSOG and the SG marker, G3BP2 (Fig. 2A). We further confirmed that neither probe incubation nor blue light illumination affected SG formation (Fig. 2A). 

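RNAs known from SGs rose on enrichment in arsenite-stressed U-2 OS cells and mitochondrial mRNAs fell. All 6 tested RNAs that the paper names as known SG components were enriched (6 when adjusted over the list alone; camera adjusted p = 0.000513, and adjusted p = 0.181 with an estimated correlation). The paper names such RNAs as enriched in its CAP-seq data, so this outcome was largely fixed in advance. Of 37 mRNAs of SG proteins 20 were enriched and 4 depleted, and of 54 mRNAs of the secretory pathway 28 were enriched and 10 depleted. All 13 mitochondrial mRNAs were depleted, with a median log2 fold change of -3.09 (camera adjusted p = 2.31e-11, and adjusted p = 0.181 with an estimated correlation). Of 75 mRNAs of cytosolic ribosomal proteins 66 were depleted and 1 was enriched (67 depleted when adjusted over the list alone). Of 40 stress-response genes 24 were depleted and 9 enriched. Over all genes, 2852 of 13362 tested were enriched and 3057 depleted.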

Differential expression analysis identified 2229 transcripts significantly enriched in post- versus pre-enrichment samples, while 1042 transcripts were significantly depleted (Supplementary Figure 10, Supplementary Data 2A). Comparison of transcript abundance enriched from G3BP1-miniSOG cell line versus untargeted miniSOG negative control yielded 2097 and 1201 significantly enriched and depleted transcripts, respectively (Fig. 2B, C, Supplementary Data 2A). 

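ERCC6L (ENSG00000186871, chromosome X from 72204657 to 72239027), the mRNA of a mitotic helicase, stood at 102.3 ± 3.81 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries and 27.1 ± 1.92 CPM (SD, n = 2) in untargeted libraries (log2 fold change 1.90, standard error 0.12, edgeR adjusted p = 5.18e-23). HSPA8 (ENSG00000109971, chromosome 11 from 123057489 to 123063230), which encodes a chaperone, stood at 1809 ± 3.95 CPM (SD, n = 2) and 584.9 ± 65.0 CPM (SD, n = 2), a log2 fold change of 1.62 (standard error 0.07, edgeR adjusted p = 3.55e-31). At the other end, INHBE (ENSG00000139269, chromosome 12 from 57452323 to 57459280) stood at 3.34 ± 0.25 CPM (SD, n = 2) against 77.5 ± 5.10 CPM (SD, n = 2), and DDIT3 (ENSG00000175197, chromosome 12 from 57516588 to 57521737) at 6.52 ± 1.76 CPM (SD, n = 2) against 49.7 ± 6.82 CPM (SD, n = 2). Their log2 fold changes were -4.54 and -2.94 (edgeR adjusted p = 1.09e-34 and 4e-23). Before enrichment, G3BP1-miniSOG cells held 6.72 ± 1.77 CPM of INHBE (SD, n = 2), so the RNA was scarce in them before capture. No pre-enrichment library shows its level in untargeted cells. Of 40 stress-response genes, 16 were enriched and 11 depleted against untargeted miniSOG. All genes together gave 2551 enriched and 2481 depleted of 13137 tested.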

Consistent with our previous analysis in HEK293T cells, the U-2 OS SG transcriptome is defined as the overlap of three DESeq2 datasets, yielding a final list of 1135 SG-proximal and 320 SG-excluded transcripts (Fig. 2C, Supplementary Data 2A).

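SG-proximal in U-2 OS cells were 13 mRNAs of the secretory pathway, 10 of SG proteins, 9 of the stress response and 5 of the 6 tested known SG RNAs. The ranking against untargeted miniSOG takes SG-proximal RNAs of at least 20 CPM whose libraries did not overlap. In it, G3BP1 and ERCC6L were followed by DIXDC1 (log2 fold change 1.82), DEPDC1B (1.78) and PCDH7 (1.71). SG-excluded were 34 mRNAs of ribosomal proteins, 21 replication-dependent histone genes, 11 of the 13 mitochondrial mRNAs and 9 stress-response mRNAs. CTH, an enzyme of cysteine synthesis, was SG-excluded as well, with a log2 fold change of -3.01 against untargeted miniSOG. Without a pre-enrichment library of untargeted cells, such a change can include a difference in RNA level between G3BP1-miniSOG and untargeted cells. The SG-proximal list held 1230 genes, 1211 of them protein-coding, where independent contrasts would share 139.1. The SG-excluded list held 1103 genes, 817 of them protein-coding, where independence would give 478.8. In 5 simulations of unchanged genes that share the labeled libraries, 0 genes entered either list, with almost no calls to overlap. Leaving out labeled G3BP1-miniSOG replicate 1 or 2 brought the SG-excluded list to 703 or 647 genes.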

**Fig. 2:**
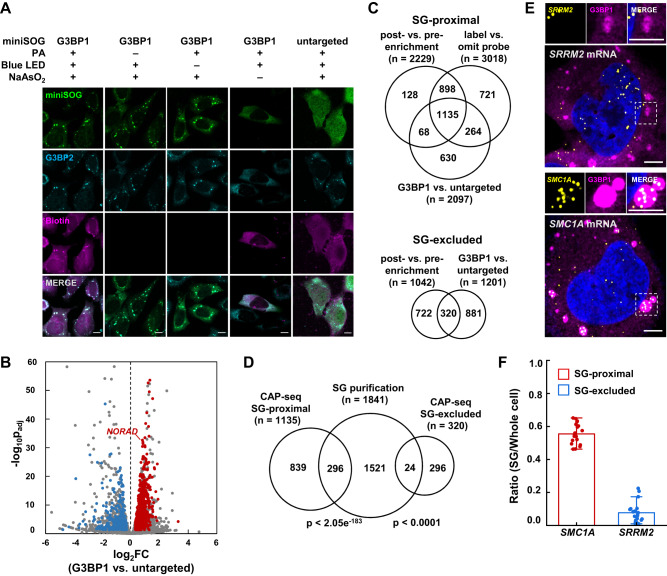
Comparing CAP-seq with purification-based methods in U-2 OS cells. **A** Immunofluorescence microscopy of U-2 OS cells expressing G3BP1-miniSOG and untargeted miniSOG (green). Cells were treated with 0.5 mM sodium arsenite for 60 min and labeled by 10 mM PA under 15 min blue light illumination. Endogenous SG marker G3BP2 and biotinylated signal are shown in cyan and magenta, respectively. Unstressed controls were performed at a separate time. Images are representative examples from three independent experiments. Scale bars, 10 μm. **B** Volcano plot comparing the abundance of RNA captured with G3BP1-miniSOG vs. untargeted miniSOG in CAP-seq labeled U-2 OS cells under arsenite stress. Red and blue dots represent SG-proximal and SG-excluded transcripts, respectively. **C** Venn diagram comparing RNAs enriched in: (1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; (2) G3BP1-miniSOG labeling vs. negative control omitting PA; (3) G3BP1-miniSOG vs. untargeted miniSOG, SG-proximal RNAs in arsenite treated U-2 OS are defined as the overlap of the above three datasets; SG-excluded RNAs are defined as the overlap between Venn diagram comparing RNAs depleted in (1) and (3). **D** Venn diagram comparing CAP-seq SG-proximal and SG-excluded transcripts with SG transcriptome captured by purification-based method^19^. The p values were calculated by hypergeometric test. **E** smFISH validation of CAP-seq uniquely captured SG-proximal mRNA (*SMC1A*) and SG-excluded mRNA (*SRRM2*). Scale bars, 5 μm. **F** Quantitation of the ratio of smFISH within SG vs. whole cell. Bars and lines represent mean values and SDs, respectively (*n* = 20 cells from three independent experiments).

We compared our SG CAP-seq datasets with those obtained by SG purification method (referred to as SG_coreRNA_ by ref. ^19^). (Fig. 2D). 

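In G3BP1-miniSOG versus untargeted libraries of U-2 OS cells, 11 of 13 mitochondrial mRNAs were depleted and 0 enriched (11 when adjusted over the list alone; camera adjusted p = 0.000139, and adjusted p = 0.527 with an estimated correlation). MT-CO1 (ENSG00000198804, chromosome M from 5904 to 7445) stood at 1028 ± 84.8 CPM (SD, n = 2) against 1677 ± 72.9 CPM (SD, n = 2) with untargeted miniSOG (log2 fold change -0.72, edgeR adjusted p = 1.82e-14). MT-CO2 had a log2 fold change of -0.69 (edgeR adjusted p = 2.51e-13) and MT-ND2 of -0.51 (edgeR adjusted p = 4.83e-09). MT-ND5 did not pass (log2 fold change -0.04, edgeR adjusted p = 0.706). Genes of the mitochondrial genome took 33.6 ± 3.36% of the counts (SD, n = 2) before enrichment, 30.4 ± 0.24% (SD, n = 2) without PA, 6.63 ± 0.23% (SD, n = 2) with untargeted miniSOG and 3.88 ± 0.55% (SD, n = 2) next to G3BP1.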

Notably, among the 320 depleted transcripts in SG CAP-seq dataset, 24 have been previously identified as enriched, including 5 mitochondrial gene encoded RNAs. 

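SRRM2 (ENSG00000167978, chromosome 16 from 2752626 to 2772538), the mRNA of a splicing protein, fell from 590.6 ± 22.8 CPM (SD, n = 2) before enrichment to 233.8 ± 2.42 CPM (SD, n = 2), and stood at 305.2 ± 9.59 CPM (SD, n = 2) with untargeted miniSOG. Its log2 fold change was -1.38 on enrichment and -0.40 against untargeted miniSOG (edgeR adjusted p = 9.16e-13 and 1.4e-06). PKD1 (ENSG00000008710, chromosome 16 from 2088708 to 2135898), which encodes polycystin-1 and has near-identical pseudogenes on the same chromosome, stood at 41.9 ± 2.64 CPM (SD, n = 2) against 152.3 ± 10.9 CPM (SD, n = 2) with untargeted miniSOG (log2 fold change -1.87, standard error 0.10, edgeR adjusted p = 3.48e-28). PLXNB2 (ENSG00000196576, chromosome 22 from 50274979 to 50307646), a plexin receptor mRNA, stood at 257.9 ± 10.6 CPM (SD, n = 2) against 346.9 ± 28.3 CPM (SD, n = 2), with a log2 fold change of -0.44 (edgeR adjusted p = 2.75e-07). MT-ND4 (ENSG00000198886) fell from 6224 ± 1064 CPM (SD, n = 2) before enrichment to 895.2 ± 5.12 CPM (SD, n = 2) and was lower than with untargeted miniSOG as well (1357 ± 14.3 CPM, SD, n = 2, edgeR adjusted p = 3.71e-12). All 4 transcripts were SG-excluded by edgeR and by DESeq2, and without a count filter SRRM2 fell short of the cutoff against untargeted miniSOG (log2 fold change -0.29).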

To resolve this discrepancy in RNA localization, we performed smFISH imaging of several CAP-seq depleted transcripts, including *SRRM2*, *PLXNB2*, *PKD1* and *MT-ND4* (Fig. 2E and Supplementary Fig. 11). Quantitation of smFISH images revealed that less than 10% of their RNA signal overlapped with the SG marker G3BP1, which confirmed their exclusion from the SG (Fig. 2F and Supplementary Fig. 11). It is likely that these transcripts were contaminants introduced during SG purification.

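AHNAK (ENSG00000124942, chromosome 11 from 62433542 to 62556235), a giant scaffold mRNA, stood at 2086 ± 82.1 CPM (SD, n = 2) next to G3BP1, 933.6 ± 73.8 CPM (SD, n = 2) before enrichment and 1381 ± 144 CPM (SD, n = 2) with untargeted miniSOG (log2 fold changes of 1.12 and 0.58, edgeR adjusted p = 9.27e-11 and 5.94e-11). NORAD (ENSG00000260032) stood at 470.7 ± 2.58 CPM (SD, n = 2) against 171.4 ± 3.70 CPM (SD, n = 2) before enrichment and 247.9 ± 10.9 CPM (SD, n = 2) with untargeted miniSOG, with an edgeR adjusted p = 1.3e-12 and 1.52e-18. KDM5B (ENSG00000117139) rose by 1.14 on enrichment and by 0.73 over untargeted miniSOG (edgeR adjusted p = 1.7e-09 and 7.62e-11). CDK6 (ENSG00000105810, chromosome 7 from 92604921 to 92836573), a cell cycle kinase mRNA, stood at 303.1 ± 9.28 CPM (SD, n = 2) against 210.7 ± 14.4 CPM (SD, n = 2) with untargeted miniSOG (log2 fold change 0.51, edgeR adjusted p = 4.2e-09). PEG3 (ENSG00000198300, chromosome 19 from 56810077 to 56840728), an imprinted zinc finger mRNA, was the least abundant with 35.0 ± 2.03 CPM (SD, n = 2) against 22.3 ± 4.12 CPM (SD, n = 2), a log2 fold change of 0.64 (standard error 0.16, edgeR adjusted p = 0.000647). Each of these 5 RNAs was also enriched over omit-probe libraries, with log2 fold changes from 0.54 for CDK6 to 1.74 for AHNAK.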

Among 1135 CAP-seq enriched RNAs, 296 (26%) have also been identified as SG transcripts in the previous study, including *AHNAK*, *NORAD*, *PEG3*, *CDK6*, and *KDM5B*^12,19^ were also found enrichment in the datasets. For the remaining 839 transcripts that are uniquely enriched in our SG CAP-seq in U-2 OS cells, 152 (18%) have also been identified in SG CAP-seq in HEK293T cells, which suggests that these are bona fide SG proximal transcripts. For example, *SMC1A* is undetectable in SG purification dataset but is significantly enriched by SG CAP-seq. Indeed, smFISH imaging analysis shows that more than half of the *SMC1A* mRNA signal (55 ± 6%) is localized within SG when cells are stressed with sodium arsenite treatment (Fig. 2E, F). 

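SMC1A (ENSG00000072501, chromosome X from 53374149 to 53422728), the mRNA of a cohesin subunit, stood at 265.9 ± 6.56 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries of U-2 OS cells. It stood at 170.9 ± 7.71 CPM (SD, n = 2) before enrichment, 121.7 ± 1.02 CPM (SD, n = 2) without PA and 208.4 ± 8.76 CPM (SD, n = 2) with untargeted miniSOG. The log2 fold change was 0.59 on enrichment (standard error 0.10, edgeR adjusted p = 1.35e-05), 1.10 over omit-probe libraries (edgeR adjusted p = 1.36e-14) and 0.34 over untargeted miniSOG (standard error 0.07, edgeR adjusted p = 5.07e-05).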

Taken together, the above data demonstrate the higher spatial specificity and good coverage of CAP-seq as compared with traditional biochemical purification methods.

Previous studies have revealed a negative correlation between mRNA association with SG and translational efficiency (TE)^10,19,21,36^. Consistent with this view, our SG-proximal transcripts overall have modestly but significantly lower TEs than those of SG-excluded transcripts (*p* = 0.04, Mann-Whitney test) (Supplementary Fig. 12, Supplementary Data 2B). 

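SG-proximal mRNAs of U-2 OS cells had a median length of 4203 nt, SG-excluded mRNAs 3023 nt (permutation test of the rank sum, two-sided, adjusted p = 2e-05, the smallest value that 100000 resamples allow after adjustment). Most of the difference lay in the 3' UTR, with medians of 2046 and 835.5 nt, and less in the CDS, with medians of 1605 and 1254 nt (same permutation test, adjusted p = 2e-05 for each). The median AU content was 57.31% of bases in SG-proximal and 45.72% in SG-excluded mRNAs. It was 53.52 and 43.53% in the CDS and 63.6 and 51.85% in the 3' UTR (adjusted p = 2e-05 from the permutation test for each). The AU content of the 5' UTR did not differ, with medians of 33.71 and 34.79% (permutation test, adjusted p = 0.16). For the genes past the cutoffs in G3BP1 versus untargeted libraries alone, the medians of the CDS differed by 55.5 nt and did not pass the test. Compared with all tested protein-coding genes, SG-proximal mRNAs were longer as well (median 3708 nt for the tested genes) and richer in AU (51.29%), and against genes matched on mean CPM the length difference was 97 nt and did not pass (permutation test, adjusted p = 0.089). Lengths and AU content are those of the longest transcript of each protein-coding gene in GENCODE release 44 (GRCh38), and the p values were adjusted over 204 tests of RNA features, with genes as the units.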

We also observed longer transcript length and higher AU content in SG-proximal versus SG-excluded mRNAs (Supplementary Fig. 12, Supplementary Data 2B), which follows a similar trend as previous reports that SG_coreRNA_ contained less GC content^19^. The above analysis shows that data acquired with CAP-seq are generally in agreement with prior knowledge of SG transcriptome.

Notably, the molecular composition of SG is known to be cell-type specific. For example, TDP-43, the well-known SG protein marker in neuron, is not found in the SG proteome in Hela cells^23^. In addition, proteomic profiling experiments identified 123 and 411 SG proteins in arsenite-stressed HEK293T and U-2 OS cells, by APEX proximity labeling or purification of SG, respectively^18,20^. Among these, only 82 proteins were enriched in both datasets. It is, therefore expected that the SG transcriptome might also be cell-type specific. We compared the 457 and 1135 SG-proximal transcripts from arsenite-stressed HEK293T and U-2 OS cells, respectively. Among these, 261 transcripts are shared by both datasets (i.e., cell type-independent). 

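SG-proximal in both arsenite-stressed cell lines were NORAD and the mRNAs KDM5B, APLP2, BMS1, USP7, SMC1A, ZNF503 and SUPT6H. The HEK293T list of 570 and the U-2 OS list of 1230 genes shared 311, which is 54.6% of the HEK293T list. Among the 11054 genes tested in both cell lines, 59.9 shared genes would come from independent lists (odds ratio 13.9, Fisher's exact test, two-sided, p = 3.56e-164, with genes as the units). The SG-excluded lists shared 228 genes, of which 225 were among the genes tested in both, where independence would give 38.7. Without labeled G3BP1-miniSOG replicate 1 of HEK293T cells the SG-proximal lists shared 196 genes.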

The remaining 196 transcripts in the HEK293T SG CAP-seq dataset and 874 transcripts in the U-2 OS SG CAP-seq dataset are defined as HEK293T-specific and U-2 OS-specific, respectively (Supplementary Figure 13).

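DYNC1H1 was SG-proximal in HEK293T but not in U-2 OS cells, and AHNAK, CDK6 and PEG3 were SG-proximal in U-2 OS but not in HEK293T cells. By edgeR 259 genes were SG-proximal in HEK293T cells alone and 919 in U-2 OS cells alone. These sets come from cutoffs applied in each cell line, and no fit joined the counts of both lines to test the difference itself. Expression differs between the lines as well: of 20 listed markers of each line, 18 U-2 OS markers and 10 HEK293T markers passed the count filter in U-2 OS libraries. Against untargeted miniSOG in U-2 OS cells, 8 of those 18 were depleted and 2 enriched, while 7 of those 10 were enriched and 0 depleted.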

We compared the RNA features of cell type-specific and cell type-independent categories, but did not observe substantial differences in the translation efficiency, AU content, and transcript length. U-2 OS-specific CAP-seq RNAs tend to have higher AU content and shorter CDS length (Supplementary Fig. 14, Supplementary Data 2C). 

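U-2 OS-specific SG-proximal mRNAs (903) had a median AU content of 58.44%, against 51.4% in HEK293T-specific (257) and 52.91% in cell type-independent ones (308), with an adjusted p = 2e-05 from the permutation test of the rank sum for both comparisons. The difference was seen in the CDS (54.52, 48.49 and 50.08%) and in the 3' UTR (64.54, 57.89 and 60.7%). Their CDS had a median length of 1458 nt, against 2121 nt in HEK293T-specific and 2084 nt in cell type-independent mRNAs (adjusted p = 2e-05 from the permutation test for both). Whole transcripts were shorter, with a median of 4132 nt against 4729 nt (permutation test, adjusted p = 0.00011) and 4408 nt (permutation test, adjusted p = 0.0096). The 3' UTR had a median of 2094 nt and was longer than in cell type-independent mRNAs (1662 nt, permutation test, adjusted p = 0.0018), but not than in HEK293T-specific ones (1873 nt, permutation test, adjusted p = 0.057). With medians over isoforms the first difference was 246.8 nt and did not pass (permutation test, adjusted p = 0.15). With lists from G3BP1 versus untargeted libraries alone, the difference in transcript length from HEK293T-specific mRNAs was -172 nt and did not pass. HEK293T-specific and cell type-independent mRNAs did not differ in length (permutation test, adjusted p = 0.17) and differed less in AU content (permutation test, adjusted p = 0.0025). In HEK293T cells the change against untargeted miniSOG fell with AU content over all genes (Spearman correlation -0.46). It was -0.03 after a correction for GC content. With that correction 169 of the 259 HEK293T-specific and 520 of the 919 U-2 OS-specific genes stayed so, and AU content was not compared on those lists.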

The trend is quite modest yet statistically significant. 

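In both cell lines SG-proximal mRNAs were longer than all tested protein-coding genes, with a median of 4485 nt against 3700 nt in HEK293T cells (permutation test of the rank sum, adjusted p = 2e-05). Their CDS was longer in both lines, with medians of 2103 nt against 1398 nt in HEK293T cells and 1605 nt against 1428 nt in U-2 OS cells (adjusted p = 2e-05 from the permutation test for each). The AU content differed between the lines: in HEK293T cells it was 52.39% in SG-proximal and 52.14% in tested mRNAs (permutation test, adjusted p = 0.13). Against all protein-coding genes the difference was 1.459 points and passed (permutation test, adjusted p = 0.0001). Against genes matched on mean CPM it was -1.133 points and did not pass (permutation test, adjusted p = 0.3). AU content was not compared on lists made with a correction for GC content. In the 3' UTR alone the AU content was higher in SG-proximal mRNAs of HEK293T cells, 59.55 against 57.85% (permutation test, adjusted p = 7.5e-05). That direction turned when the genes enriched in G3BP1 versus untargeted libraries alone were taken (difference of medians -8.155 points), and against genes matched on mean CPM it was 1.152 points and did not pass (permutation test, adjusted p = 0.11). Against such matched genes the transcript length (97 nt, adjusted p = 0.089) and the CDS (90 nt) of U-2 OS cells did not pass either. In HEK293T cells the transcript length differed from that of matched genes by 142 nt and passed (permutation test, adjusted p = 0.033). From the different lists and similar features in both cell lines, the paper proposes that SG proteins which recruit RNA vary between cell lines while the sorting of RNA into SGs is conserved.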

The above comparisons indicate that while the SG RNA compositions may vary substantially across different cell lines, presumably due to differences in the SG protein components that are responsible for recruiting these RNAs, the overall SG RNA features are quite similar, suggesting a conserved mechanism of RNA sorting into the SG.

### Analyzing stress-specific SG transcriptome

In addition to oxidative stress induced by sodium arsenite, the formation of SG could also be elicited by other means of stimulation that impairs translation initiation^1,32^. For instance, hyperosmotic shock with sorbitol has downregulated protein translation, ultimately leading to apoptosis^37^. As an intermediate in the polyol pathway, elevated sorbitol concentration also causes oxidative stress by decreasing the ratio of NAD^+^/NADH and inducing cellular ROS generation^38^. While both arsenite and sorbitol are capable of triggering the formation of SGs, the size and shape of granules appear to be stress-specific^39^. In terms of molecular components, smFISH imaging has revealed different trends of mRNA localization to SG when cells are challenged with either sorbitol or ER stress^19^. Using purified RNA granules from NIH3T3 cells treated with ER stress, heat shock or sodium arsenite, previous research has identified both common RNA components and stress-dependent RNA targeting^10^. However, the RNA components of SG from different stimulation in human cells have yet to be studied at the transcriptome-wide level.

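Sorbitol draws water out of cells, and 150 min at 0.4 M was used to ask which RNAs gather in SGs under osmotic stress in place of oxidative stress. Sorbitol-stressed HEK293T cells gave labeled G3BP1-miniSOG libraries after enrichment (4778134 and 4485460 counts) and before it (3684380 and 3136657 counts), omit-probe libraries (3814178 and 2803323 counts) and 4 libraries of labeled untargeted miniSOG cells (2159225 to 3458402 counts, median 2709138). The counts were made and tested in the same way as those of arsenite-stressed cells. The correlation of log2 CPM between libraries of a group, taken across genes that are not independent replicates, ran from 0.964 for omit-probe to 0.989 for labeled G3BP1-miniSOG libraries. Mitochondrial genes held 6.53 ± 0.216% (SD, n = 2) of the counts after enrichment and 27.7 ± 0.185% (SD, n = 2) before it. In the untargeted libraries they held 5.44 and 5.35% in replicates 1 and 2 and 24.5 and 24.7% in replicates 3 and 4.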

We treated G3BP1-miniSOG HEK293T cells with 0.4 M sorbitol for 150 min to induce SG formation. In replicated experiments, cells were then labeled with 10 mM PA and 15 min blue light illumination (Supplementary Fig. 15). HEK293T cells expressing untargeted miniSOG were used as the negative control. Immunofluorescence imaging showed co-localization between miniSOG and biotinylation signal (Fig. 3A). Notably, SGs induced by sorbitol appear less spherical and smaller than those induced by sodium arsenite. 

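Ribosomal protein and mitochondrial mRNAs were depleted on enrichment in sorbitol-stressed cells, and more zinc finger mRNAs were enriched than depleted. Of 76 tested mRNAs of cytosolic ribosomal proteins 67 were depleted and 1 enriched (69 and 1 when adjusted over the list alone; camera adjusted p = 3.89e-19, and adjusted p = 0.263 with an estimated correlation). All 13 mitochondrial mRNAs were depleted on enrichment, with a median log2 fold change of -2.46, while 0 of them passed against untargeted miniSOG by edgeR (median -1.65), 0 at an unadjusted p under 0.05 and 0 by DESeq2. Of 354 mRNAs of KRAB zinc finger proteins 115 were enriched and 40 depleted on enrichment, and 53 were enriched and 16 depleted against untargeted miniSOG (camera adjusted p = 0.000754, and adjusted p = 0.126 with an estimated correlation). Of 38 SG-protein mRNAs 19 rose on enrichment, and 13 rose against untargeted miniSOG. Over all genes 3436 of 12910 were enriched and 3414 depleted on enrichment (n = 2 and 2), and 1399 of 12668 were enriched and 1349 depleted against untargeted miniSOG (n = 2 and 4). With labeled G3BP1-miniSOG replicate 1 or 2 left out, the latter counts were 578 or 807 enriched and 401 or 618 depleted.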

Differentially expression analysis of post- versus pre-enrichment samples identified 2870 and 1316 RNAs as significantly enriched or depleted, respectively (Supplementary Fig. 16, Supplementary Data 1B), while the analysis between G3BP1-targeted versus untargeted miniSOG yielded 1136 significantly enriched and 526 depleted RNAs (Fig. 3B, Supplementary Data 1B). 

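After G3BP1 itself, SRSF6, IDI1, TXNIP and SLC30A1 had the largest changes against untargeted miniSOG among the abundant SG-proximal RNAs under sorbitol. SRSF6 (ENSG00000124193, chromosome 20 from 43457893 to 43466046), a splicing factor mRNA, stood at 504.9 ± 2.35 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries and 190.5 ± 26.8 CPM (SD, n = 4) in untargeted ones (log2 fold change 1.34, edgeR adjusted p = 7.84e-10). IDI1 (ENSG00000067064, chromosome 10 from 1039152 to 1049119), an enzyme of sterol synthesis, stood at 165.6 ± 7.46 CPM (SD, n = 2) and 66.7 ± 11.3 CPM (SD, n = 4). INSIG1 (ENSG00000186480, chromosome 7 from 155297776 to 155310235), a regulator of that pathway, stood at 246.5 ± 0.61 CPM (SD, n = 2) and 105.0 ± 18.0 CPM (SD, n = 4). SLC30A1 (ENSG00000170385, chromosome 1 from 211571568 to 211579161), a zinc exporter mRNA, stood at 111.9 ± 5.08 CPM (SD, n = 2) and 45.4 ± 8.46 CPM (SD, n = 4). The nuclear RNA MALAT1 (ENSG00000251562, chromosome 11 from 65497640 to 65508073) was SG-excluded, at 1014 ± 43.2 CPM (SD, n = 2) against 3488 ± 123 CPM (SD, n = 4) with untargeted miniSOG (log2 fold change -1.85, edgeR adjusted p = 1.86e-14). NEAT1 (ENSG00000245532, chromosome 11 from 65422774 to 65445540), a nuclear RNA of paraspeckles, stood at 115.7 ± 5.47 CPM (SD, n = 2) against 427.6 ± 120 CPM (SD, n = 4), and did not pass once labeled replicate 1 (log2 fold change -1.89) or 2 (-2.0) or untargeted replicate 2 (-1.94) or 3 (-1.91) was left out. In all 3 contrasts 831 genes were enriched, 819 of them protein-coding, and 863 were depleted on enrichment and against untargeted miniSOG, 761 of them protein-coding. Independent contrasts would share 71.3 and 333.1 genes, and 5 simulations of unchanged genes gave 0 for both, with almost no calls to overlap. Leaving out labeled replicate 1 or 2 left 123 or 402 SG-proximal and 250 or 477 SG-excluded genes.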

Following the procedures in defining the transcriptome of sodium arsenite-induced SG, we finally identified 822 RNAs as SG-proximal and 285 as SG-excluded (Fig. 3C, Supplementary Fig. 17, Supplementary Data 1B) under sorbitol treatment.

**Fig. 3:**
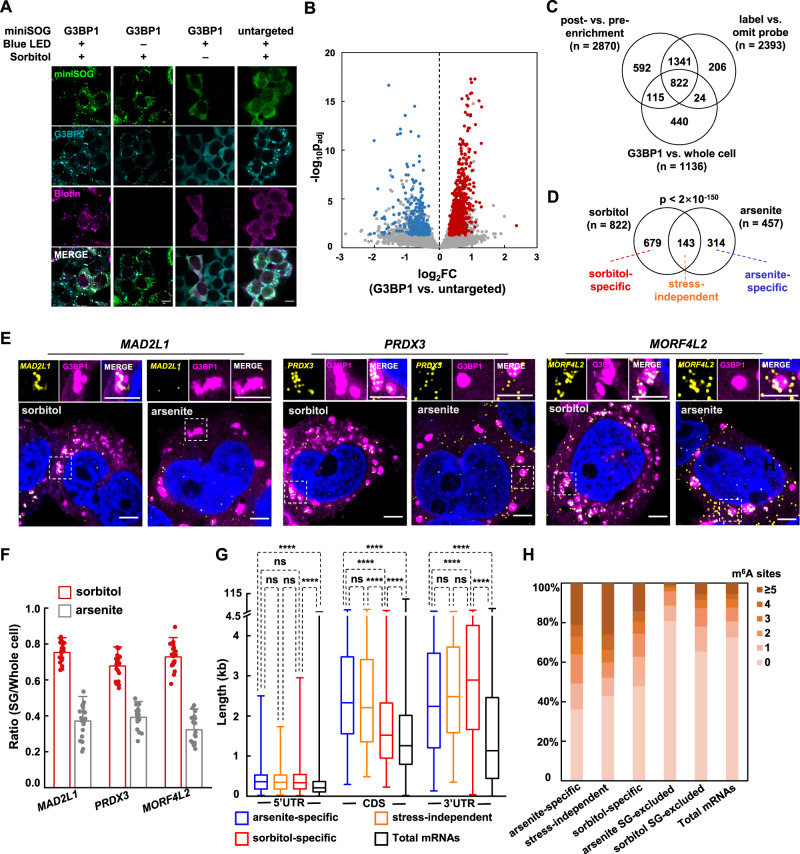
Identifying stress-specific SG transcriptome. **A** Immunofluorescence microscopy of HEK293T cells expressing G3BP1-miniSOG and untargeted miniSOG (green). Cells were treated with 0.4 M sorbitol for 150 min and labeled by 10 mM PA under 15 min blue light illumination. Endogenous SG marker G3BP2 and biotinylated signal are shown in cyan and magenta, respectively. Unstressed controls were performed at a separate time. Images are representative examples from three independent experiments. Scale bars, 10 μm. **B** Volcano plot comparing the abundance of RNA captured with G3BP1-miniSOG vs. untargeted miniSOG in CAP-seq labeled HEK293T cells under sorbitol treatment. Red and blue dots represent SG-proximal and SG-excluded transcripts, respectively. **C** Venn diagram comparing RNAs enriched in: (1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; (2) G3BP1-miniSOG labeling vs. negative control omitting PA; (3) G3BP1-miniSOG vs. untargeted miniSOG, SG-proximal RNAs in sorbitol treated HEK293T are defined as the overlap of the above three datasets. **D** Venn diagram comparing CAP-seq SG-proximal RNAs under arsenite and sorbitol stress. The *p* value was calculated by hypergeometric test. **E** smFISH validation of stress-specific SG-proximal mRNAs. Scale bars, 5 μm. **F** Quantitation of the ratio of smFISH within SG vs. whole cell. Bars and lines represent mean values and SDs, respectively (*n* = 20 cells from three independent experiments). **G** Box plot comparing the length features between sorbitol-specific, stress-independent and arsenite-specific SG-proximal mRNAs. The box marks the first and third quartiles; whiskers indicate the minima and maxima; the central line represents the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant (*p* > 0.05); ****p < 0.0001. Transcript length features are referenced from Ensembl website. **H** Comparing the proportion of mRNA with different m^6^A sites between sorbitol-specific, stress-independent, arsenite-specific SG-proximal and SG-excluded datasets and Total mRNAs. m^6^A sites are referenced from a previous study^42^.

We compared the SG-proximal transcriptomes induced by different stress. 

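Largely different mRNAs were SG-proximal under arsenite and under sorbitol. CEP131 (ENSG00000141577, chromosome 17 from 81189593 to 81222999), a centrosome protein mRNA, rose more under arsenite, and the difference in log2 fold change against untargeted miniSOG was 2.34 (edgeR adjusted p = 8.22e-10). SART1 (ENSG00000175467, chromosome 11 from 65961728 to 65980137), a splicing factor mRNA, differed by 1.70 (edgeR adjusted p = 1.38e-08). MAT2A (ENSG00000168906, chromosome 2 from 85539168 to 85545281), the mRNA of S-adenosylmethionine synthetase, rose more under sorbitol, with an arsenite minus sorbitol difference of -2.34 (edgeR adjusted p = 1.11e-10), and SRSF6 had a difference of -1.99 (edgeR adjusted p = 1.26e-13). The 2 SG-proximal lists share 147 genes, 11.7% of their union of 1254, where 39.7 would be shared by chance (odds ratio 5.43, Fisher exact p = 1.36e-47 over 11889 genes tested in both). The remaining 423 genes were called under arsenite alone and 684 under sorbitol alone. A missed call in one stress is not a measured difference, so each gene's change was also compared between the stresses. Of the 423 genes 195 rose more under arsenite by that test, and of the 684 genes 473 rose more under sorbitol. The genes were picked by calls in the same libraries. That choice favors these directions, so the counts are not independent support. Of the 147 shared genes 7 rose more under arsenite and 5 more under sorbitol. Without sorbitol labeled replicate 1 or 2 the lists share 29 or 65 genes, and without arsenite labeled replicate 1 they share 88.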

Among a total of 1136 SG RNAs, 143 (12.6%) are present in both stress conditions (stress-independent), whereas 679 (58.8%) and 314 (27.6%) are localized only in sorbitol-specific or arsenite-specific SGs, respectively (Fig. 3D). 

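The mRNAs MAD2L1, MORF4L2 and PRDX3 were SG-proximal under sorbitol and unchanged against untargeted miniSOG under arsenite. MAD2L1 (ENSG00000164109, chromosome 4 from 120055623 to 120066858), a mitotic checkpoint mRNA, stood at 267.0 ± 14.7 CPM (SD, n = 2) with G3BP1-miniSOG under sorbitol against 128.8 ± 0.766 CPM (SD, n = 2) before enrichment and 162.7 ± 6.58 CPM (SD, n = 4) with untargeted miniSOG (log2 fold change 0.65, edgeR adjusted p = 7.04e-06). MORF4L2 (ENSG00000123562, chromosome X from 103675496 to 103688158), a chromatin factor mRNA, stood at 585.9 ± 22.3 CPM (SD, n = 2) against 386.9 ± 25.5 CPM (SD, n = 4), a log2 fold change of 0.53 (edgeR adjusted p = 0.000161). PRDX3 (ENSG00000165672, chromosome 10 from 119167720 to 119178812), the mRNA of a mitochondrial peroxidase, stood at 420.2 ± 20.4 CPM (SD, n = 2) against 310.7 ± 19.4 CPM (SD, n = 4), a log2 fold change of 0.37 (edgeR adjusted p = 0.00488). Under arsenite their log2 fold changes against untargeted miniSOG were -0.18 for MAD2L1, -0.18 for MORF4L2 and -0.21 for PRDX3 (edgeR adjusted p = 0.209, 0.132 and 0.125). Tested directly, the arsenite change minus the sorbitol change was -0.83 for MAD2L1, -0.72 for MORF4L2 and -0.58 for PRDX3 (edgeR adjusted p = 1.72e-05, 0.000105 and 0.00216). PRDX3 did not pass under sorbitol without labeled replicate 1 (0.34), in a single fit of all HEK293T groups (0.43), or with a GC correction and a replicate block (0.26).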

To verify our dataset, we performed smFISH imaging on several sorbitol-specific mRNAs (Fig. 3E). Co-localization analysis revealed almost 2-fold higher levels of SG targeting under sorbitol stress than arsenite stress for *MAD2L1* (75 ± 6% vs. 37 ± 9%), *PRDX3* (68 ± 7% vs. 39 ± 6%), and *MORF4L2* (73 ± 7% vs. 32 ± 8%) (Fig. 3F). To account for the differences in SG size and shape, we further quantified the ratios of FISH signal densities within versus outside the SGs. The ratios measured under sorbitol stress are significantly higher than those under the arsenite stress (*MAD2L1*, 29 ± 10 vs. 15 ± 6; *MORF4L2*, 43 ± 15 vs. 12 ± 6; *PRDX3*, 23 ± 6.2 vs. 14 ± 3.6) (Supplementary Fig. 18). Together, the above data demonstrate that CAP-seq could capture stress-specific SG transcripts with high spatial specificity.

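From smFISH images the paper concludes that CAP-seq could capture stress-specific SG transcripts. Among the RNAs it names for arsenite, the change against untargeted miniSOG was larger under arsenite than under sorbitol by 0.86 for BMS1, 0.77 for DYNC1H1, 0.62 for KDM5B, 0.59 for USP7 and 0.58 for APLP2 on the log2 scale, all called by edgeR. NORAD was SG-proximal in both stresses and stood at 842.9 ± 119 CPM (SD, n = 2) with G3BP1-miniSOG under sorbitol, against 538.2 ± 49.6 CPM (SD, n = 4) with untargeted miniSOG (edgeR adjusted p = 0.000146). Of 65 mRNAs with very long coding sequences 19 rose more under arsenite and 4 more under sorbitol (21 and 5 when adjusted over the list alone; camera adjusted p = 0.0461, and adjusted p = 0.933 with an estimated correlation). Over all genes 1392 rose more under arsenite and 1585 more under sorbitol. Far fewer genes were called on both sides without sorbitol labeled replicate 1, and on the arsenite side without arsenite labeled replicate 2.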

To understand the mechanism underlying stress-specific RNA targeting to the SG, we analyzed the RNA features of our SG-proximal transcriptomes, including TE, transcript length, and m^6^A abundance (Supplementary Data 3C). 

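Sorbitol-specific and arsenite-specific mRNAs did not differ in transcript length. The median was 4468 nt for 673 sorbitol-specific and 4486 nt for 419 arsenite-specific mRNAs (permutation rank test, adjusted p = 0.42), and 4472 nt for 146 stress-independent ones. All sorbitol SG-proximal mRNAs together were longer than the tested mRNAs, whose median was 3726 nt. Against genes matched on mean CPM their length differed by 270 nt (permutation adjusted p = 0.0094). With the median over a gene's isoforms in place of its longest transcript, sorbitol-specific mRNAs were 266 nt shorter than arsenite-specific ones and the test passed. Sorbitol-specific mRNAs were translated less efficiently than stress-independent ones, with median log2 values of -0.51 and -0.34 (permutation adjusted p = 0.036), a difference that did not pass on the DESeq2 lists (-0.0286, permutation adjusted p = 0.54) or the paper's lists (-0.02412, permutation adjusted p = 0.56). Translation efficiency has values for under 80% of the arsenite-specific mRNAs here and was not tested for them. The values are those that the paper gives for mRNAs of its own lists, so tests on the lists made here are not independent of these. On the paper's own lists sorbitol- and arsenite-specific mRNAs had medians of -0.47 and -0.42 (permutation adjusted p = 0.6).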

No significant differences in TE and transcript length were found among mRNAs in stress-independent, sorbitol-specific and arsenite-specific datasets (Supplementary Fig. 19, Supplementary Data 3A–C). However, sorbitol-specific mRNAs overall are characterized with significantly shorter CDS and longer 3′ UTR (Fig. 3G, Supplementary Data 3C). 

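The coding sequences of sorbitol-specific mRNAs were shorter and their 3' UTRs longer. Coding sequences had a median of 1449 nt against 2130 nt for arsenite-specific and 1908 nt for stress-independent mRNAs. The 3' UTRs had medians of 2486, 1660 and 2046 nt in the same order. The sorbitol-specific values differed from the arsenite-specific ones with the smallest adjusted p the permutations allow (2e-05), and from the stress-independent ones with permutation adjusted p = 2e-05 for the coding sequence and 0.0035 for the 3' UTR. For 5' UTRs the medians were 198 and 189.5 nt (permutation adjusted p = 0.6). Sorbitol-specific mRNAs were also richer in A and U, with a median of 60.13% against 51.29% over the transcript. The medians were 56.38% against 48.20% in the coding sequence and 65.23% against 58.05% in the 3' UTR (permutation adjusted p = 2e-05 for each region). The change against untargeted miniSOG fell with AU content under arsenite and rose under sorbitol (Spearman correlations -0.46 and 0.35). Before enrichment the ratio of sorbitol to arsenite libraries of G3BP1-miniSOG cells rose with AU content as well (0.39). Without pre-enrichment libraries of untargeted cells, it is not known whether that difference enters the change against untargeted miniSOG. With a GC content correction 301 genes in place of 684 were sorbitol-specific, 193 of them shared. AU content was not compared on those lists.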

In terms of m^6^A modification, arsenite-specific SG RNAs overall contain 28% higher numbers of m^6^A sites (weighed average) than sorbitol-specific SG RNAs (2.44 vs. 1.90 per RNA), while both are substantially higher than SG-excluded RNAs (Fig. 3H, Supplementary Data 3C). 

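Stress-independent mRNAs carried more m6A sites than sorbitol-specific ones, with a mean of 2.67 against 1.91 per mRNA (permutation adjusted p = 0.043). A site was present in 57.1% and 52.2% of them. Of the arsenite-specific mRNAs called here, 76.8% have an m6A value, too few for a test. The m6A values are those that the paper gives for mRNAs of its own lists. Tests on the lists made here therefore cover mainly mRNAs that the paper listed too, and they are not independent of its result. On the paper's own lists, where every mRNA has a value, arsenite-specific mRNAs carried 2.44 sites on average and sorbitol-specific mRNAs 1.90 (permutation adjusted p = 0.00012), and at least 1 site was present in 63.9% of the former. Stress-independent mRNAs on those lists carried 2.87.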

Recently, Jaffrey et al. reported that the m^6^A-binding protein YTHDF2 is more highly enriched in SGs induced by arsenite than in those induced by sorbitol^40^. In light of these observations, the enrichment of m^6^A sites and m^6^A-binding proteins appear highly correlated to each other, although the exact causal relationship has yet to be established.

### Mapping preexisting G3BP1–RNA interaction network

The dynamics of SG formation has been studied through both fluorescence microscopy^2^ and proteomic analysis^22^. Super-resolution imaging has revealed the presence of miniature clusters of G3BP1 in unstressed cells^9^. Proximity labeling with BioID^23^ or APEX^20^ using SG core component as the bait has identified protein interaction networks that remain largely unchanged through stress stimulation, suggesting the presence of pre-existing interaction within the SG structure. The above studies have favored a view in which nanoscopic ‘seeds’ of pre-existing biomolecular interactions grow and fuse upon stress stimulation, while recruiting more components to mature into microscopically visible granules (Fig. 4A). Probing the pre-existing interaction network could thus provide key information on the formation and regulation of SG during stress response. However, fractionation-based methods are not suited for such analysis. While the protein interaction networks have been investigated with proximity labeling^20,23^, pre-existing RNA interaction networks has remained unsolved.

**Fig. 4:**
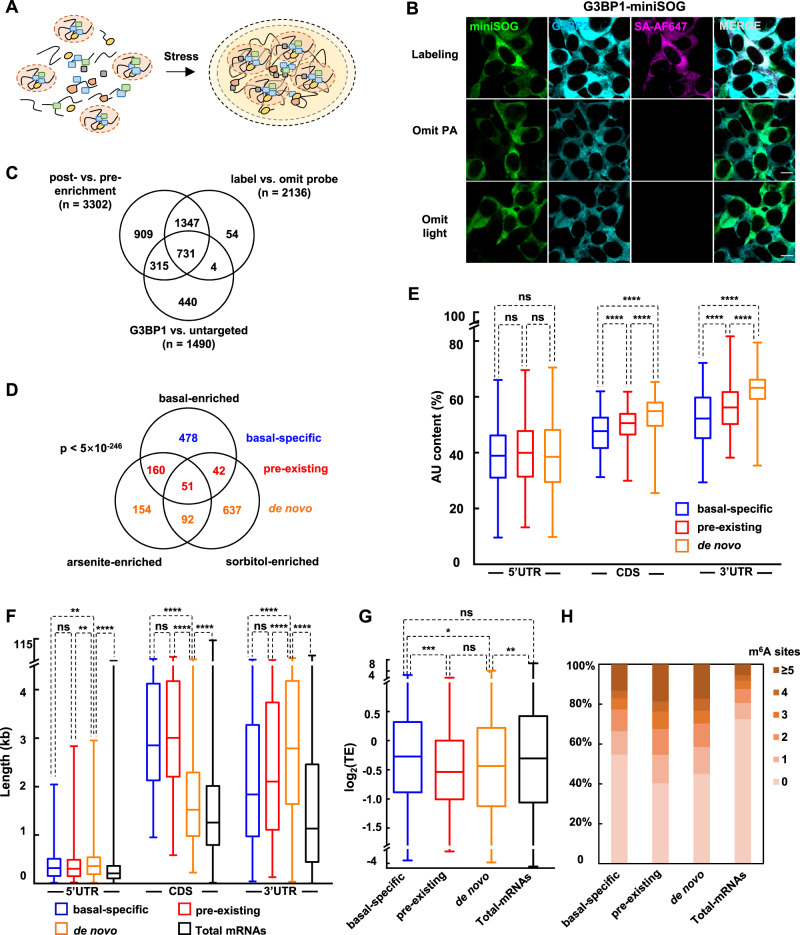
Profiling pre-existing RNA interaction network in SG. **A** Schematic of SG formation under stress. **B** Immunofluorescence microscopy of HEK293T cells expressing G3BP1-miniSOG and untargeted miniSOG (green). Cells were labeled by 10 mM PA under 15 min blue light illumination. Endogenous SG marker G3BP2 and biotinylated signal are shown in cyan and magenta, respectively. Images are representative examples from three independent experiments. Scale bars, 10 μm. **C** Venn diagram comparing RNAs enriched in: 1) post- versus pre-enrichment of RNA labeled with G3BP1-miniSOG; 2) RNA labeled with G3BP1-miniSOG versus RNA from negative control omitting PA; 3) RNA labeled with G3BP1-miniSOG versus untargeted miniSOG. G3BP1-proximal RNAs under unstressed conditions are defined as the overlap of the above three datasets. **D** Venn diagram comparing the CAP-seq enriched RNAs under unstressed, arsenite stress and sorbitol stress. The *p* value was calculated by a hypergeometric test. Bar plot showing the comparison of AU content in different regions (**E**), length features (**F**) and translation efficiencies (**G**) between mRNAs in basal-specific, pre-existing and de novo datasets. The box marks the first and third quartiles; whiskers indicate the minima and maxima; the central line represents the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant (*p* > 0.05); *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Translation efficiencies are counted from a previous report^56^. Transcript length features and AU content are referenced from Ensembl website. **H** Comparing the proportion of mRNA with different m^6^A sites in basal-specific, preexisting and de novo datasets. m^6^A sites are referenced from a previous study^41^.

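Unstressed HEK293T cells have G3BP1 in the cytoplasm but no visible SGs, so labeling them reports the RNAs near G3BP1 before granules form. They gave labeled G3BP1-miniSOG libraries after enrichment (3557541 and 5324306 counts) and before it (3220098 and 3066880 counts), omit-probe libraries (2376409 and 2848529 counts) and 4 libraries of labeled untargeted miniSOG cells (2438321 to 4253896 counts, median 3137736). Counting and testing were the same as for stressed cells. The correlation of log2 CPM between libraries of a group, across genes that are not independent replicates, ran from 0.947 for omit-probe to 0.990 for labeled G3BP1-miniSOG libraries. Mitochondrial genes held 10.5 ± 1.17% (SD, n = 2) of the counts after enrichment, 27.0 ± 0.0926% (SD, n = 2) before it, and 2.95, 3.24, 20.5 and 21.3% in untargeted replicates 1 to 4.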

To probe pre-existing interaction networks surrounding SG core components, we performed CAP-seq in G3BP1-miniSOG HEK293T cells in the absence of stress. HEK293T cells expressing untargeted miniSOG were used as the negative control. Immunofluorescence imaging showed the co-localization between biotinylated signal and miniSOG (Fig. 4B). Following the same DESeq2 work flow and cutoff values (log_2_FC > 0.3 and *p*_adj_ < 0.05) as in the previous analysis of stressed cells, CAP-seq identifies 3302, 2136, and 1490 transcripts in post- vs. pre-enrichment, labeling vs. omitting PA, and G3BP1-miniSOG vs. untargeted miniSOG analyses, respectively. 

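Messenger RNAs with very long coding sequences and mRNAs of SG proteins were captured next to G3BP1 in unstressed cells. Of 65 mRNAs with very long coding sequences 46 were enriched and 4 depleted on enrichment, and 26 were enriched and 2 depleted against untargeted miniSOG (27 and 4 when adjusted over the list alone; camera adjusted p = 6.44e-05, and adjusted p = 0.712 with an estimated correlation). Of the 38 SG-protein mRNAs 26 were enriched and 1 depleted on enrichment (camera adjusted p = 6.7e-07, and adjusted p = 0.181 with an estimated correlation). Of the 13 mitochondrial mRNAs 12 were depleted on enrichment and 0 passed against untargeted miniSOG by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2, with a median log2 fold change of 0.02. Over all genes 3313 of 12710 were enriched on enrichment (n = 2 and 2), 2187 of 12795 against omit-probe libraries (n = 2 and 2) and 1488 of 12887 against untargeted miniSOG (n = 2 and 4). Far fewer genes were called against untargeted miniSOG and against omit-probe libraries without labeled G3BP1-miniSOG replicate 1 or 2. Without omit-probe replicate 1 or 2 more genes were called against omit-probe libraries.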

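After G3BP1 itself, COL1A1, HELZ2 and PCK2 had the largest changes near G3BP1 in unstressed cells among the abundant RNAs called. COL1A1 (ENSG00000108821, chromosome 17 from 50184101 to 50201632), a collagen mRNA, stood at 69.8 ± 14.3 CPM (SD, n = 2) in labeled G3BP1-miniSOG libraries and 17.7 ± 3.74 CPM (SD, n = 4) in untargeted ones (log2 fold change 1.96, edgeR adjusted p = 0.00106). PCK2 (ENSG00000100889, chromosome 14 from 24094053 to 24110598), an enzyme of gluconeogenesis, stood at 161.3 ± 0.502 CPM (SD, n = 2) and 44.3 ± 8.22 CPM (SD, n = 4), with an edgeR adjusted p = 0.00098. HELZ2 (ENSG00000130589, chromosome 20 from 63558086 to 63574239), a helicase mRNA, stood at 89.4 ± 2.69 CPM (SD, n = 2) and 24.1 ± 8.40 CPM (SD, n = 4), and JUP (ENSG00000173801, chromosome 17 from 41754604 to 41786931), a cell junction mRNA, at 91.2 ± 3.19 CPM (SD, n = 2) and 28.6 ± 6.84 CPM (SD, n = 4). DYNC1H1 and KDM5B, which were SG-proximal under arsenite, were enriched in all 3 contrasts here as well, with 1726 ± 52.5 and 291.6 ± 3.76 CPM (SD, n = 2) against 883.9 ± 86.0 and 131.4 ± 8.93 CPM (SD, n = 4). Enrichment in all 3 contrasts was called for 653 genes, 647 of them protein-coding and 23 of them with very long coding sequences. Independent contrasts would share 71.6 genes, and 5 simulations of unchanged genes gave 0, with almost no calls to overlap. Without labeled replicate 1 or 2 the list was far shorter.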

The overlap of these three datasets yields 731 RNAs, which we define as G3BP1-proximal transcripts under the basal condition (Fig. 4C, Supplementary Fig. 20, Supplementary Data 1C). 

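Ribosomal protein mRNAs and snoRNA hosts were depleted near G3BP1 in unstressed cells. Of 76 ribosomal protein mRNAs 72 were depleted on enrichment and 46 against untargeted miniSOG (72 and 57 when adjusted over the list alone; camera adjusted p = 1.09e-19 and 8.3e-16, and adjusted p = 0.336 and 0.686 with an estimated correlation). Of 16 snoRNA hosts all 16 and 14 were depleted (camera adjusted p = 1.42e-08 and 7.08e-09, and adjusted p = 0.336 and 0.086 with an estimated correlation). MIR17HG had a log2 fold change of -2.16 against untargeted miniSOG (edgeR adjusted p = 0.00106), and stood at 16.3 ± 1.78 CPM (SD, n = 2) against 72.9 ± 13.6 CPM (SD, n = 4). SC5D (ENSG00000109929, chromosome 11 from 121292681 to 121313410), the mRNA of a sterol desaturase, stood at 18.8 ± 0.0537 CPM (SD, n = 2) against 64.6 ± 8.63 CPM (SD, n = 4). TAF1D (ENSG00000166012, chromosome 11 from 93729948 to 93784391), a snoRNA host, had a log2 fold change of -1.78, and of -1.61 without labeled replicate 1, where it did not pass. Depletion on enrichment and against untargeted miniSOG was called for 467 genes, 365 of them protein-coding, where independence would give 255.5. The 5 simulations of unchanged genes gave at most 1, with almost no calls to overlap. Leaving out labeled replicate 1 or 2 left 15 or 31 genes.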

Our analysis also reveals 218 transcripts that are significantly depleted between post- vs. pre-enrichment and between G3BP1-targeted vs. untargeted miniSOG samples, which we define as G3BP1-excluded transcripts at the basal level (Supplementary Fig. 21, Supplementary Data 1C).

We compared the list of G3BP1-proximal transcripts under basal condition against SG-proximal transcriptomes under arsenite and sorbitol stress. Among a total of 1614 transcripts, 478 RNAs are exclusively enriched in unstressed G3BP1-proximal dataset, which we define as basal-specific transcriptome (Fig. 4D). These RNAs appear proximal to G3BP1 only at the basal level and are no longer SG-localized upon stress stimulation. 

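COL1A1, PCK2, HELZ2 and JUP were near G3BP1 in unstressed cells and SG-proximal in neither stress. They belong to 412 genes called in unstressed cells alone, of 1666 called in any of the 3 conditions. Tested directly, 312 of the 412 rose less against untargeted miniSOG under sorbitol than in unstressed cells, with a median difference of -0.84, and 0 rose more. Under arsenite 69 rose less and 0 rose more, with a median of -0.57. The 412 genes were picked by calls in the same libraries, which favors lower changes under stress. For the remaining 343 genes a loss under arsenite was not shown by the direct test. That test pools untargeted replicates that differ. With replicates 1 and 2 or 3 and 4 alone, chosen after the data were seen, it called many more genes. Over all genes the arsenite comparison called 57 genes higher and 153 lower, among them ZBTB2 (ENSG00000181472, chromosome 6 from 151364115 to 151391559), a transcription factor mRNA that rose more under arsenite by 1.69 (edgeR adjusted p = 0.00557) and did not pass without arsenite labeled replicate 2 (1.61) or unstressed labeled replicate 1 (1.50). Without unstressed labeled replicate 1 or 2 the 412 genes became 22 or 33. The arsenite comparison called at most 4 genes higher and 12 lower with any one labeled replicate left out, 26, 14 or 23 higher and 84, 62 or 92 lower without arsenite untargeted replicate 1, 2 or 3, 144 higher and 264 lower without unstressed untargeted replicate 3, and 93 higher without unstressed untargeted replicate 4.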

A total of 253 RNAs are captured in both unstressed G3BP1-proximal and stressed SG-proximal transcriptome with at least one type of stress, which we define as pre-existing SG transcriptome. Among these, 51 RNAs (20%) are enriched in both arsenite-induced and sorbitol-induced SG-proximal transcriptome (Fig. 4D). 

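BMS1, USP7, SMC1A, DYNC1H1 and SUPT6H were called near G3BP1 in unstressed cells and under arsenite, and AHNAK in unstressed cells and under sorbitol. With KDM5B and ZNF503 they are part of 241 genes called in unstressed cells and in at least 1 stress. The unstressed and arsenite lists share 209 genes where 31.2 would be shared by chance (odds ratio 14.2, Fisher exact p = 8.02e-125), and the unstressed and sorbitol lists share 71 where 45.7 would be (odds ratio 1.68, Fisher exact p = 0.000189). Of the 241 genes 0 rose more and 6 rose less under arsenite than in unstressed cells, while under sorbitol 130 rose less and 0 rose more. The genes were picked by calls in the same libraries, and 170 of them were called under arsenite and not under sorbitol. That choice favors these outcomes, so the counts are not independent support. Without unstressed labeled replicate 1 or 2 the 241 genes became 35 or 45 and the overlap with arsenite 34 or 44. The overlap with sorbitol fell to 5 without either of them, and to 11 or 36 without sorbitol labeled replicate 1 or 2.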

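KDM5B and ZNF503 were called near G3BP1 in unstressed cells and under both stresses. They are among 39 genes of that kind, 16.2% of the 241, beside 170 shared with arsenite alone and 32 shared with sorbitol alone.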

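SRSF6, SLC30A1, IDI1, MAD2L1 and NORAD were called under stress and not in unstressed cells. For SLC30A1 the change against untargeted miniSOG was 2.45 higher under sorbitol than in unstressed cells (edgeR adjusted p = 3.24e-06), for IDI1 2.41 higher (edgeR adjusted p = 0.00167) and for SRSF6 2.21 higher (edgeR adjusted p = 0.000192). ZNF268 (ENSG00000090612, chromosome 12 from 133181409 to 133214832), a KRAB zinc finger mRNA, was 2.14 higher. Stress alone called 1013 genes, 108 of them in both stresses, 253 under arsenite alone and 652 under sorbitol alone. Of the 652 genes 426 rose more under sorbitol than in unstressed cells by the direct test. Of the 253 genes 12 rose more under arsenite. Both sets were picked by calls in the same libraries, which favors larger changes under stress. Over all genes 1559 rose more and 1578 less under sorbitol than in unstressed cells. Without sorbitol labeled replicate 1 the 1013 genes became 451 and the difference 847 and 865 genes. The difference was 850 and 935 genes without unstressed labeled replicate 1, and 1035 or 910 higher without sorbitol or unstressed labeled replicate 2 (1005 lower in the latter).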

The remaining 883 RNAs, defined as de novo SG transcriptome, are captured with G3BP1 CAP-seq only under stressed conditions, among which 92 (10%) are present in both types of stress stimulation.

RNA feature analysis reveals significantly higher AU content in both pre-existing and de novo SG transcriptomes than in basal-specific or the total cellular transcriptomes, particularly for the CDS and 3′ UTR (Fig. 4E, Supplementary Data 3C). In contrast, no significant difference in AU content was observed in the 5′ UTR. 

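Messenger RNAs called under stress alone had a median AU content of 58.30%, against 52.21% for those called in unstressed and stressed cells and 49.29% for those called in unstressed cells alone (permutation adjusted p = 2e-05 and 3.8e-05 against the last). In coding sequences the medians were 54.80, 50.26 and 47.65%, and in 3' UTRs 64.14, 58.37 and 54.83% in the same order (permutation adjusted p at most 0.00046 against the last). The tested mRNAs had a median of 52.36% next to the 52.21% of mRNAs called in unstressed and stressed cells (permutation adjusted p = 0.97) and of 51.45% next to the 58.30% (permutation adjusted p = 2e-05). With lists from G3BP1-miniSOG versus untargeted libraries alone, mRNAs called in unstressed and stressed cells did not differ from those called in unstressed cells alone. The differences were 1.11 percentage points over the transcript, 0.13 in the coding sequence and -0.17 in the 3' UTR. Of the 1013 genes called under stress alone, 652 were called under sorbitol alone and 253 under arsenite alone. Against genes matched on mean CPM, all SG-proximal mRNAs of sorbitol were richer in AU (59.41 against 52.16%, permutation adjusted p = 2.2e-05). Those of arsenite were not (52.39 against 53.52%, permutation adjusted p = 0.3). With a GC content correction stress alone called 776 genes in place of 1013, 499 of them shared. AU content was not compared on those lists.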

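In 5' UTRs the AU content was alike in the 3 sets. The medians were 33.91% for mRNAs called under stress alone, 35.02% for those called in unstressed and stressed cells and 34.23% for those called in unstressed cells alone (permutation adjusted p = 0.67 and 0.41 against the last).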

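All 3 sets of mRNAs near G3BP1 were longer than the tested mRNAs. The medians were 4595 nt for 409 mRNAs called in unstressed cells alone, 5126 nt for 238 called in unstressed and stressed cells and 4406 nt for 1000 called under stress alone. The tested mRNAs outside these sets had medians of 3768, 3772 and 3714 nt (permutation adjusted p = 2e-05 for each). Against genes matched on mean CPM the differences were smaller, with 472, 927.5 and 205 nt. They still passed (permutation adjusted p = 0.0018, 0.00028 and 0.011).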

In terms of transcript length, RNAs in all three G3BP1-/SG-proximal datasets are overall longer than total cellular mRNAs (Supplementary Fig. 22, Supplementary Data 3B-C), which is in accordance with the previous observation that SG-localized mRNAs are longer than average^10,19^. 

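Messenger RNAs called near G3BP1 in unstressed cells had long coding sequences, and those called under stress alone long UTRs. Coding sequences had medians of 2775 nt in unstressed cells alone, 2931 nt in unstressed and stressed cells and 1514 nt under stress alone. The first 2 did not differ (permutation adjusted p = 0.41), except for lists from G3BP1-miniSOG versus untargeted libraries alone, where the difference of 391.5 nt passed. The third was shorter than each of them, and its 3' UTRs were longer, with medians of 2398 nt against 1198 and 1352 nt (permutation adjusted p = 2e-05 for each). Its 5' UTRs had a median of 209.5 nt against 162 and 152.5 nt (permutation adjusted p = 2e-05 and 3.8e-05).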

While the basal-specific and pre-existing SG transcriptomes are characterized with longer CDS length, RNAs from de novo SG transcriptome contain significantly longer 3' UTR and 5' UTR (Fig. 4F, Supplementary Data 3C). We also found significantly lower TE for RNAs in pre-existing and de novo SG transcriptome, as compared to the basal-specific dataset or the total mRNAs (Fig. 4G, Supplementary Data 3C).

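Messenger RNAs called in unstressed and stressed cells had a median log2 translation efficiency of -0.53, below the -0.27 of those called in unstressed cells alone (permutation adjusted p = 0.0036). The mRNAs called under stress alone have a value for 75.7% here and were not tested. As the values are those that the paper gives for mRNAs of its own lists, the test here is not independent of the paper's result. On the paper's own lists the medians were -0.54 for the pre-existing and -0.44 for the de novo set against the same -0.27 for the basal-specific set (permutation adjusted p = 0.00082 and 0.015).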

RNA methylation, such as m^6^A, has been found to enhance the ability of RNA to participate in liquid-liquid phase separation^8^. Indeed, m^6^A reader proteins YTHDF1/2/3 have been shown to localize at SGs upon sodium arsenite stress^8,9,20^. We thus analyzed the number of m^6^A sites and m^6^A site density (number per kilobase) in our datasets, using published m^6^A database in HEK293T cells^41^. Both pre-existing and de novo SG-transcriptomes contain higher percentage of m^6^A-modified RNAs than the basal-specific transcriptome, indicating a positive correlation between SG assembly and m^6^A RNA recruitment (Fig. 4H, Supplementary Figure 23, Supplementary Data 3C). This observation is consistent with the previous report that RNAs in SGs contain more m^6^A modifications than the total RNA pool^8,9^.

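Messenger RNAs called in unstressed and stressed cells carried 2.31 m6A sites on average and 58.3% had one, against 1.55 sites and 43.7% for those called in unstressed cells alone (permutation adjusted p = 3.8e-05 for the number of sites). The set called under stress alone has m6A values for 78.4% of its mRNAs and was not tested. As the values are those that the paper gives for mRNAs of its own lists, the test here is not independent of the paper's result. On the paper's lists a site was present in 59.7% of pre-existing, 55.0% of de novo and 45.6% of basal-specific mRNAs. From these percentages the paper concludes that SG assembly and recruitment of m6A-modified RNA are positively correlated.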

### Mapping SG transcriptome during granule disassembly

As exemplified by SGs, membraneless organelles often feature a highly dynamic and sometimes reversible assembly process in the cellular environment. Just as SG formation can be rapidly triggered by external stimuli within 1 h, upon removal of the stress, SGs disintegrate on the time scale of hours. It has been postulated that SG disassembly may be an ordered process^2^, with sub-populations of RNAs dissolving into the cytoplasm faster and thus functioning earlier (e.g., re-entry into protein translation) than the rest of the SG transcriptome. This raises the interesting questions of what and to what extent do RNA features influence the disassembly dynamics. Answers to these questions would greatly advance our understanding of how cells orchestrate biomolecular assembly in response to metabolic challenges such as oxidative stress. Yet, it has remained technically difficult to perform such analysis.

We leveraged the precise temporal control and 10-min-level temporal resolution of photo-activatable CAP-seq to profile SG-proximal transcriptome during the granule disassembly process. Following 1 h of oxidative stress, sodium arsenite was removed from the cell culture media. As sodium arsenite-induced eIF2α phosphorylation mediates the inhibition of translation initiation^32^, we monitored eIF2α phosphorylation levels with western blot during the recovery phase, which gradually decreased upon removal of stress during the time course of 3 h (Supplementary Fig. 2). Notably, at 1 h post-stress, the phosphorylation level of eIF2α remains higher than the basal level, indicating persistent translational repression at this time point. Consistent with the western blot analysis, confocal fluorescence imaging of HEK293T cells also reveals a gradual disassembly of SGs during the recovery, with the sizes of granules slightly reduced at 1 h post-stress (Fig. 5A). At 3 h post-stress, the eIF2α phosphorylation appears fully restored to its basal level (Supplementary Fig. 2), and no microscopically visible SGs can be observed in most cells (Fig. 5A). Indeed, smFISH imaging of two highly enriched SG mRNAs in our datasets, *APLP2* and *GAS1*, are gradually dispersed throughout the cytoplasm as SGs disassemble during the recovery phase (Fig. 5B).

**Fig. 5:**
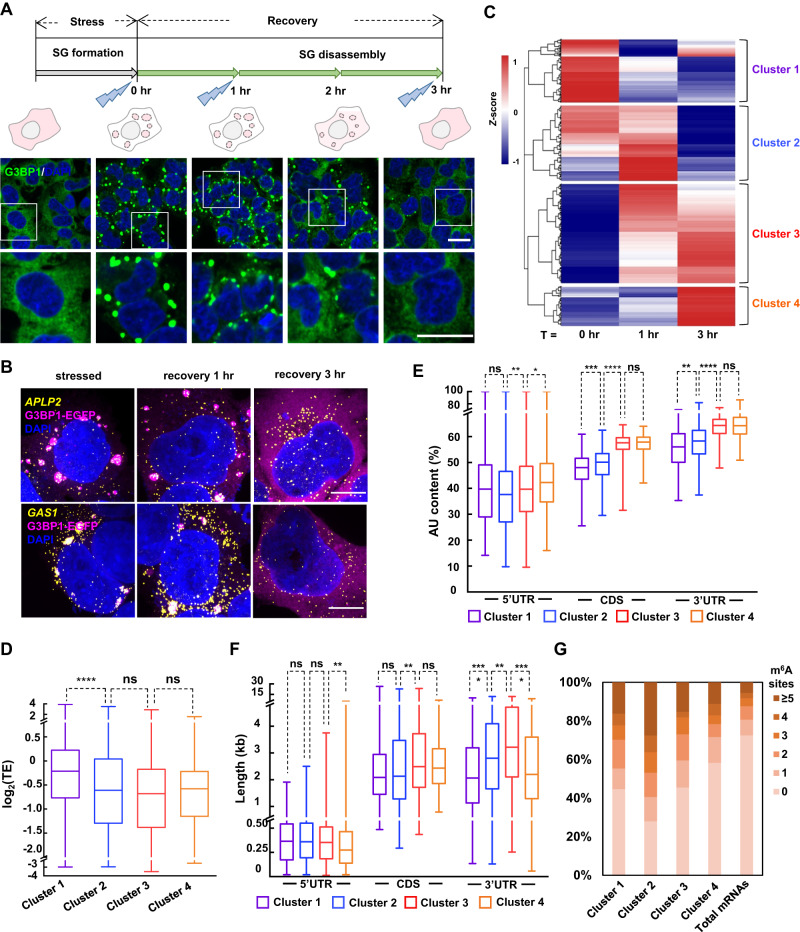
Resolving the kinetics of RNA dissociation during SG disassembly. **A** Schematic and immunofluorescence imaging of the dynamic changing of SG disassembly after washing out of arsenite stress in G3BP1-miniSOG HEK293T. Scale bars, 20 μm. **B** smFISH visualizing the dispersion of SG-proximal mRNAs (*APLP2*, *GAS1*) after washing out of arsenite stress. Scale bars, 10 μm. **C** Heat map showing mRNAs presented different patterns of enrichment during disassembly based on hierarchical clustering analysis to the union of G3BP1 CAP-seq datasets under T0, T1 and T3. Bar plot showing the comparison of mRNAs translation efficiencies (**D**), AU content of different regions (**E**) and length features (**F**) between 4 clusters. The box marks the first and third quartiles; whiskers indicate the minima and maxima; the central line represents the median. An unpaired Mann-Whitney test (two-tailed) was performed to evaluate the statistical significance. ns, not significant (*p* > 0.05); * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. Translation efficiencies are counted from a previous report^56^. Transcript length features and AU content are referenced from Ensembl website. **G** Comparing the proportion of mRNA with different m^6^A sites between four clusters. m^6^A sites are referenced from a previous study^41^. Images are representative examples from three independent experiments.

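After arsenite was washed out, HEK293T cells were labeled 1 h (T1) and 3 h (T3) into recovery, when SGs shrink and disappear. The T1 libraries are labeled G3BP1-miniSOG cells after enrichment (n = 3, 3276863 to 5220982 counts, median 4305441) and before it (n = 3, 3039825 to 4584951 counts), omit-probe cells (n = 3, 928523 to 3349401 counts, median 1866274) and labeled untargeted miniSOG cells (n = 4, 1952139 to 4195541 counts, median 2796194). The T3 libraries are labeled G3BP1-miniSOG cells after enrichment (4818126 and 5198634 counts) and before it (3607545 and 4232773 counts), omit-probe cells (1575151 and 3415139 counts) and 4 untargeted libraries (3155426 to 4402265 counts, median 3937386). The counts of both time points were made and tested like those of the other HEK293T groups. The correlation of log2 CPM between libraries of a group, across genes that are not independent replicates, ran from 0.924 (omit-probe at T1) to 0.985 (labeled G3BP1-miniSOG at T3). Of 37 stress-response genes 19 had more pre-enrichment RNA at T1 than in unstressed cells and 31 at T3, and 0 had less (19 and 31 when adjusted over the list alone; camera adjusted p = 8.07e-20 and 3.31e-20, and adjusted p = 0.188 and 0.36 with an estimated correlation).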

We thus chose 1 h (T1) and 3 h (T3) post-stress as the time points for CAP-seq labeling of SGs during the recovery phase. HEK293T cells expressing untargeted miniSOG are used as the negative control. 

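Ribosomal protein and histone mRNAs were depleted near G3BP1 during recovery. Against untargeted miniSOG 74 of 76 ribosomal protein mRNAs were depleted at T1 with a median log2 fold change of -0.91, and 46 at T3 (74 and 67 when adjusted over the list alone; camera adjusted p = 3e-40 and 5.13e-30, and adjusted p = 0.0618 and 0.139 with an estimated correlation). Of nuclear-encoded oxidative phosphorylation mRNAs 52 of 72 were depleted at T1 (camera adjusted p = 1.49e-23, and adjusted p = 0.0452 with an estimated correlation) and 10 of 71 at T3. KCTD12 (ENSG00000178695, chromosome 13 from 76880175 to 76886405), an adaptor protein mRNA, stood at 294.7 ± 55.9 CPM (SD, n = 3) near G3BP1 at T1 and 127.6 ± 12.8 CPM (SD, n = 4) with untargeted miniSOG (log2 fold change 1.15, edgeR adjusted p = 5.62e-07). GPAM (ENSG00000119927, chromosome 10 from 112149865 to 112215377), an enzyme of lipid synthesis, stood at 103.5 ± 12.9 CPM (SD, n = 3) and 47.9 ± 1.07 CPM (SD, n = 4). At T3 RLF (ENSG00000117000, chromosome 1 from 40161387 to 40240921), a zinc finger mRNA, stood at 329.4 ± 33.5 CPM (SD, n = 2) against 171.6 ± 32.2 CPM (SD, n = 4), with an edgeR adjusted p = 0.00968, and TOP1 (ENSG00000198900, chromosome 20 from 41028822 to 41124487), the mRNA of topoisomerase 1, at 451.7 ± 11.5 CPM (SD, n = 2) against 239.8 ± 51.9 CPM (SD, n = 4), with an edgeR adjusted p = 0.0121. Neither RLF (log2 fold change 1.04 or 0.83) nor TOP1 (0.94 or 0.89) passed without labeled replicate 1 or 2, and TOP1 did not pass with a GC correction and a replicate block (0.64). On the depleted side at T3 were FTL (ENSG00000087086, chromosome 19 from 48965309 to 48966879), the ferritin light chain mRNA, at 56.2 ± 6.41 CPM (SD, n = 2) against 130.2 ± 26.3 CPM (SD, n = 4), with a log2 fold change of -1.22 that did not pass without labeled replicate 1 (-1.10) or 2 (-1.33).
Enrichment in all 3 contrasts was called for 491 genes at T1 (488 protein-coding) and 212 at T3 (211 protein-coding). Independent contrasts would share 37.9 and 9.8 genes. The 5 simulations of unchanged genes gave 0, with almost no calls to overlap. For comparison, depletion on enrichment and against untargeted miniSOG was called for 734 genes at T1 and 165 at T3. Without labeled replicate 2 or 3 the T1 list held 293 or 278 genes. At T3, 1 gene was left without labeled replicate 1 and 1 without replicate 2, and 120 or 82 without untargeted replicate 3 or 4. The 165 depleted genes became 0 without either labeled replicate and 94 without untargeted replicate 3.

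**Figure D2:**
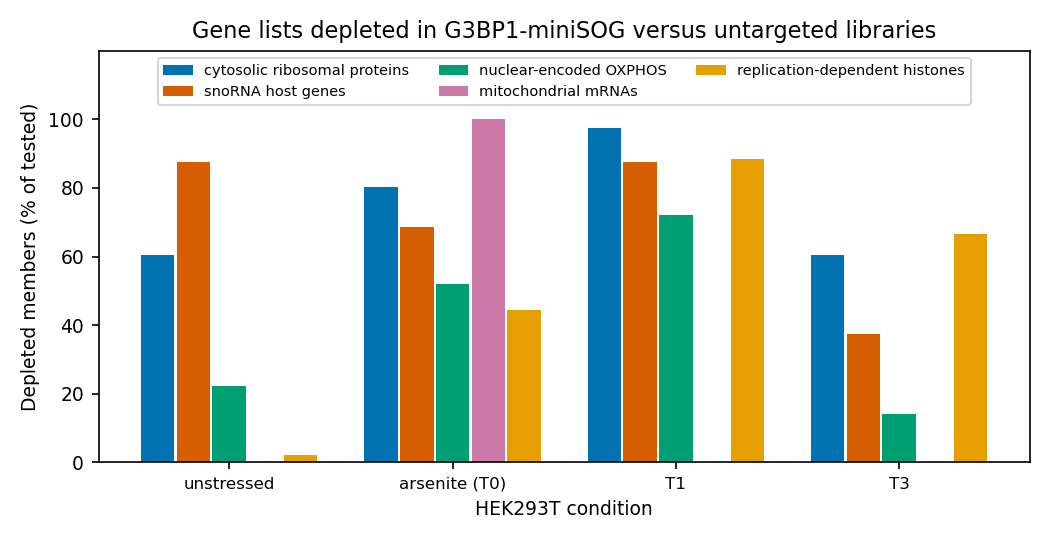
Percentage of tested members of 5 gene lists called depleted in G3BP1-miniSOG versus untargeted libraries (n = 2 and 4, at T1 n = 3 and 4) of unstressed, arsenite-stressed (T0) and recovering (T1, T3) HEK293T cells. Of replication-dependent histone genes 1 of 45 was depleted in unstressed cells, 38 of 43 at T1 and 30 of 45 at T3. Over all genes, 1175 of 12887 tested were depleted in unstressed cells, 1895 of 12403 at T0, 1492 of 12492 at T1 and 222 of 13210 at T3. These are counts of calls and not tests of a difference between conditions. In unstressed cells more genes were depleted with untargeted replicates 1 and 2 or 3 and 4 alone.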

Following the identical RNA labeling protocol (10 mM PA and 15 min blue LED illumination), DESeq2 work flow (post- vs. pre-enrichment, labeling vs. omitting PA, and G3BP1-miniSOG vs. untargeted miniSOG) and cutoff values (log_2_FC > 0.3 and *p*_adj_ < 0.05) as in the previous analyses of stressed and unstressed cells, a total of 533 and 428 G3BP1-proximal transcripts were captured at T1 and T3, respectively (Supplementary Fig. 24, Supplementary Data 1D, E). We performed hierarchical clustering analysis to the union of G3BP1 CAP-seq datasets across T0, T1 and T3 time points (Supplementary Fig. 25). A total of 949 transcripts are clustered into four categories based on their log_2_FC (G3BP1 vs. untargeted) values (Fig. 5C). 

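The RNAs near G3BP1 at the end of arsenite stress (T0), at T1 or at T3 sum to 909 genes, and 908 of them have a change against untargeted miniSOG at all 3 times. The lists at T0 and T1 share 251 genes where 23.4 would be shared by chance (odds ratio 36.6, Fisher exact p = 1.36e-216), and those at T0 and T3 share 70 where 10.1 would be (odds ratio 11.2, Fisher exact p = 1.09e-40). Clustering by the course of the change gave 340, 114, 226 and 228 genes. KDM5B, APLP2, BMS1, DYNC1H1 and GAS1 are in cluster 1, NORAD, USP7, SMC1A and INSIG1 in cluster 2, IDI1 and KCTD12 in cluster 3, and TOP1, RLF and ARID4B in cluster 4. Cluster numbers were assigned so that the overlap with the paper's clusters was largest. Of 758 genes that the paper also clustered 65.0% are then in the paper's cluster (adjusted Rand index 0.38). The share ran from 92 of 92 genes of cluster 2 to 82 of 206 of cluster 4. With average linkage it was 52.1% over all clusters. Without T1 labeled replicate 2 the first overlap was 145. The second was 1 without T3 labeled replicate 1 or 2, and 124, 36 or 29 without T3 untargeted replicate 2, 3 or 4.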

Each cluster represents a distinct pattern of relative enrichment during the disassembly phase. For example, mRNAs in cluster 1 are highly enriched in SG at the onset of recovery, but rapidly dissociate from the granule within ~1 h. In contrast, mRNAs in cluster 2 dissociate more slowly during the recovery phase. 

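Cluster 1, with KDM5B and APLP2, had its largest change near G3BP1 at T0. Its median log2 fold change against untargeted miniSOG was 0.61 at T0, 0.37 at T1 and 0.25 at T3. All clusters were formed from these changes, so such medians describe them and are not separate results. The direction of the direct tests below is favored in the same way. APLP2 stood at 596.7 ± 57.1 CPM (SD, n = 3) against 328.7 ± 25.4 CPM (SD, n = 4) at T1 (edgeR adjusted p = 1.11e-05), and did not pass at T3 (log2 fold change 0.44, edgeR adjusted p = 0.0951). Its change at T3 minus that at T0 was -0.57 (edgeR adjusted p = 0.0426). By the direct test, 9 of the 340 genes had a lower change at T1 than at T0, and 33 at T3.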

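Cluster 2, with NORAD, USP7 and SMC1A, had its largest median change at T1, a course by which its genes were grouped. The median log2 fold changes were 0.50, 0.61 and 0.24. USP7 stood at 263.7 ± 29.2 CPM (SD, n = 3) against 151.2 ± 11.6 CPM (SD, n = 4) at T1 (edgeR adjusted p = 5.57e-05) and did not pass at T3 (log2 fold change 0.30, edgeR adjusted p = 0.32). SMC1A stood at 622.9 ± 54.1 CPM (SD, n = 3) against 367.3 ± 28.7 CPM (SD, n = 4) at T1, and did not pass at T3 (edgeR adjusted p = 0.153). Of the 114 genes 0 had a different change at T1 than at T0 by edgeR (2 at an unadjusted p under 0.05, 0 by DESeq2), and 3 had a lower one at T3.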

Clusters 3 and 4 represent mRNAs that are gradually more enriched to the vicinity of G3BP1 despite granule disassembly, even when SG foci are no longer visible at T3.

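In clusters 3 and 4, which hold KCTD12 and ARID4B, the median change was larger during recovery than at T0. The genes were grouped by that course. The median log2 fold changes were 0.16, 0.50 and 0.37 in cluster 3 and 0.22, 0.38 and 0.66 in cluster 4. ARID4B (ENSG00000054267, chromosome 1 from 235131634 to 235328219), a chromatin regulator mRNA, stood at 583.8 ± 80.7 CPM (SD, n = 2) against 306.8 ± 73.4 CPM (SD, n = 4) at T3 (edgeR adjusted p = 0.0151), and did not pass without labeled replicate 1 (log2 fold change 1.06) or 2 (0.78) or with a GC correction and a replicate block (0.69). In cluster 3, 20 of 226 genes had a higher change at T1 than at T0 and 8 at T3, and in cluster 4, 2 of 228 had a higher change at T1 and 50 at T3. Over all genes 161 had a higher and 199 a lower change at T1 than at T0, and 374 and 277 at T3. The T1 counts were at most 48 and 81 without arsenite labeled replicate 1 or 2 or T1 labeled replicate 3, 83 to 98 and 104 to 123 without arsenite untargeted replicate 1, 3 or 4 or T1 untargeted replicate 2, and 267 and 306 without T1 labeled replicate 1. The T3 counts were 6 and 7 without T3 labeled replicate 2, 119 and 82 without replicate 1, at most 27 and 53 without an arsenite labeled replicate, at most 235 and 147 without arsenite untargeted replicate 1, 3 or 4, and 653 and 484 without T3 untargeted replicate 1.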

We sought to understand the sorting mechanism underlying differential retention/dispersion of mRNA with respect to the granule. Previous research has suggested that RNA could resume translation following SG disassembly^12^. In line with the above observations, our RNA feature analysis has revealed a correlation between TE and RNA dissociation from the SG. 

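Messenger RNAs of cluster 1, such as KDM5B and APLP2, had the lowest AU content, with a median of 50.42% against 58.36% in clusters 2 to 4 (338 and 562 mRNAs; permutation adjusted p = 2e-05). Clusters 1 and 2 together had medians of 47.73% in the coding sequence and 58.10% in the 3' UTR, and clusters 3 and 4 together 56.52% and 64.45% (permutation adjusted p = 2e-05 for both). Cluster 1 mRNAs were also shorter, with a median length of 4154 nt against 5282 nt. The change against untargeted miniSOG fell with AU content over all genes at T0 and rose with it at T3 (Spearman correlations -0.46 and 0.35). A GC content correction takes this trend out, and AU content was not compared on clusters made with it. Translation efficiency has values for under 80% of the clustered mRNAs and was not tested.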

The median TE of mRNAs in cluster 1 is approximately 32% higher than those of mRNAs belonging to other clusters (Fig. 5D, Supplementary Data 3D). mRNAs in cluster 1 and 2 are characterized with lower AU content, especially in their CDS and 3′ UTR regions. (Fig. 5E, Supplementary Data 3D). 

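Long 3' UTRs marked clusters 2 and 3, which include USP7 and KCTD12. Their 336 mRNAs had a median 3' UTR of 2846 nt against 1646 nt for the 564 mRNAs of clusters 1 and 4 (permutation adjusted p = 2e-05). Whole transcripts had medians of 5526 and 4435 nt, and coding sequences of 2014 and 2187 nt (permutation adjusted p = 0.098 for the latter). Cluster 2 by itself had longer 3' UTRs than cluster 1, with 2472 against 1582 nt (permutation adjusted p = 0.00063).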

In terms of transcript length, RNAs in clusters 2 and 3 share the feature of longer 3′ UTR (Fig. 5F, Supplementary Data 3D), indicating that longer transcripts have a stronger tendency to interact with SG components during the early stage of recovery. Interestingly, cluster 4 is characterized with both high AU content and short RNA length in the CDS and 3′ UTR, which suggests that AU-rich elements might play a major role in RNA resident in SG at the final stage of stress recovery.

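The 226 mRNAs of cluster 4, TOP1, RLF and ARID4B among them, were rich in A and U and had long coding sequences. Their median AU content was 59.73% against 53.62% in the other 674 mRNAs, with 57.78% against 50.43% in the coding sequence and 65.69% against 60.48% in the 3' UTR (permutation adjusted p = 2e-05 for each). Their coding sequences had a median of 2584 nt against 1944 nt (permutation adjusted p = 2e-05). On the paper's own cluster lists they were also longer, by 208.5 nt, and the test did not pass. Their 3' UTRs were shorter, with 1883 against 2260 nt (permutation adjusted p = 0.038). Whole transcripts did not differ here (permutation adjusted p = 0.36) and were 814 nt shorter on the paper's lists, where the test passed.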

It has been shown for SG localized mRNAs that a higher level of m^6^A modification is correlated with more rapid re-entry into translation^42^. We, therefore compared the extent of m^6^A sites and m^6^A site density (number per kilobase) in our dataset. Overall, mRNAs across the four clusters contain substantially more m^6^A sites than the total cellular mRNA population. Among these, cluster 2 has higher ratio of m^6^A mRNA than cluster 1, indicating a negative correlation between m^6^A sites with mRNA dissociation rate from the SG (Fig. 5G, Supplementary Fig. 26, Supplementary Data 3D).

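On the paper's cluster lists, mRNAs of cluster 2 had a median of 0.398 m6A sites per kilobase and those of cluster 1 had 0.211 (permutation adjusted p = 0.0016). In the clusters made here, an m6A value exists for 74.9% of the mRNAs in this comparison and no test was made. From the ratio of m6A mRNAs the paper concludes that m6A sites and the rate of leaving SGs are negatively correlated.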

While both confocal fluorescence imaging of SG marker proteins and western blot analysis of eIF2α phosphorylation indicated successful cellular recovery from stress following the removal of arsenite for 3 h (Fig. 5A, Supplementary Fig. 2), we were curious whether the G3BP1-proximal transcriptome has been reset to the initial unstressed state at this time point. 

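BMS1, KDM5B and TOP1 were near G3BP1 both in unstressed cells and at T3, while COL1A1, PCK2, HELZ2 and JUP were called in unstressed cells and ARID4B and RLF at T3. The T3 and unstressed lists share 50 genes where 11.6 would be shared by chance (odds ratio 5.68, Fisher exact p = 4.53e-19). At T3 alone 162 genes were called, and 603 in unstressed cells alone. With a GC content correction 49 genes were called at T3 alone, 33 of them among the 162, and 11 with the replicate block added. Tested directly, the change against untargeted miniSOG was higher at T3 for 33 of the 162 genes and lower at T3 for 157 of the 603. As the sets were picked by calls in the same libraries, these directions were favored in advance. The overlap was 1 gene without either T3 labeled replicate, 7 without either unstressed labeled replicate, and 101, 25 or 23 genes without T3 untargeted replicate 2, 3 or 4.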

Comparison of our G3BP1 CAP-seq datasets collected at T3 versus at basal condition reveals an overlap of 126 RNAs, while 302 and 605 RNAs were uniquely found at T3 and under basal level, respectively (Fig. 6A). It appears that a sub-population of mRNAs remain proximal to G3BP1 in the cytoplasm despite apparent SG disassembly. 

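EPHA7 (ENSG00000135333, chromosome 6 from 93240020 to 93419687), a receptor kinase mRNA, stood at 71.7 ± 6.82 CPM (SD, n = 2) near G3BP1 at T3 against 42.7 ± 3.88 CPM (SD, n = 4) with untargeted miniSOG, a change 1.59 higher than in unstressed cells (edgeR adjusted p = 0.00127). PCK2 stood at 75.8 ± 12.7 CPM (SD, n = 2) against 91.4 ± 20.0 CPM (SD, n = 4) at T3, so that its change minus that of unstressed cells was -2.13 (edgeR adjusted p = 0.00115). The same difference was 1.72 for ZNF268, which did not pass without unstressed labeled replicate 1 (1.71) or 2 (1.75) or T3 labeled replicate 2 (1.51). Of 368 KRAB zinc finger mRNAs 27 had a higher and 1 a lower change at T3 (44 and 3 when adjusted over the list alone; camera adjusted p = 9.3e-06, and adjusted p = 0.807 with an estimated correlation). Over all genes 404 had a higher and 471 a lower change at T3. With 1 labeled replicate left out these counts were 65 and 105 (T3 replicate 1), 2 and 6 (T3 replicate 2), 3 and 11 (unstressed replicate 1) or 17 and 48 (unstressed replicate 2), and without T3 untargeted replicate 4 the first was 256.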

Notably, compared to G3BP1-proximal transcripts at the basal level, RNAs captured at T3 are characterized with higher AU content in the CDS and 3′ UTR (Fig. 6B), shorter CDS length, longer 3′ UTR length (Fig. 6C), and lower TEs (Fig. 6D), a trend that is reminiscent to the comparisons between G3BP1-proximal transcripts captured at the stressed versus the basal levels (Fig. 4E–G). 

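Messenger RNAs called near G3BP1 at T3 alone had a median AU content of 60.74%, against 49.97% for those called in unstressed cells alone. Coding sequences had medians of 58.72% and 48.11%, and 3' UTRs 65.96% and 55.42% (permutation adjusted p = 2e-05 for each). Their 3' UTRs were longer, with 2000 against 1238 nt (permutation adjusted p = 2e-05), and their coding sequences shorter, with 2454 against 2784 nt (permutation adjusted p = 0.00011). The coding sequences did not differ for lists from G3BP1-miniSOG versus untargeted libraries alone (10.5 nt) or with the median over isoforms (-187.5 nt). The paper describes the trend as reminiscent of that between stressed and unstressed cells. With a GC content correction 49 genes were called at T3 alone in place of 162, and AU content was not compared on that list. Translation efficiency has values for under 80% of the T3 mRNAs and was not tested.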

Taken together, the above analysis favors the view that cells contain G3BP1-centered nanostructures, which are strengthened during stress challenge, and which are memorized long after the removal of stress (Fig. 6E). Such structures may serve as the hubs of RNA sequestration and/or translational control, which could be leveraged by cells to better cope with external challenges.

**Fig. 6:**
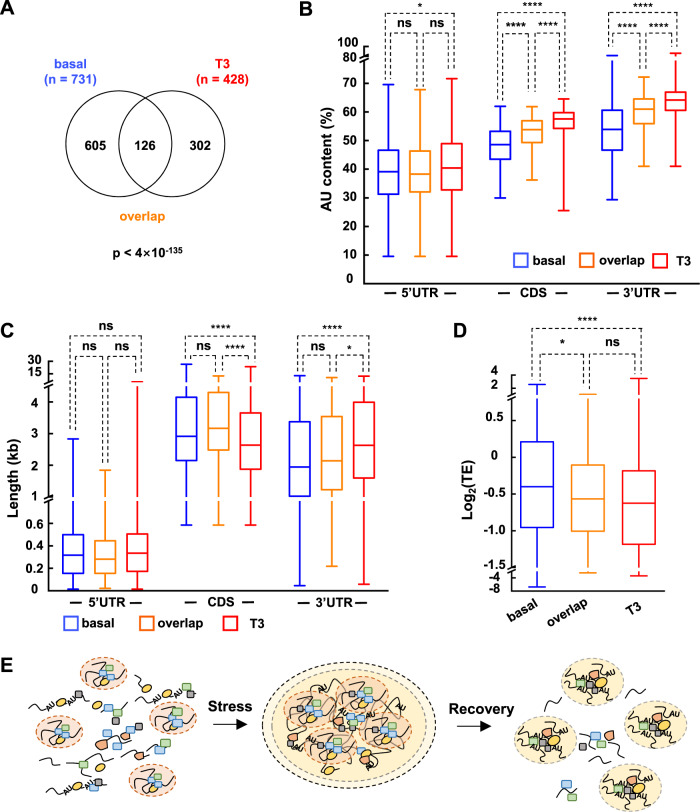
Comparing G3BP1-proximal RNAs at basal level versus post-stress recovery. **A** Venn diagram comparing transcripts enriched at basal level versus at T3. The p values were calculated by hypergeometric test. Bar plots comparing the AU content (**B**), length features (**C**) and translation efficiencies (**D**) between mRNAs in basal and T3 datasets. The box marks the first and third quartiles; whiskers indicate the minima and maxima; the central line represents the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant (*p* > 0.05); * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. Translation efficiencies are provided by a previous report^56^. Transcript length features and AU content are referenced from Ensembl website. **E** Schematic model of stress-induced reconstruction of G3BP1-centered nanostructure following SG disassembly.

## Discussion

To summarize, we have applied CAP-seq to profile SG-proximal transcriptome during various stages of assembly/disassembly in cultured mammalian cells. Compared to fractionation-based methods, CAP-seq offers higher spatial specificity as demonstrated with smFISH imaging. For example, mRNAs *SRRM2*, *PLXNB2*, *PKD1,* and *MT-ND4*, were previously enriched from purified SG^19^ but were found to be SG-excluded by CAP-seq. Our quantitative smFISH imaging analysis shows less than 10% co-localization of these RNAs with SG, thus supporting the CAP-seq dataset. We also compared our SG-proximal datasets with RNAs enriched in granules isolated from arsenite-stressed NIH-3T3 cells^10^, revealing an overlap of 181 transcripts. Notably, both studies identified a positive correlation between transcript length and SG enrichment. Such correlation has also been reported by previous research on liquid-liquid phase separation of yeast RNAs in vitro^7^ and RNA granules purified from arsenite-stressed U-2 OS cells^36^.

We also compared our CAP-seq dataset with a previously reported SG transcriptome profiling with APEX-seq, in which the translation factor eIF4A was used as the bait and SG formation was induced by heat-shock for 20 min in HEK293T cells^21^. By applying the same cutoff as in our analysis (log_2_FC > 0.3 and *p*_adj_ < 0.05), differential expression analysis of the APEX-seq dataset reveals 394 transcripts as significant enriched. Among these, only 18 transcripts overlap with our CAP-seq dataset of 457 transcripts, which may be attributed to the differences in the choices of baits, stress conditions, and durations of stress. Nevertheless, both datasets identified a strong correlation between SG-proximal RNA labeling and transcript length, suggesting that longer RNAs are more likely localized to the SG.

More recently, Kleiner and co-workers applied proximity-dependent RNA editing technique (TRIBE-ID) to profile G3BP1-associated RNAs in HEK293T cells challenged with sodium arsenite stress^43^. Among the 745 G3BP1-associated RNAs identified in their dataset, 106 were enriched in our CAP-seq SG RNA datasets derived from arsenite stressed HEK293T (p value < 4 × 10^−100^). Notably, their data revealed that G3BP1-associated RNAs are positively correlated with their transcript length and negatively correlated with translation efficiency, which is consistent with our findings.

Our dataset revealed that while both arsenite and sorbitol stress could lead to the assembly of SGs, their transcriptome contents differ substantially. It has been shown that cells with double knockout of G3BP1/2 lost the ability to form SG under arsenite stress, but could still form SG-like foci when treated with sorbitol^39^. In addition, sorbitol and arsenite have exhibited opposite effects on the activity of p70 S6 kinase and 4E-BP1, both of which are major regulators of protein synthesis in the mTOR pathway^44^. Thus, the observed stress-specific SG-proximal transcriptome may arise from the distinct molecular pathways triggered by a specific type of stress.

The molecular organization of SGs has been described in a two-layer model: a dense, stable and purifiable “core” enclosed by a dynamic “shell” that frequently exchanges components with the cellular environment^1,18^. Live cell fluorescence imaging of SG assembly has demonstrated that stress triggers the nucleation of G3BP1-associated cores, which gradually undergo fusion and growth into mature SGs^2^. Proximity-labeling experiments have also portrayed an extensive protein-protein interaction network formed by SG core components even in the absence of stress^20,23^. Since G3BP1 is an RNA binding protein, it is expected to interact with mRNAs in both stressed and unstressed states. In this study, we leveraged the high spatial specificity of CAP-seq to resolve G3BP1-proximal RNA interaction network at unstressed condition, which is not attainable with previous fractionation-based approaches. Our data reveal that mRNAs with longer and more AU-rich 3′ UTR are preferentially recruited to SGs.

One of the most prominent features of membraneless organelles is the reversibility of their formation. Live cell imaging of the SG disassembly has revealed the non-uniform SG disintegration into smaller foci before undergoing further clearance^2^. In this study, we applied CAP-seq to investigate G3BP1-proximal transcripts during SG disassembly. Our data indicate that longer CDS and 3′ UTR might contribute to a stronger potential to participate in RNA-protein and RNA-RNA interactions for maintaining the residual nanoscopic SG structure. We also observed higher TE in G3BP1-proximal transcripts captured during arsenite stress than in those captured during recovery. Our observation is consistent with the recent study of native peptides captured during stress recovery stages, which showed that SG-localized mRNAs tend to re-enter translation more rapidly^45^. In addition, our data revealed that AU content, especially in 3′ UTR sequence, might play a central role in sorting mRNAs to associate with G3BP1 during the final stage of disassembly.

While SGs are typically invisible in most cells after 3 h of recovery, it remains unknown whether the RNA interaction network has been reset to the basal state. Our observation that a sub-population of mRNAs appears to remain proximal to G3BP1 may likely arise from interactions with SG core components, although we do not have experimental data to directly support this speculation. Future super-resolution imaging experiments may provide further evidence for resolving this issue. Furthermore, our analysis reveals that comparisons of RNA features between transcripts enriched under basal and T3 are reminiscent to the comparisons between G3BP1-proximal transcripts captured at the stressed versus the basal levels, suggesting that the G3BP1-related core are memorized long after the removal of stress and served as the hubs of RNA sequestration and/or translational control.

It should be noted that RNA features such as AU content have been reported to be correlated with transcript length^46^. To better examine the correlation between SG enrichment with total RNA length and AU content at the transcript level, we broke down the transcripts into 5' UTR, CDS, and 3' UTR segments. We observed quite different trends at each segment. For example, stress-de novo RNAs feature both longer length and higher AU content in their 3' UTR, whereas their CDSs are shorter with higher AU content (Fig. 4E, F). RNAs remained proximal to G3BP1 during final stages of SG disassembly (cluster 4) were also characterized with shorter 3' UTR but more AU. These observations indicate that AU content and length may contribute differently to SG enrichment.

Several lines of evidence have suggested that m^6^A modification plays a key role in RNA localization to SGs^8,9^. Recently, Jaffrey and co-workers showed that m^6^A-binding protein YTHDF2 was more highly enriched in arsenite-induced than sorbitol-induced SGs^40^. Consistent with these findings, we observed more m^6^A sites in SG-proximal RNAs under arsenite stress. Future study that combines proteomic and transcriptomic data in the same cell line with the same bait protein could help elaborate the relationship between m^6^A-mRNA enrichment and m^6^A-binding protein localization during various stages of SG assembly/disassembly. Such multipronged approach would require photoactivatable protein labeling with miniSOG, which has been recently demonstrated by us and other groups^47–49^.

Finally, this study is limited by mild cytotoxicity, insufficient temporal resolution, and potential bias towards exposed RNAs. First, prolonged treatment of PA causes cellular stress, as revealed by elevated eIF2α phosphorylation. Although the level of stress has not reached the threshold of inducing SG assembly and could be normalized by using appropriate controls, it might still impede the application of CAP-seq to more sensitive and delicate cells such as primary neuron cultures. Second, CAP-seq labeling is potentially biased towards prey RNAs that are more solvent exposed, such that the reactive singlet oxygen could access guanosine nucleobase for successful labeling. Notably, this bias is shared by other proximity labeling methods, such as APEX2^25^, BioID^50^/TurboID^51^, and RinID^48^. Finally, CAP-seq requires blue LED illumination for 15 min to achieve efficient RNA labeling. This temporal resolution is still insufficient for resolving SG components during its rapid assembly stage, which typically matures within 15–30 min. In the future, more effective tools for photosensitive catalysis could be developed by directed evolution.

## Methods

### Reagents

Information on the reagents, antibodies, and plasmids used in this work can be found in the Key Resource Table in Supplementary Information.

### Mammalian cell culture

HEK293T and HEK293T/17 cells were cultured in complete medium consisting of Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco, C11995500BT) supplemented with 10% fetal bovine serum (Gibco, 10099141 C) at 37 °C with 5% CO_2_. U-2 OS cells were cultured in McCoy’s 5A medium (BI, 01-075-1ACS) supplemented with 10% fetal bovine serum at 37 °C with 5% CO_2_.

To prepare lentivirus, HEK293T/17 cells were cultured in six-well plates to 60% confluency and transfected with pLX304 lentiviral vector encoding the genes of interest (1 μg) and two packaging plasmids dR8.91 (1 μg) and pVSV-G (700 ng) mixed with 5.4 μL Lipofectamine 2000 (Invitrogen, 10099141) in 200 μL Opti-MEM (Gibco, 31985062), following the manufacturer’s instructions. After the medium was changed to DMEM, the mixture were carefully added to the cells. After 4–8 h incubation at 37 °C with 5% CO_2_, the medium was replaced by fresh complete medium. Lentivirus was collected 48 hours later, passed through a 0.45 μM disc filter to remove cell debris, flash frozen in liquid nitrogen, and then stored at −80 °C. Lentivirus packaged with miniSOG-NES sequence was prepared by Heyuan Biotechnology (Shanghai).

HEK293T cells and U-2 OS cells were cultured in 6-well plates to reach ~70% confluency (~600,000 HEK293T cells and 400,000 U-2 OS cells) when they were infected by lentiviruses. For lentivirus encoding G3BP1-miniSOG or G3BP1-EGFP, 1 mL lentivirus suspension was added to cells. For lentiviruses encoding untargeted miniSOG, HEK293T and U-2 OS cells were incubated with complete medium containing 5 μg/mL polybrene (provided by Heyuan Biotechnology) before infected with lentivirus at MOI 20 and MOI 40, respectively. After 48 hours of infection, cells were cultured in complete medium with 5 μg/mL blasticidin (Selleck, S7417) for 7 days to screen for cells stably expressing the fusion protein. Thereafter, cells expressing miniSOG were enriched with fluorescence activated cell sorting. miniSOG expression in each cell line was verified by immunofluorescence against the V5 tag.

### CAP-seq labeling in live cells

HEK293T and U-2 OS cells stably expressing G3BP1-miniSOG and untargeted miniSOG were cultured to 90% confluency in 15-cm culture dishes. To induce stress, cells were incubated in complete media supplemented with either 0.5 mM sodium arsenite (Sigma, S7400; stored as 500 mM aqueous stock) for 40 min or 0.4 M *D*-sorbitol for 130 min at 37 °C. Cells were then washed once with 1× HBSS and the medium was replaced by HBSS containing 10 mM PA (Accela, SY002930, stored as 1 M aqueous stock) and 0.5 mM sodium arsenite or 0.4 M sorbitol. For unstressed samples, cells were rinsed with HBSS once and then incubated in HBSS containing 10 mM PA. After 5 min of incubation under 37 °C, cells were illuminated with blue LED (emission peak 465-475 nm, 24 mW/cm^2^) for 15 min at room temperature.

For detection of SG transcriptome during disassembly, HEK293T cells stably expressing G3BP1-miniSOG or untargeted miniSOG were cultured to 90% confluency in 10-cm dishes and incubated with complete medium containing 0.5 mM sodium arsenite for 1 h. Thereafter, stressed cells were washed three times with pre-warmed complete medium at 37 °C. After recoverying in complete medium for 40 min or 160 min, cells were washed once with HBSS, incubated with HBSS in the presence of 10 mM PA for 5 min at 37 °C, and illuminated with blue LED for 15 min at room temperature.

Following CAP-seq labeling, cells were washed twice with PBS before lysed with TRIzol Reagent (Invitrogen, 15596018). RNA was extract following the manufacturer’s instructions (~700–1000 μg from HEK293T cells in a 15-cm dish), digested with 1-2 μL DNaseI (NEB, M0303) at 37 °C for 30 min, and then incubated with click reagents consisting of 0.1 mM biotin-azide, 2 mM THPTA, 0.5 mM CuSO_4_ and 5 mM sodium ascorbate. After 10 min of CuAAC reaction at room temperature, RNAs were purified with RNA Clean&Concentrator kit (Zymo Research, R1019) and eluted with pre-warmed nuclease-free water. The RNA integrity was detected by Fragment Analyzer (Agilent). Approximately 1 μg RNA was kept as pre-enrichment samples, while the remaining was purified with streptavidin beads.

### Immunofluorescence

HEK293T cells stably expressing G3BP1-miniSOG and untargeted miniSOG were cultured on glass coverslips pre-coated with Matrigel. The introduction of stress and CAP-seq labeling were performed as described above. Cells were then washed with PBS once, fixed by 4% (m/v) paraformaldehyde in PBS for 15 min at room temperature, and permeabilized by 0.1% Triton-100 (Sigma, T8787) in PBS. For click reaction, fixed and permeabilized cells were incubated with 50 μM N_3_-PEG_3_-biotin (100 mM stock in DMSO), 2 mM CuSO_4_, 1 mM BTTAA and 0.5 mg/mL sodium ascorbate in PBS at room temperature for 30 min. Thereafter, cells were washed with PBS for three times and blocked by 3% (w/v) BSA in PBS for 1 h at room temperature.

For immunostaining, cell samples were incubated with primary antibodies (mouse-anti-V5, Biodragon, 1:1000 dilution; anti-TIA1, abcam, 1:200 dilution; rabbit-anti-G3BP2, abcam, 1:200 dilution) at room temperature for 1 h or at 4 °C overnight. After washed with PBS for three times, cells were incubated with fluorophore-conjugated secondary antibodies (goat anti-mouse-Alexa Fluor 488, ThermoFisher, 1:1000 dilution; goat anti-rabbit-Alexa Fluor 647, ThermoFisher, 1:1000 dilution) and streptavidin-Alexa Fluor 568 (ThermoFisher, 1:2000 dilution) for 40 min. Labeled cells were then washed with PBS for three times, counterstained with DAPI (ThermoFisher, D1306) for 10 min at room temperature, and washed again three times with PBS before imaging.

### Western blot

HEK293T and U-2 OS cells stably expressing G3BP1-miniSOG were cultured in six-well plates to 80–90% confluency. Cells were washed in PBS and lysed by ultrasonication on ice in RIPA buffer (CWBio, CW2334S) containing 1 × protease inhibitor cocktail (Roche, 04693132001) and 1× Phosphatase Inhibitor Cocktail (bimake, B15001). Lysates were then diluted in 1× loading buffer (CWBio, CW0027S) and heated at 95 °C for 10 min, followed by centrifugation at 12,000 *g* for 10 min at 4 °C. Following electrophoresis in 10% Bis-Tris gels, protein bands were transferred to nitrocellulose membranes. The blots were blocked with 3% BSA in TBST (50 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.4-7.6) for 1 h at room temperature and then incubated with primary antibodies (rabbit-anti-G3BP, Abcam, 1:2000 dilution; rabbit-anti-eIF2α, CST, 1:1000 dilution; rabbit-anti-EIF2S1 (phosphor S51), abcam, 1:1,000 dilution) at 4 °C overnight. The blots were washed three times with TBST and incubated with secondary antibodies (Rabbit Anti-Goat IgG H&L (HRP), Biodragon, 1:4000 dilution). Chemiluminescence was performed by incubating the blot with Clarity Western ECL Substrate (Bio-Rad, 1705061) and imaged on a ChemiDoc imaging system (Bio-Rad).

### RNA affinity purification

20 - 40 μL of Dynabeads MyOne Streptavidin C1 (Life Technologies, 65002) were washed three times with 200 μL B&W buffer (5 mM Tris pH 7.5, 1 M NaCl, 0.5 mM EDTA, 0.1% (v/v) Tween-20), twice with solution A (0.1 M NaOH, 0.05 M NaCl in nuclease-free water), once with solution B (0.1 M NaCl in nuclease-free water), and re-suspended in 200 μL blocking buffer (1 mg/mL BSA, 1 mg/mL Yeast-tRNA in B&W buffer) on a shaker (1200 rpm) for 2 h at 25 °C. Thereafter, pre-blocked beads were washed three times with 200 μL B&W buffer. Extracted RNAs were mixed with an equal volume of 2 × B&W buffer (10 mM Tris pH 7.5, 2 M NaCl, 1 mM EDTA, 0.2% (v/v) Tween-20) before incubating with the preblocked beads on a shaker (1200 rpm) for 40 min at 25 °C to allow binding of biotinylated RNAs. The supernatant was discarded and the beads were washed three times with 200 μL B&W buffer, twice with 200 μL Urea buffer (4 M Urea, 0.1% (w/v) SDS in PBS), and twice with 200 μL PBS. The beads were finally re-suspended in 50 μL Elution buffer (95% formamide, 10 mM EDTA, 1.5 mM *D*-biotin), heated first at 50 °C for 5 min and then at 90 °C for 5 min. The supernatant containing eluted biotinylated RNAs was transfered to a 1.5 mL Eppendorf tube and mixed with 1 mL TRIzol reagent to extract RNA. Each sample was added with 200 μL chloroform and mixed vigorously, followed by centrifugation for 15 min at 4 °C, 12,000 *g*. The aqueous phase with dissolved RNAs was transfered to a new tube, added with 500 μL isopropanol and 20 μg glycogen (RNA grade, Fermentas, R0551), and then incubated at -20 °C overnight to precipitate RNA. The sediment was washed with 1 mL 75% (v/v) ethanol and dissolved into 10 - 20 μL of nuclease-free water.

All RNA-related experiments were performed in a benchtop RNA work station and handled by RNase-free tubes and tips.

### Library construction

100 ng pre-enrichment and 5 μL post-enrichment (label or omitting probe) RNAs were used for cDNA library construction with NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB, E7770). Total RNAs were fragmentated to ~300 nt in the presence of 1 μL Random primer and 4 μL First Strand Synthesis Reaction Buffer at 94 °C for 9 - 12 min (depending on the RQN of pre-enrichment samples). Then the fragmentated RNAs were reverse transcribed with the addition of 2 μL First Strand Synthesis Enzyme Mix and 8 μL nuclease-free water, followed by incubating at 25 °C for 10 min, 42 °C for 25 min, and 70 °C for 15 min. Second Strand Synthesis was preformed after the reaction. The mixtures were purified with 1.8× VAHTS DNA Clean Beads (Vazyme, N411) and eluted by 50 μL 0.1× TE buffer (Sigma, 93283) at room temperature. The double-stranded DNAs were then reacted with End Prep Eeaction and Adaptor Ligation, followed by purification with 0.9× VAHTS DNA Clean Beads. The purified DNAs were amplified through PCR for 11 (pre-enrichment), 12 (labeled and post-enrichment) or 16 (omitting probe and post-enrichment) cycles, and then purified with 0.9× VAHTS DNA Clean Beads. The quality of libraries was assessed by Fragment Analyzer. Two rounds of size selection were performed with 0.6-0.7× and 0.3× DNA Clean Beads according to the instructions of NEBNext Ultra II RNA Library Prep Kit for Illumina and VAHTS DNA Clean Beads. The final cDNA libraries were sequenced of 150 bp paired-end with ~40 M reads on Illumina HiSeq X Ten platform.

### smFISH validation

Primary probes for targeted mRNAs were designed by Oligostan^52^ following the supplemented protocol with FLAP X complementary sequence conjugated at the 3′-end of each probe (see Supplementary Data 4). Primary probes targeted to a mRNA of interest were dissolved to 100 μM in TE buffer (Sigma, 93283), mixed at equal volume, and then diluted in TE buffer to a final concentration of 20 μM. Secondary probes conjugated with Alexa Fluor 647 (Invitrogen, A-21245) was dissolved at 10 μM by TE buffer.

HEK293T and U-2 OS cells stably expressed G3BP1-EGFP fusion protein were cultured to ~50% confluency on glass coverslips pre-coated with matrigel in 24-well plates. Following aforementioned stress treatment, cells were washed once with PBSM (PBS with 1 mM MgCl_2_), fixed with paraformaldehyde (3.2% (w/v) in PBSM) for 10 min at room temperature, and washed with cold PBSM in the presence of 10 mM glycine. Thereafter, cells were washed once with PBS and permeabilized on ice for 20 min in PBSM containing 0.1% Triton X-100 and 2 mM vanadyl ribonucleoside complex (VRC, NEB, S1402S). After washed by PBSM, cells were then incubated at room temperature for 15 min by prehybridization-30 buffer consisting of 30% formamide (Sigma, F9037) in 2× SSC (Invitrogen, AM9770). Cells were stained overnight at 37 °C with hybridization buffer containing 10% (v/v) dextran sulfate (Sigma, D6001), 30% formamide, 2× SSC, 2 mM VRC, 10 μg/ml Salmon Sperm DNA Solution (Invitrogen, 15632011), 10 μg/ml E. coli tRNA (Roche, 10109541001), 10 μg/mL BSA (0.22 μm filtered) and 200 ng primary probe mix.

The next day, cells were washed twice with prehybridization-30 buffer, each time incubating at 37 °C for 20 min. Cells were post-fixed in 1% paraformaldehyde in PBSM for 5 min at room temperature, followed by washing twice in 2× SSC and incubation in prehybybridization-10 (10% formamide, 2× SSC) for 10 min at 37 °C. Cells were stained with hybridization buffer containing 10% (v/v) dextran sulfate, 10% formamide, 2× SSC, 2 mM VRC, 10 μg/ml Salmon Sperm DNA Solution, 10 μg/ml *E. coli* tRNA, 10 μg/ml BSA and 10 pM secondary probe for 3 h at 37 °C. Secondary probes containing Alexa Fluor 647 conjugated at the 3'- and 5'- termini of the FLAP X sequence (see Supplementary Data 4) were synthesized by Invitrogen and stored in Tris-EDTA buffer as 100 μM stock solution. Stained cells were washed twice by prehybybridization-10, each time incubating at 37 °C for 10 min, and washed by 2× SSC. Finally, cells were counterstained with DAPI (diluted in 2× SSC) for 10 min at room temperature. The coverslips with stained cells were mounted on a glass slide in the presence of Fluoromount-G Anti-Fade (SouthernBiotech, 0100-35).

### Fluorescence microscopy

Immunofluorescence imaging was performed on an inverted fluorescence microscope (Nikon-TiE) equipped with a spinning disk confocal unit (Yokogawa CSU-X1) and a scientific CMOS camera (Hamamatsu ORCA-Flash 4.0 v.2). The microscope, camera and laser lines were controlled with a customized software written in LabVIEW v.15.0 (National Instruments). A 40× oil immersion lens was used to acquire immunofluorescence images. All images shown were one Z-plane. The degree of G3BP1-miniSOG and untargeted-miniSOG co-localized to SG were quantified by a custom-made MATLAB script (see Code Availability).

For smFISH imaging, a 60× oil immersion lens with 1.5× magnifying was used to acquire confocal image stacks, with a step size of 0.4 μm along the z-axis. The scan range was set as 6 μm for HEK293T cells and 4 μm for U-2 OS cells. The script for quantitation of smFISH images was written in MATLAB (R2021a, V9.10.0.1602886). Briefly, the cell boundary was manually outlined from the maximum intensity projection of the G3BP1-EGFP image stack. G3BP1-positive regions were identified as those pixels with intensities higher than a manually determined threshold in the maximum intensity projection image of the G3BP1-EGFP channel. The RNA puncta were identified from the FISH images by selecting those pixels with intensities at least 2-fold higher than the average intensity. RNA puncta less than 12 or 15 pixels (corresponding to 0.063 or 0.078 μm^2^, depending on the target mRNA) were discarded from further analysis. The extent of RNA colocalization with SG was quantified as the ratio between the number of RNA puncta falling within G3BP1-positive regions and the total number of RNA puncta for a given cell. We also applied the following formula to calculate the level of RNA enrichment in SG:

$$\begin{array}{cc}{{{{{\rm{Level}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{enrichment}}}}}}=& \frac{{{{{{\rm{pixels}}}}}}({{{{{\rm{RNAs}}}}}}\,{{{{{\rm{inside}}}}}}\,{{{{{\rm{SG}}}}}})/{{{{{\rm{SG}}}}}}\,{{{{{\rm{area}}}}}}}{{{{{{\rm{pixels}}}}}}({{{{{\rm{RNAs}}}}}}\,{{{{{\rm{outside}}}}}}\,{{{{{\rm{SG}}}}}})/({{{{{\rm{whole}}}}}}\,{{{{{\rm{cell}}}}}}-{{{{{\rm{SG}}}}}}\,{{{{{\rm{area}}}}}})}\end{array}$$

### Sequencing data analysis

The adapters sequence in reads were removed by Cutadapt (v.1.18)^53^ and quality controlled by FastQC (v0.11.8) to ensure the adapters were completely removed. Then reads were mapped by hisat2 (v2.1.0)^54^ to the human genome assembly GRCh38 (hg38) with gene annotation (v.87) downloaded from Ensembl website. The mapped reads were counted by htseq-count (v0.7.2)^55^ with the option “–stranded no”.

A series of differential analysis were performed by R package DESeq2 (v1.34.0)^35^ to define the SG datasets captured by CAP-seq. The genes with log_2_(Fold Change) > 0.3 and log_2_(Fold Change) < −0.3 with adjusted *p* value (*p*_adj_) < 0.05 were defined as enriched and depleted respectively in each DESeq2 analysis. The SG-proximial or G3BP1-proxmial RNAs in the aforementioned stress treated cells were defined as the overlap between the enriched targets in three differential analysis: 1) post- versus pre-enrichment of RNA labeled with G3BP1-miniSOG; 2) post-enriched RNA labeled with G3BP1-miniSOG versus RNA from negative control omitting PA; and 3) post-enriched RNA labeled with G3BP1-miniSOG versus untargeted miniSOG under same treatment. The SG/G3BP1-excluded RNAs were defined as the overlap between the depleted targets in 1) and 3) as mentioned above. Four biological replicates of HEK293T cells stably expressing untargeted miniSOG of each treatment were used in analysis. HEK293T cells stably expressing G3BP1-miniSOG fusion protein that recovered for 1 h from arsenite stress were prepared with three replicates. Other samples were prepared with two biological replicates.

### RNA feature analysis

Translational efficiency of each mRNAs were calculated from a previous report (log_2_(Ribosome protected fragment reads/RNA-seq reads))^56^. m^6^A sites in HEK283T were obtained from a published report^41^. mRNAs in each dataset were used for feature analysis. Transcript length and GC content in gene were downloaded from Ensembl biomart tool. For CAP-seq captured datasets in U-2 OS, GC content and transcript length from the longest isoform of each transcript were downloaded from Ensembl release 87. For CAP-seq captured datasets in HEK293T, total transcript length of the longest isoform were acquired from Ensembl release 107. Length of the longest 3' UTR, CDS, 5' UTR and AU content within different regions were calculated from the sequence downloaded from Ensembl release 107 based on the stable Ensembl gene ID in CAP-seq datasets. Heatmap was generated by R script pheatmap (v1.0.12) with clustering_method as “complete”, and the value of log_2_(Fold Change) counted in DESeq2 analysis between enriched RNAs labeled by G3BP1-miniSOG and untargeted miniSOG were used to scale. Mann-Whitney test was used in statistical analysis by OriginPro (2019).

### Statistics and reproducibility

All western blots have been repeated three times and similar results were obtained. These data are presented in the supplementary information. Quantitative analysis of western blots is shown in bar charts with error bars representing mean ± SD generated from three biological replicates. All immunofluorescence and smFISH images are representative examples from at least three fields of view acquired at three independent biological replicates.

HEK293T cells stably expressing G3BP1-miniSOG under basal, arsenite stress, sorbitol stress or 3 h post-arsentie stress were prepared in two biological replicates for sequencing; HEK293T cells stably expressing G3BP1-miniSOG under 1 h post-arsenite stress were prepared in three biological replicates for sequencing; HEK293T cells stably expressing untargeted miniSOG were prepared in four replicates. U-2 OS cells stably expressing untargeted miniSOG and G3BP1-miniSOG were prepared in two replicates. Western blot and imaging experiments were acquired for at least three independent replicates. The replicates of each experiment showed good reproducibility. All of the raw data for NGS sequencing results could be found in the Data Availability section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data File

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The sequencing data reported in this paper have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession code: GSE223295). Western blot data generated in this study are provided in the Source Data file. The raw data of all the bar charts and the associated *p* values are provided in the Source Data file. Source data are provided with this paper.

## Code availability

The script for analyzing smFISH images and SG co-localization have been deposited on GitHub website: https://github.com/PKUCHEMZouLab/CAP-seq_stress-granule/.

# Supplementary material for: Profiling stress-triggered RNA condensation with photocatalytic proximity labeling
**Source:** Nat Commun. 2023 Nov 15;14:7390. doi: 10.1038/s41467-023-43194-2
**Supplement:** Supplementary file 1 — Supplementary information

Profiling stress-triggered RNA condensation with photocatalytic proximity labeling

Ziqi Ren^{1,4}, Wei Tang^{2,4}, Luxin Peng¹, Peng Zou^{1,2,3,*}

  - 4 These authors contributed equally

Key Resources Table

Reagent or resource	Source	Identifier
**Antibodies**		
mouse anti-V5	Biodragon	B1005
rabbit anti-G3BP2	abcam	ab86135; RRID: AB_1925011
rabbit anti-TIA1	abcam	ab140595; RRID: AB_2687963
rabbit anti-G3BP	abcam	ab181150; RRID: AB_2847886
Goat anti-mouse-Alexa Fluor 488	ThermoFisher	A-11029; RRID: AB_2534088
Goat anti-rabbit-Alexa Fluor 568	ThermoFisher	A-11011; RRID: AB_143157
Goat anti-rabbit-Alexa Fluor 647	ThermoFisher	A-21244; RRID: AB_2535812
Streptavidin-Alexa Fluor 568	ThermoFisher	S21374
Streptavidin-Alexa Fluor 647	ThermoFisher	S11226
Rabbit Anti-Goat IgG H&L (HRP)	Biodragon	BF03008
rabbit anti-eIF2 α	CST	5324
rabbit-anti-EIF2S1 (phospho S51)	abcam	ab32157; RRID: AB_732117
**Chemicals, peptides and recombinant proteins**		
Dulbecco's Modified Eagle's Medium (DMEM)	Gibco	C11995500BT
McCoy's 5A medium	BI	01-075-1ACS
0.25% Trypsin-EDTA	Life Technologies	25200056
Fetal bovine serum	Gibco	10099141
Lipofectamine 2000	Invitrogen	11668019

Opti-Minimal Essential Medium (Opti-MEM)	Gibco	31985062
Blasticidin	Selleck	S7419
TRIzol reagent	Invitrogen	15596018
Biotin-PEG ₃ -azide	Click Chemistry Tools	AZ104
DAPI	ThermoFisher	D1306
THPTA	Click Chemistry Tools	1010
BTAA	Click Chemistry Tools	1236
Sodium ascorbate	Aladdin	S105024
Copper sulfate pentahydrate	Aladdin	C112401
Sodium arsenite	Sigma	S7400-100G
Propargylamine (PA)	Accela	SY002930
D-sorbitol	Sigma	S1876-100G
Urea	Sigma	U5378-100G
10% SDS solution	Life Technologies	AM9822
1 M Tris-HCl buffer, pH 7.5	Invitrogen	15567027
5 M NaCl, RNase free	Ambion	AM9759
Tween-20	Solarbio	T8200
Ultrapure water	Beyotime	ST872
Matrigel matrix	Corning	356234
PBS	Solarbio	P1020
10X PBS, RNase free	Life Technologies	AM9624
HBSS	Gibco	14025092

1N NaOH	Sigma	S2770
Formamide	Sigma	F9037
D-biotin	Invitrogen	B20656
0.5 M EDTA, pH 8.0	Life Technologies	AM9260G
Tris-EDTA buffer solution	Sigma	93283
DNase I	NEB	M0303
Triton X-100	Sigma	T8787
Yeast tRNA	Gibco	15401011
Glycogen, RNA grade	Fermentas	R0551
20×SSC buffer	Invitrogen	AM9770
Vanadyl ribonucleoside complex (VRC)	NEB	S1402S
1 M MgCl ₂ , RNase free	Invitrogen	AM9530G
tRNA from E. coli MRE 600	Roche	10109541001
UltraPure Salmon Sperm DNA Solution	Invitrogen	15632011
Dextran sulfate sodium salt	Sigma	D6001
Fluoromount-G Anti-Fade	SouthernBiotech	0100-35
Glycine	Solarbio	G8200
Paraformaldehyde	Sigma-Aldrich	V900894
Dynabeads MyOne Streptavidin C1	Life Technologies	65002
Chloroform	Tongguang	112049
Isopropanol	Tongguang	106030
VAHTS DNA Clean Beads	Vazyme	N411-02

Clarity Western ECL Substrate	Bio-Rad	1705061
RIPA lysis buffer	CWBIO	CW2334S
cOmplete™ (EDTA-free)	Roche	4693032001
Phosphatase Inhibitor Cocktail	bimake	B15001
Critical commercial assays		
RNA Clean and concentrator-100	Zymo Research	R1019
NEBNext Ultra II RNA Library Prep Kit for Illumina	NEB	E7770
Standard Sensitivity RNA Analysis Kit	AATI	DNF-471-0500
High Sensitivity NGS Fragment Analysis Kit	AATI	DNF-474-0500
Experimental models: Cell lines		
HEK293T	American Type Culture Collection, ATCC	
HEK293T/17	National Science & Technology Infrastructure--National BioMedical Cell-Line Resource, NSTI-BMCR	
U-2 OS	National Science & Technology Infrastructure--National BioMedical Cell-Line Resource, NSTI-BMCR	
Software and algorithms		
HISAT2 v2.1.0	Kim et al., 2015	RRID: SCR_015530
HTSeq v0.7.2	Anders et al., 2015	RRID: SCR_005514
cutadapt v1.18	Martin, 2011	RRID: SCR_011841
DESeq2 v1.34.0	Love et al., 2014	RRID: SCR_015687
pheatmap v1.0.12	pheatmap package in R	RRID: SCR_016418
OriginPro 2019	OriginLab	RRID: SCR_014212
R studio v4.1.2	Rstudio	https://www.rstudio.com/
MATLAB v9.10.0.1602886 (R2021a)	MathWorks	RRID: SCR_001622

**Oligonucleotides**	
smFISH oligos	Supplementary Data 4
G3BP1-miniSOG	BstBI-V5-AgeI-G3BP1-GS linker-BamHI-miniSOG-NheI
G3BP1-EGFP	BstBI-V5-AgeI-G3BP1-GS linker-BamHI-EGFP-NheI
miniSOG (untargeted)	BstBI-V5-AgeI-miniSOG-NES-NheI
**Others**	
smFISH analysis & SG co-localization script	https://github.com/PKUCHEMZouLab/CAP-seq_stress-granule

Supplementary Figures

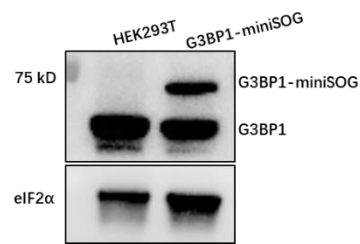

Supplementary Figure 1. Western blot analysis of G3BP1 in HEK293T cells stably expressing G3BP1-miniSOG. eIF2α was used as loading control.

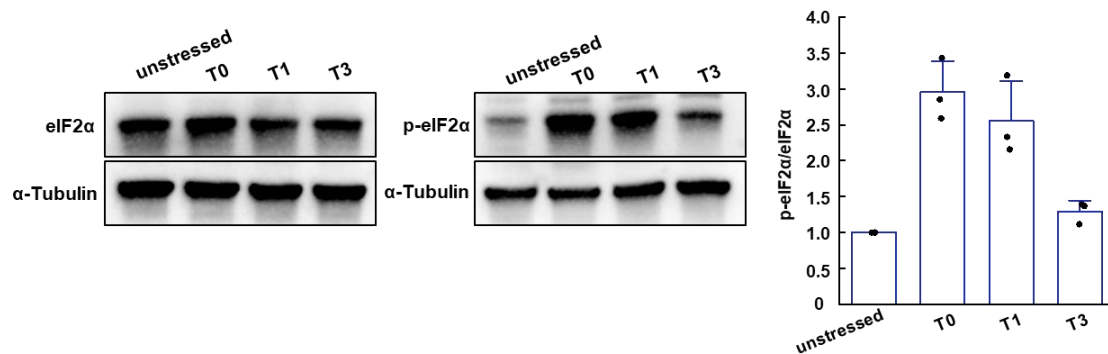

Supplementary Figure 2. Western blot analysis of eIF2α phosphorylation (p-eIF2α) in G3BP1-miniSOG HEK293T cells in unstressed (basal), stressed (T0), and recovery (T1 and T3) stages. The intensities of eIF2α phosphorylation are normalized with respect to eIF2α expression. Bars indicate mean values, lines indicate standard deviations (SD). The gel images presented here are representative examples from three independent experiments.

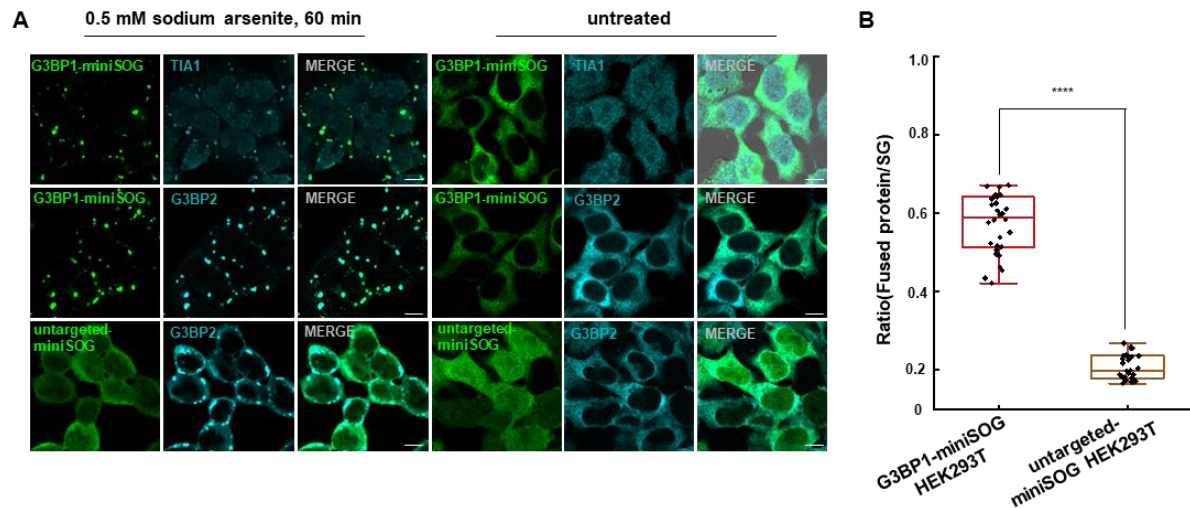

Supplementary Figure 3. Co-localization of G3BP1-miniSOG and untargeted-miniSOG with SG. **(A)** Immunofluorescence microscopy of HEK293T cells expressing G3BP1-miniSOG and untargeted miniSOG (green). Stressed cells were treated with 0.5 mM sodium arsenite for 60 min. Endogenous SG marker G3BP2 or TIA1 signal are shown in cyan. Fluorescence images are representative examples from three independent experiments. Scale bars, 10 μ m. **(B)** Co-localization of G3BP1-miniSOG and untargeted-miniSOG with the SG marker G3BP2 ($n = 30$ from three independent experiments). The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. **** $p < 0.0001$.

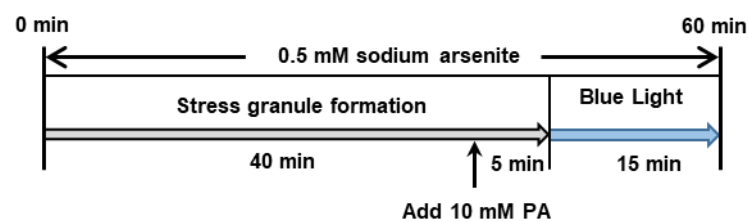

Supplementary Figure 4. Scheme of CAP-seq labeling under arsenite stress.

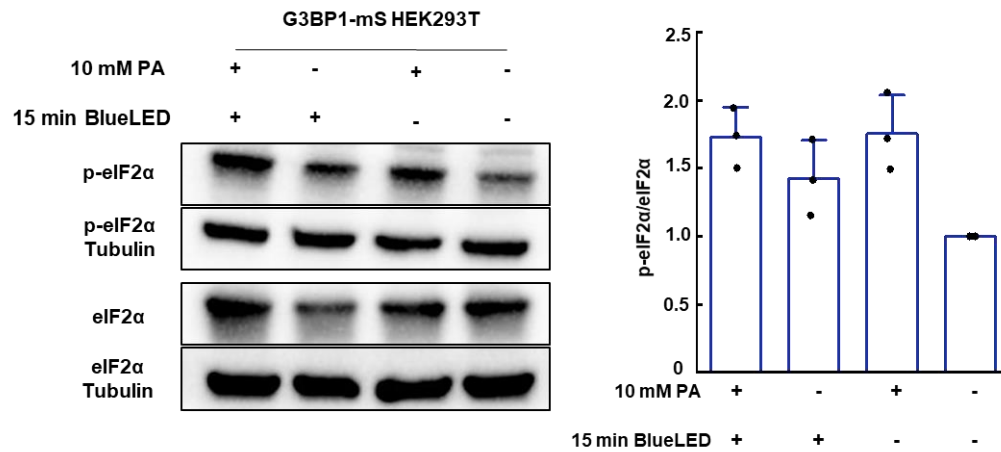

Supplementary Figure 5. Western blot analysis of eIF2α phosphorylation (p-eIF2α) in G3BP1-miniSOG HEK293T cells after CAP-seq labeling. The intensities of p-eIF2α are normalized with respect to eIF2α expression. The bars indicate mean values, lines indicate SD. The gel image presented here is a representative example from three independent experiments.

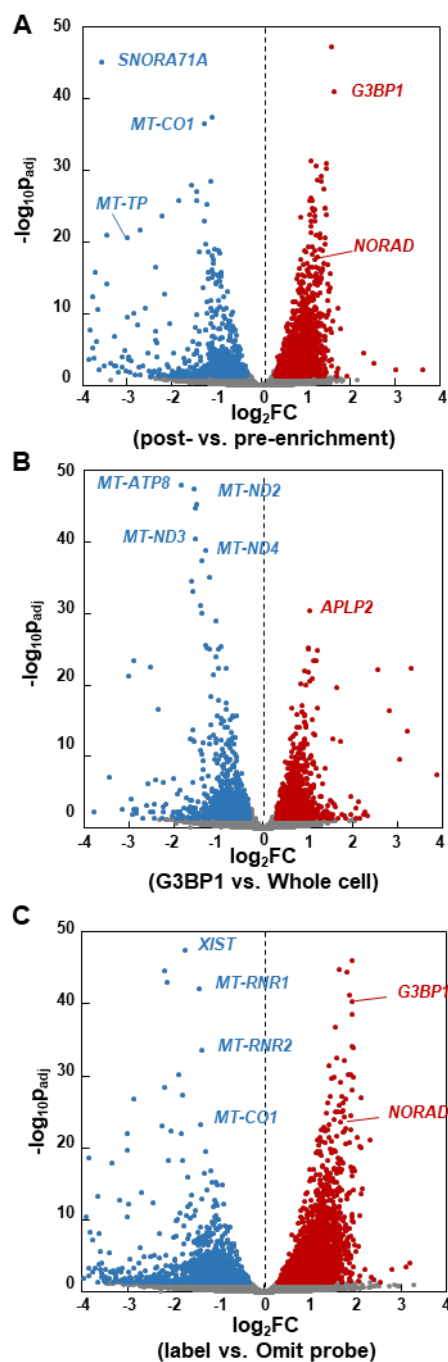

Supplementary Figure 6. Volcano plot showing enriched (red) and depleted (blue) RNA under arsenite-stressed HEK293T cells. **(A)** post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq. **(B)** G3BP1-miniSOG vs. untargeted miniSOG. **(C)** G3BP1-miniSOG labeling vs. negative control omitting PA.

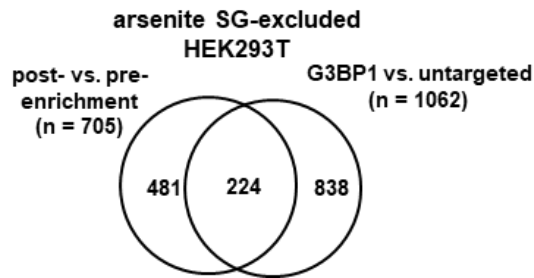

Supplementary Figure 7. Venn diagram comparing RNAs depleted in DESeq2 analysis between: 1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; 2) G3BP1-miniSOG vs. untargeted miniSOG. SG excluded RNAs in arsenite treated HEK293T are defined as the overlap between the two datasets.

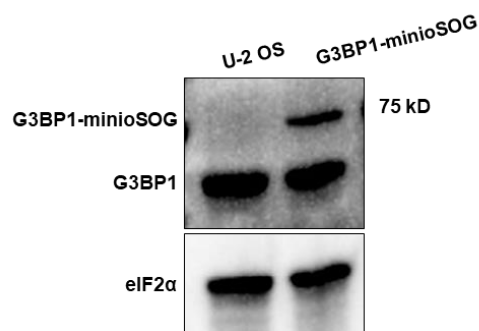

Supplementary Figure 8. Western blot analysis of G3BP1 in U-2 OS cells stably expressing G3BP1-miniSOG. eIF2α was used as loading control. The gel image presented here is a representative example from three independent experiments.

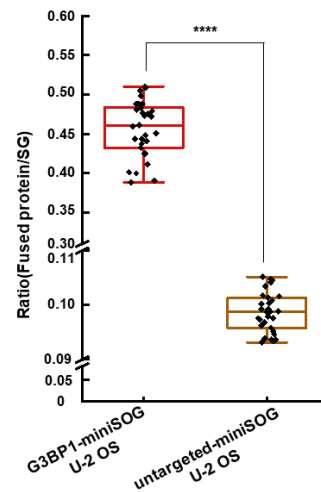

Supplementary Figure 9. Co-localization of G3BP1-miniSOG and untargeted-miniSOG with the SG marker G3BP2 ($n = 30$ from three independent experiments). The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. **** $p < 0.0001$.

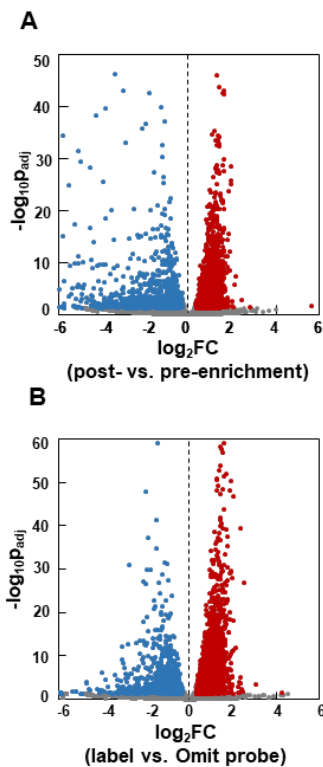

Supplementary Figure 10. Volcano plots showing enriched (red) and depleted (blue) RNA under arsenite-stressed U-2 OS cells. **(A)** post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq. **(B)** G3BP1-miniSOG labeling vs. negative control omitting PA.

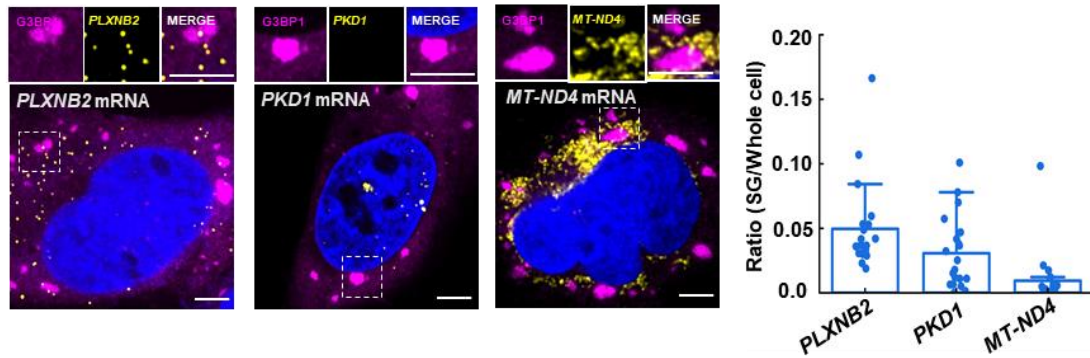

Supplementary Figure 11. smFISH validation of CAP-seq defined SG-excluded mRNAs (*PLXNB2*, *PKD1*, *MT-ND4*) in arsenite-stressed U-2 OS cells. Scale bars, 5 μ m. Quantitation of the ratio of smFISH within SG vs. whole cell is shown on the right ($n = 20$ cells from three independent experiments). The bars represent the mean values, lines indicate SD.

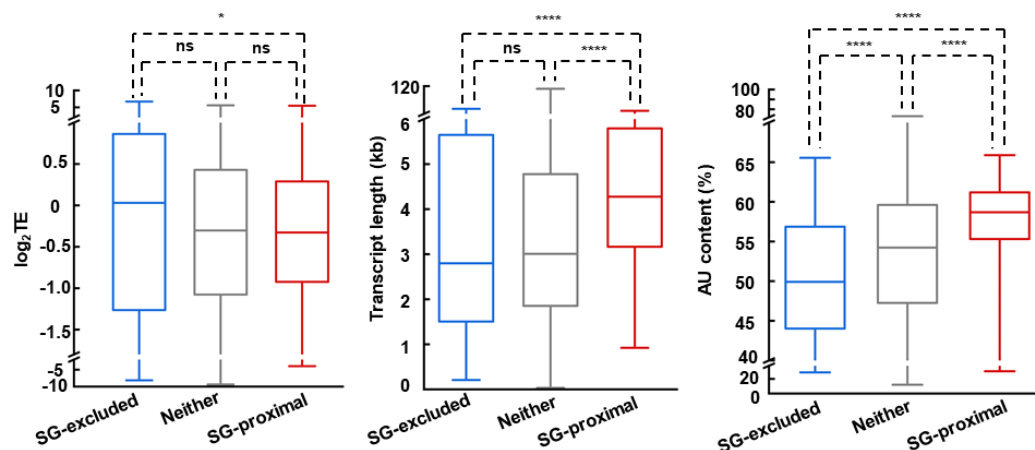

Supplementary Figure 12. Box plot comparing the translation efficiencies (left), transcript length (middle) and AU content (right) in SG-proximal and SG-excluded mRNAs in U-2 OS cells. The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant ($p > 0.05$); * $p < 0.05$; **** $p < 0.0001$. Translation efficiencies are provided by a previous study^[1]. AU content and transcript length features are referenced from Ensembl website.

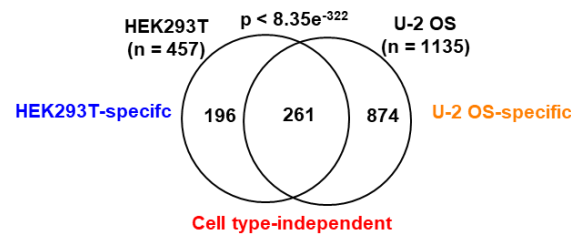

Supplementary Figure 13. Venn diagram comparing SG-proximal RNAs from arsenite-stressed HEK293T and U-2 OS cells. The p value was calculated by hypergeometric test.

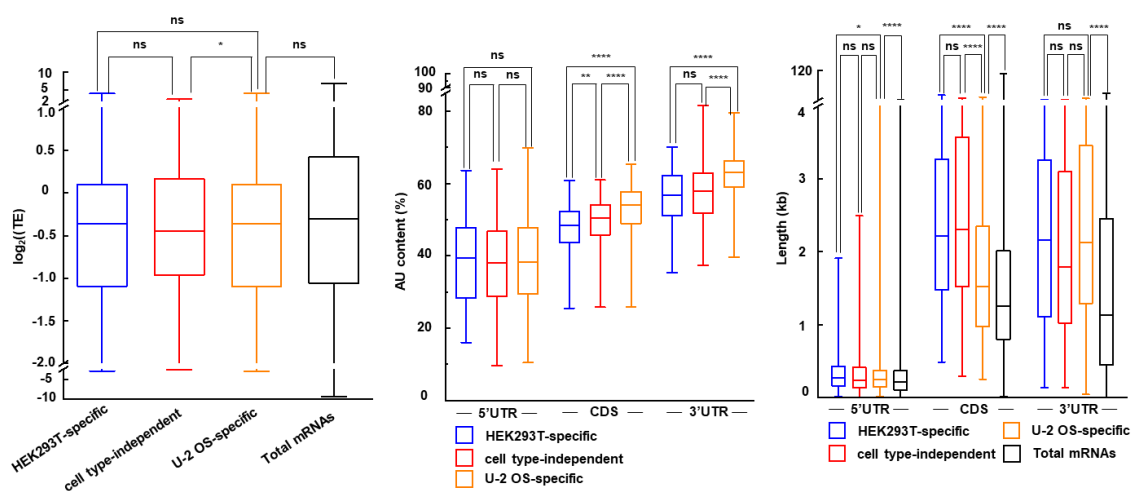

Supplementary Figure 14. Box plot comparing the translation efficiencies (left), AU content (middle) and transcript length (right) between HEK293T-specific, cell type-independent and U-2 OS-specific mRNAs. The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant ($p > 0.05$); * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. Translation efficiencies are provided by a previous study^[1]. AU content and transcript length features are referenced from Ensembl website.

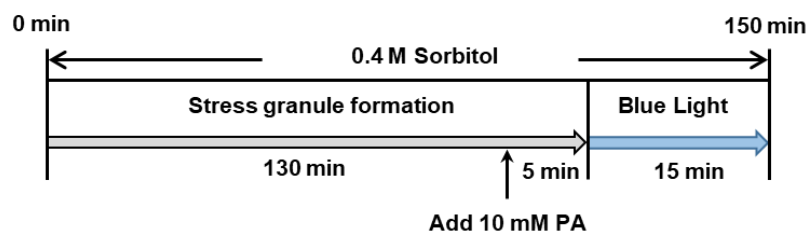

Supplementary Figure 15. Scheme of CAP-seq labeling under sorbitol stress.

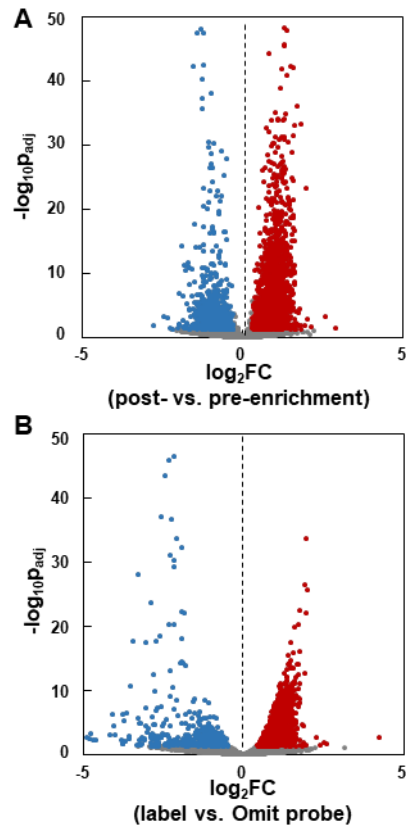

Supplementary Figure 16. Volcano plots of RNAs upregulated (red) and downregulated (blue) under sorbitol stressed HEK293T in DESeq2 analysis between **(A)** post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq. **(B)** G3BP1-miniSOG labeling vs. negative control omitting PA.

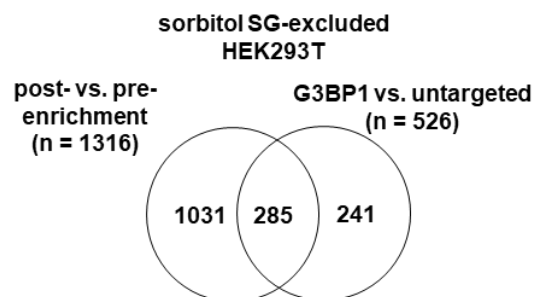

Supplementary Figure 17. Venn diagram comparing RNAs depleted in DESeq2 analysis between 1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; 2) G3BP1-miniSOG vs. untargeted miniSOG. SG-excluded RNAs in sorbitol treated HEK293T are defined as the overlap of the two datasets.

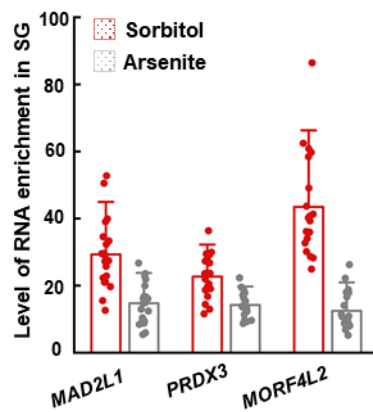

Supplementary Figure 18. Quantitation of the level of smFISH targets (*MAD2L1*, *PRDX3*, *MORF4L2*) enrichment in SGs ($n = 20$ cells from three independent experiments). The bars represent the mean values, lines indicate SD.

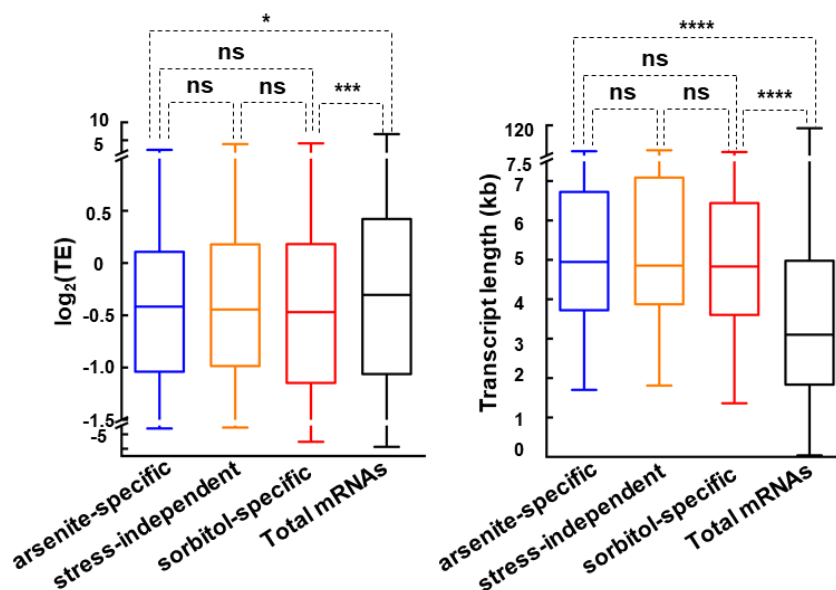

Supplementary Figure 19. Box plot comparing the translation efficiencies (left) and transcript length (right) in arsenite-specific, stress-independent, sorbitol-specific SG-proximal mRNAs in HEK293T cells. The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney U test (two-sided) was performed to evaluate the statistical significance. ns, not significant ($p > 0.05$); * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$. Translation efficiencies are provided by a previous study^[1]. AU content and transcript length features are referenced from Ensembl website.

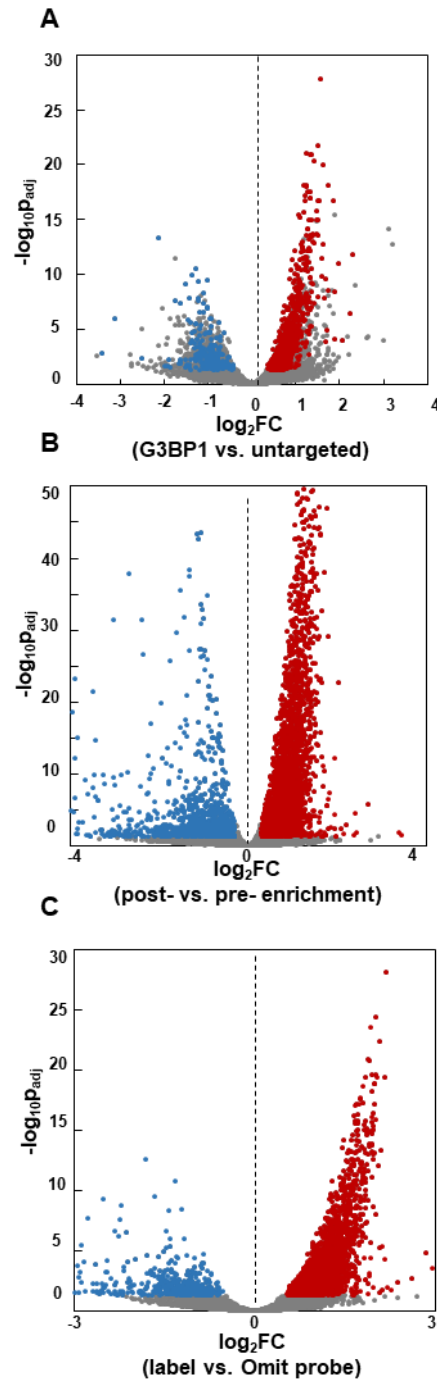

Supplementary Figure 20. Volcano plots showing enriched (red) and depleted (blue) RNAs in unstressed HEK293T cells. **(A)** G3BP1-miniSOG vs. untargeted miniSOG. Red and blue dots represent SG-proximal and SG-excluded transcripts captured by CAP-seq, respectively. **(B)** post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq. **(C)** G3BP1-miniSOG labeling vs. negative control omitting PA.

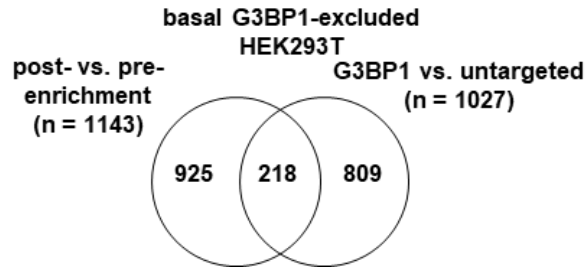

Supplementary Figure 21. Venn diagram comparing RNAs depleted in DESeq2 analysis between: 1) post- vs. pre-enrichment of G3BP1-miniSOG CAP-seq; 2) G3BP1-miniSOG vs. untargeted miniSOG. G3BP1-excluded RNAs in unstressed HEK293T are defined as the overlap of the two datasets.

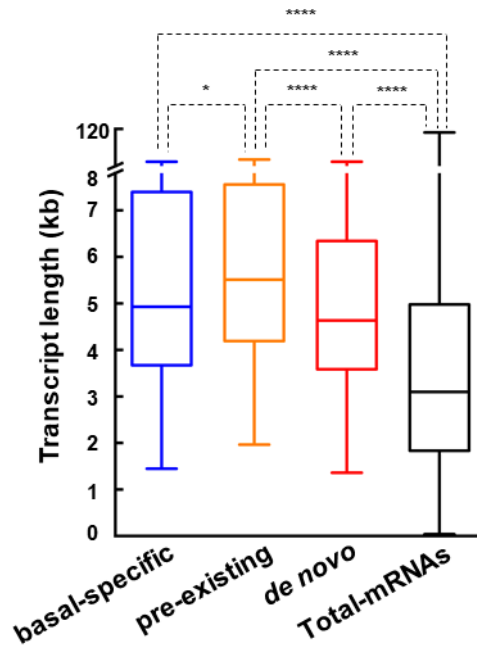

Supplementary Figure 22. Box plot comparing the transcript length in basal-specific, pre-existing and *de novo* mRNAs in HEK293T cells. ns, not significant ($p > 0.05$); The boxes mark the first and third quartiles; whiskers indicate the minima and maxima; the central lines represent the median. An unpaired Mann-Whitney test (two-sided) was performed to evaluate the statistical significance. * $p < 0.05$; **** $p < 0.0001$. Transcript length features are referenced from Ensembl website.

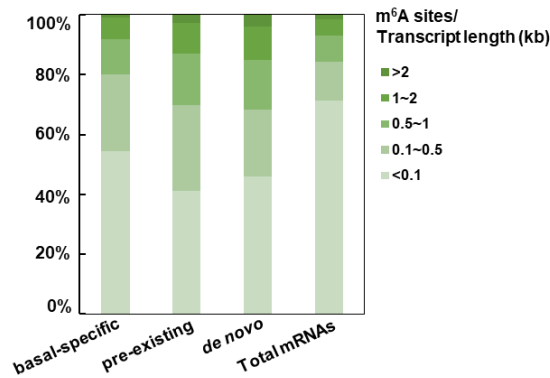

Supplementary Figure 23. Comparison of m⁶A densities (m⁶A sites per kilobase) in G3BP1-proximal mRNAs captured in basal-specific, pre-existing and *de novo* datasets.

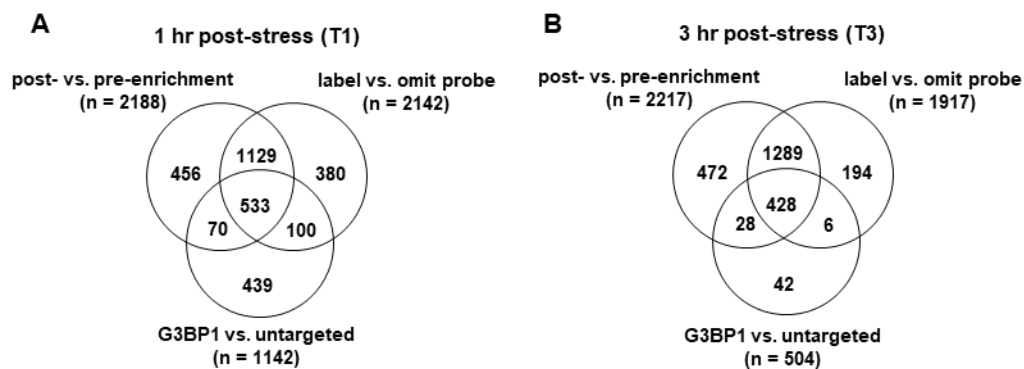

Supplementary Figure 24. Venn diagram comparing RNAs enriched in DESeq2 analysis between: 1) post- versus pre-enrichment of RNA labeled with G3BP1-miniSOG; 2) RNA labeled with G3BP1-miniSOG versus RNA from negative control omitting PA; 3) RNA labeled with G3BP1-miniSOG versus untargeted miniSOG. G3BP1-proximal RNAs under T1 (**A**) and T3 (**B**) in HEK293T cells are defined as the overlap of the three datasets.

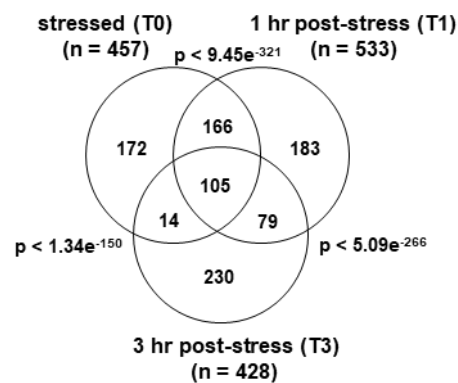

Supplementary Figure 25. Venn diagram comparing the CAP-seq defined SG-proximal dataset under T0 and G3BP1-proximal datasets under T1 and T3. p values were calculated by hypergeometric test.

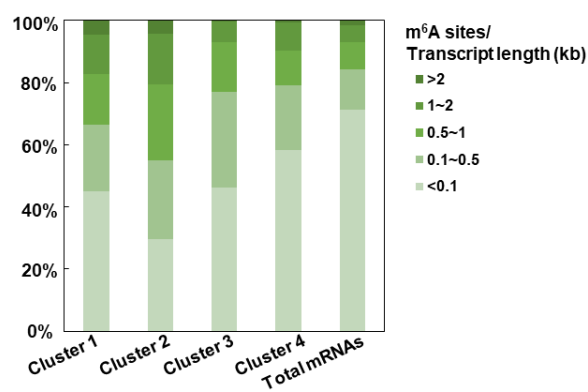

Supplementary Figure 26. Comparison of m⁶A densities (m⁶A sites per kilobase) in SG-proximal mRNAs across 4 clusters.

# Supplementary material for: Profiling stress-triggered RNA condensation with photocatalytic proximity labeling
**Source:** Nat Commun. 2023 Nov 15;14:7390. doi: 10.1038/s41467-023-43194-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: DESeq2 analysis of HEK293T treated with arenite stress, sorbitol stress, without stress, and recovered 1 hr or 3 hr post arenite stress.

File Name: Supplementary Data 2

Description: DESeq2 analysis of U-2 OS cells treated with arsenite stress and mRNA features used for statistical analysis between CAPseq datasets in U-2 OS.

File Name: Supplementary Data 3

Description: mRNA features used for statistical analysis between CAPseq datasets in HEK293T.

File Name: Supplementary Data 4

Description: sequence of smFISH targets.

# Supplementary material for: Profiling stress-triggered RNA condensation with photocatalytic proximity labeling
**Source:** Nat Commun. 2023 Nov 15;14:7390. doi: 10.1038/s41467-023-43194-2
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Lab view 2015; Image lab.
Data analysis	The adaptors sequence in reads were removed by Cutadapt (v.1.18) and quality controlled by FastQC (v0.11.8). Sequencing reads were mapped by hisat2 (v2.1.0) . The mapped reads were counted by htseq-count (v0.7.2). Differential analysis were performed by R package DESeq2 (v1.34.0) and volcano plots were generated by Excel 2019. Heatmap was generated by R script pheatmap (v1.0.12).Mann-Whitney test used in statistical analysis by OriginPro (2019). Quantification of smFISH results were used by a script in MATLAB v9.10.0.1602886. (R2021a).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data files and processed data files have been uploaded to GEO with accession number GSE223295. GRCh38 (hg38) is available at https://ftp.ensembl.org/pub/release-87/gtf/homo_sapiens/. For smFISH analysis and SG co-localization analysis script in MATLAB, go to https://github.com/PKUCHEMZouLab/CAP-seq_stress-granule. The raw data of uncropped gel and bar charts are provided in the Source Data file.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	not related
Reporting on race, ethnicity, or other socially relevant groupings	not related
Population characteristics	not related
Recruitment	not related
Ethics oversight	not related

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed. Each biological replicate of HEK293T and U-2 OS cells under basal, arsenite stress and sorbitol stress were from one 15-cm dish for next-generation sequencing; Each biological replicate for HEK293T cells under 1 hr or 3 hr post arsenite stress were from one 10-cm dish for next-generation sequencing. Sample size were chosen based on the statistical analysis in differential analysis by DESeq2. Western blot used one cell of six-well plate. Immunofluorescence and smFISH used one cell of 24-well plate of HEK293T or U-2 OS cells.
Data exclusions	No data were excluded.
Replication	HEK293T stably expressing G3BP1-miniSOG under basal, arsenite stress, sorbitol stress or 3 hr post-arsenite stress were prepared in two biological replicates for sequencing; HEK293T stably expressing G3BP1-miniSOG under 1 hr post-arsenite stress were prepared in three biological replicates for sequencing; HEK293T stably expressing untargeted miniSOG were prepared in four replicates. U-2 OS cells stably expressing untargeted miniSOG and G3BP1-miniSOG were prepared in two replicates. Replication were chosen for statistical analysis. Western blot and imaging experiments were taken for at least 3 replicates. The replicates of each experiment showed good reproducibility.
Randomization	Cells were from one dish of cells of the previous generation then were randomly distributed to each condition.
Blinding	NGS sample preparation and analysis were performed by same experimenter and blind checked by another experimenter. The NGS instrument operator was not informed of the details of experimental design (control experiments, sample preparation workflow, etc.), thus providing an unbiased analysis of the sequencing data.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☐	☒ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☒	☐ Animals and other organisms		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		
☒	☐ Plants		

Antibodies

Antibodies used

mouse anti-V5, V5-Tag Monoclonal Antibody(3C8), (Biodragon, B1005, 1:1000 for IF)
 rabbit anti-G3BP2, Rabbit polyclonal to G3BP2 (abcam, ab86135, 1:200 for IF)
 rabbit anti-G3BP, Rabbit monoclonal [EPR13986(B)] to G3BP, (abcam, ab181150, 1:1000 for Western blot)
 Goat anti-mouse-Alexa Fluor 488, (ThermoFisher, A-11029, 1:1000 for IF)
 Goat anti-rabbit-Alexa Fluor 568, (ThermoFisher, A-11011, 1:1000 for IF)
 Streptavidin-Alexa Fluor 647, (ThermoFisher, S21374, 1:1000-2000 for IF)
 Streptavidin-Alexa Fluor 568, (ThermoFisher, S11225, 1:1000-2000 for IF)
 Goat anti-rabbit-Alexa Fluor 647, (ThermoFisher, A-21244, 1:1000 for IF)
 Rabbit Anti-Goat IgG H&L (HRP), (Biodragon, BF03008, 1:4000 for Western blot)
 rabbit anti-eIF2 α , eIF2 α (D7D3) XP® Rabbit mAb, (CST, 5324, 1:1000 for Western blot)
 rabbit-anti-EIF2S1 (phospho S51), Rabbit monoclonal [E90] to EIF2S1 (phospho S51), (abcam, ab32157, 1:1000 for Western blot)

Validation

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HEK293T cells were from American Type Culture Collection (ATCC)
 HEK293T/17 cells were from National Science & Technology Infrastructure--National BioMedical Cell-Line Resource (NSTI-BMCR)
 U-2 OS cells were from National Science & Technology Infrastructure--National BioMedical Cell-Line Resource (NSTI-BMCR)
 Stable cell lines were generated by lenti virus infection.

Authentication

Stable cells expressing fusion protein were confirmed by fluorescence imaging and Western blot.

Mycoplasma contamination

Cell lines are PCR-tested positive for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

Plants

Seed stocks

This study does not involve plate samples.

Novel plant genotypes

This study does not involve plate samples.

Authentication

This study does not involve plate samples.

How the deposited data were processed for this re-analysis (not part of the article)

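RNA was sequenced from HEK293T cells (53 libraries) and U-2 OS cells (8 libraries) after CAP-seq labeling, in unstressed cells, under sodium arsenite or sorbitol, and 1 h (T1) and 3 h (T3) after arsenite was removed. Per condition there are labeled G3BP1-miniSOG cells before and after streptavidin enrichment, G3BP1-miniSOG cells without PA after enrichment, and labeled cells with untargeted miniSOG after enrichment. No pre-enrichment library is listed for untargeted cells. Each library is 1 dish, with n = 4 for untargeted HEK293T groups, n = 3 for the other T1 groups and n = 2 elsewhere. The paper states that no data were excluded, and all 61 libraries were used.

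The deposited values are raw read counts per gene that the authors made before depositing them. They trimmed adapters with cutadapt 1.18, checked quality with FastQC 0.11.8, aligned with HISAT2 2.1.0 to GRCh38 and counted reads per gene of Ensembl v87 with htseq-count 0.7.2 without strand. SAMtools is listed with no version or role. Each table holds 57992 genes, whole numbers and 1 column per library, with no line for unassigned reads. In the tables 27 gene names had been turned into dates, so genes were matched by Ensembl ID. Library totals ran from 928523 (T1 omit-probe replicate 1) to 5324306 counts (unstressed labeled post-enrichment replicate 2), with a median of 3266330, against the about 40 M reads per library that the paper states. At these totals a gene at 20 CPM has about 19 to 106 counts in a library.

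Groups were compared 2 at a time with edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10 and a minimum total of 15, TMM normalization, estimateDisp, glmQLFit with robust=TRUE, glmQLFTest and Benjamini-Hochberg adjustment over the genes tested. The cutoffs were the paper's, an absolute log2 fold change above 0.3 and an adjusted p under 0.05. RNAs enriched in all 3 contrasts (post- versus pre-enrichment, labeled versus omit-probe, G3BP1-miniSOG versus untargeted) were called proximal, and RNAs depleted in post- versus pre-enrichment and G3BP1-miniSOG versus untargeted libraries excluded. Differences between conditions are differences of the G3BP1-miniSOG versus untargeted change in a fit of all 4 groups, at an adjusted p under 0.05. Pre-enrichment libraries and untargeted libraries were also compared with unstressed ones, the former with an absolute log2 fold change above 1. Overlaps were tested by Fisher's exact test over the genes tested in both lists, and 14 gene lists fixed before the data were examined (448 tests) by limma 3.58.1's camera with a preset correlation of 0.01. At the preset correlation 241 of these tests had an adjusted p under 0.05, and with an estimated correlation 5 had.

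Transcript lengths, coding sequences, UTRs and AU content came from GENCODE release 44 (GRCh38, Ensembl 110), which is not the release the authors counted on. Of the gene IDs 56948 (98.2%) were found in it, and 19384 of its 19629 protein-coding genes have a length. The longest protein-coding transcript stands for a gene. Translation efficiency and m6A sites are the values of the paper's supplementary and source data. A comparison was left out where under 80% of either list had a value (13 left out, 204 tested). The paper gives these values for mRNAs of its own lists. Tests of them on the lists made here therefore cover mainly mRNAs that the paper listed too, and agreement with the paper is partly built in. Features were compared by a permutation rank test with 100000 resamples. Recovery courses were clustered by complete linkage into 4 clusters, which were matched to the paper's by their overlap. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, scikit-learn 1.9.0 and numba 0.67.0.

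Single genes were chosen by a rule written before the data were examined, when the first lines of Supplementary Data 1 to 3 had been seen. It takes every gene the paper names in its CAP-seq or smFISH results and G3BP1. Per condition it takes the 8 proximal and 5 excluded genes with the largest G3BP1-miniSOG versus untargeted change among genes with a mean of at least 20 CPM and no overlap between libraries. Per difference it takes the 6 highest and 6 lowest genes, per change of pre-enrichment or untargeted libraries the 5 highest and 5 lowest, and it takes up to 4 abundant members of each list. Of these genes the text prints mainly those with the largest changes.

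Replicate numbers were checked as pairs by correlating, across genes, each library's deviation from its group mean between groups. By the methods, part of each labeled RNA was kept before enrichment and the rest enriched, so that pre- and post-enrichment libraries form pairs, though no label states that a shared number marks 1 dish. The reported fits, set before the data were examined, take no account of the pairs. With 2 libraries per group the correlations of same and different numbers are equal and opposite by construction, and those of same numbers were 0.204 for arsenite, 0.134 for sorbitol, 0.039 for unstressed cells, 0.106 at T3 and 0.005 for U-2 OS cells. In the T1 post- versus pre-enrichment contrast all 3 same-number pairs correlated (0.556, 0.525 and 0.358), and with these pairs as a block the test called 2905 genes enriched and 3115 depleted. The edgeR test was tested on simulated data. With 100 genes changed by a log2 fold change of 1 or 2, it called 46 to 86% and 85 to 97% of them in the 18 contrasts. In the tests of a difference between conditions it called 16 to 56% and 78 to 88%, with the lowest values for T3 against unstressed cells. A low count in a test of a difference, in the passages as well, is therefore not evidence that genes stayed the same. Of 20 simulations of the rank test with no shift 1 had p under 0.05, and of 20 with a shift of 0.3 SD 19 had.

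The alternatives tried were DESeq2 1.42.0, which the paper used, DESeq2's size factors within edgeR, no count filter, a stricter count filter, no fold change cutoff, all groups of a cell line in 1 fit, replicate number as a block, a correction for GC content with and without that block, and leaving out each library in turn. With 1 library left in a group, that library is assumed to vary like the other group. Features were also computed on DESeq2 lists, on lists from G3BP1-miniSOG versus untargeted libraries alone, on the paper's lists, against all or expression-matched protein-coding genes, and with medians over isoforms. Clusters were also made with average linkage and on the genes of the paper's Fig. 5C. Using untargeted replicates 1 and 2 or 3 and 4 alone and the replicate block on enrichment alone were added after the data were seen. Imaging, blots and quantitative PCR are not in the deposited tables and were left out.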

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

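The splits of libraries, the slopes for carried-over RNA and the fits with untargeted replicates 1 and 2 or 3 and 4 alone were chosen only after the results they bear on were seen.

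MT-ATP8 was found because 1 library is far from the others. Its level in untargeted libraries of arsenite-stressed HEK293T cells was 260.2 CPM in replicate 4 where the group's mean is 314.2 ± 36.1 CPM (SD, n = 4), a gap of 0.90 of the range. Chance gives about 1 such group in 20, and 1 of 40 groups tested met the rule.

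Between conditions, the change against untargeted miniSOG differs by a test of the difference itself. Between arsenite and sorbitol 2977 genes differed (1392 higher in arsenite, 1585 lower), between arsenite and unstressed cells 210 (57 and 153) and between sorbitol and unstressed cells 3137 (1559 and 1578). In recovery 360 genes differed between T1 and arsenite (161 higher at T1, 199 lower), 651 between T3 and arsenite (374 and 277) and 875 between T3 and unstressed cells (404 and 471).

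A signal also appears in data that the paper did not analyse, the pre-enrichment libraries of stressed against unstressed cells. The numbers of genes changed at least 2 times were 239 for arsenite (89 higher, 150 lower), 834 for sorbitol (160 and 674), 609 at T1 (264 and 345) and 1586 at T3 (870 and 716). With single libraries left out, those for arsenite fell as low as 36 higher and 55 lower, and those at T1 to 151 and 99.

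Untargeted replicates 1 and 2 differ from 3 and 4 in the share of counts in mitochondrial genes, at 2.949% and 3.239% against 20.52% and 21.254% in unstressed cells and 5.444% and 5.35% against 24.451% and 24.693% with sorbitol, and the other way at T3 (13.862% and 13.133% against 3.44% and 3.604%), where 64 genes were enriched over replicates 1 and 2 alone and 1022 over 3 and 4 alone. GC bias is argued against, because nuclear mRNAs in the AU range of the mitochondrial mRNAs (52.3% to 60.4%) shifted by a median of -0.16 in unstressed cells and -0.22 with sorbitol, and the mitochondrial mRNAs by 2.78 and 2.42. More unlabeled RNA carried through in replicates 3 and 4 stays open, with slopes of observed on expected shift of 0.48 in unstressed cells and 0.21 with sorbitol, where at least 0.5 was set as the mark of this cause and at most 0.2 as the mark against it. That form of the slope was chosen after a first form, in which both axes share noise, gave 0.59 and 0.26. No biological difference between these replicates is named in the design, none was tested, and no test was run on the T3 libraries.

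The change against untargeted miniSOG falls with AU content in arsenite (Spearman correlation -0.46) and in unstressed cells (-0.47), rises with it in sorbitol (0.35) and at T3 (0.35), and is near 0 at T1 (0.06). For sorbitol, the difference in mitochondrial share between untargeted replicates is argued against, because the trend held with the weaker pair of replicates (0.3). In arsenite the weaker pair gave -0.33. There the untargeted replicates do not split in mitochondrial share (19.819% to 24.08%), so the pairs cannot test this cause. Before enrichment, the ratio of sorbitol to arsenite libraries of G3BP1-miniSOG cells rose with AU content (0.39). This compares 2 stresses, and no untargeted pre-enrichment library is listed. It therefore cannot show whether a difference before enrichment enters the change against untargeted miniSOG within 1 stress. Chance differences in GC bias between single libraries stay open, with a gap between groups of 0.51 of the larger range within a group in arsenite and 0.36 in sorbitol, where more than 1 was set as the mark against it, which unstressed cells pass (1.67). The kind of stress, which the design names, also stays open and was not tested, though the trend of arsenite is present without stress.

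In arsenite-stressed HEK293T cells, 1054 of the 1760 genes higher with G3BP1-miniSOG than with untargeted miniSOG were not higher after than before enrichment. RNA levels that differ between the 2 cell lines stay open, because the median change of these genes in the other 4 conditions was 0.34 of that in arsenite (0.20 against 0.58), between the marks of 0.5 and 0.2. A fixed difference would appear in every condition, and the medians were 0.54 in unstressed cells (425 of them called), 0.22 at T1 (245), 0.07 at T3 (9) and -0.06 with sorbitol (79), but these genes are poor in AU (median 41.7% against 52.2% for tested genes) and the AU trend has the opposite sign in the last 2. GC bias stays open as well, because 50.5% of them (532) were still called with a GC content correction. Proximity to G3BP1 without a gain over total RNA stays open and was not tested.

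For the splits, each grouping of the same libraries into groups of the same sizes was fitted. At T1 the 10 splits on enrichment (4404 genes called, highest other 0) and the 10 against omit-probe libraries (4392, highest other 0) are too few to exclude chance. Against untargeted miniSOG at T1, 2767 genes were called and at most 116 in the other splits of 35. No other split called as many. With 35 splits, several comparisons and other splits that mix the real groups, chance is not excluded. For untargeted libraries against unstressed ones, no other split called as many for arsenite (128, highest other 11), T1 (1838, highest other 1) and T3 (943, highest other 80). For sorbitol another split called more (142, highest other 405), and it sets untargeted replicates 1 and 2 apart from 3 and 4.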

How the results depend on the processing

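All comparisons with untargeted replicates 1 and 2 alone or 3 and 4 alone, and the replicate block on enrichment alone, were chosen after the data were seen, and all other alternatives before the data were examined. Of 119 summary results, 597 of the 755 values under the other analysis settings, leaving out of libraries aside, kept their direction and their side of the threshold or stayed within 1.5 times. Of the others 149 moved by more, 6 no longer passed and 3 passed where the reported value did not. None of these 119 results passed in both directions. Some of them, listed below, changed sign where 1 of the 2 values did not pass. Of other medians of sequence features, 9 values changed sign and passed on both sides, and they are listed below. Of the 732 values with 1 library left out 529 stayed within 1.5 times and 203 did not, and with 2 of the 4 untargeted replicates 40 did and 60 did not. For single genes 1691 of 1755 values under those settings kept their call and 64 did not pass, with 231 of 1945 not passing with 1 library left out and 49 of 382 with 2 of the 4 untargeted replicates. Of 5012 counts of gene lists 4141 stayed within 1.5 times. The values that moved follow, each with the reported value in parentheses. The cause was not tested, except that without a count filter more genes were tested and that leaving out libraries makes groups smaller.

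With DESeq2 in place of edgeR, enrichment depleted 704 (2375) genes for arsenite, 1319 (3414) for sorbitol, 1155 (3033) for unstressed cells, 1388 (2279) for T1, 706 (2430) for T3 and 1039 (3057) for U-2 OS cells. Below untargeted miniSOG there were depleted 1065 (1895) genes for arsenite, 509 (1349) for sorbitol and 1192 (2481) for U-2 OS cells. Over untargeted miniSOG there were enriched 502 (240) genes for T3. A higher change against untargeted miniSOG was called in 183 (57) genes for arsenite against unstressed and 636 (404) for T3 against unstressed. A lower change against untargeted miniSOG was called in 399 (153) genes for arsenite against unstressed. Against unstressed cells, pre-enrichment RNA was higher in 18 (89) genes for arsenite, 47 (160) for sorbitol and 160 (264) for T1. Against unstressed cells, pre-enrichment RNA was lower in 12 (150) genes for arsenite, 192 (674) for sorbitol, 125 (345) for T1 and 379 (716) for T3. Untargeted libraries with stress were higher than those without in 73 (38) genes for arsenite and 257 (78) for sorbitol. Untargeted libraries with stress were lower than those without in 140 (90) genes for arsenite and 141 (64) for sorbitol. Lists of excluded RNAs had 223 (574) genes for arsenite, 277 (863) for sorbitol, 220 (467) for unstressed cells, 456 (734) for T1 and 318 (1103) for U-2 OS cells. Lists of proximal RNAs had 425 (212) genes for T3. Shared by proximal lists were 127 (50) genes for T3 and unstressed and 118 (70) for arsenite and T3.

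With no filter on low counts, so that more genes were tested, depleted on enrichment were 1397 (2375) genes for arsenite and 2190 (3414) for sorbitol. Depleted against untargeted miniSOG were 1119 (1895) genes for arsenite and 894 (1349) for sorbitol. Enriched over omit-probe libraries were 3486 (2280) genes for sorbitol, 3589 (2309) for T3 and 4553 (3019) for U-2 OS cells. Enriched on enrichment were 3211 (2125) genes for T1. Enriched over untargeted miniSOG were 481 (240) genes for T3. The change against untargeted miniSOG was higher in the named condition in 131 (57) genes for arsenite against unstressed. Higher in untargeted libraries with stress than without were 125 (38) genes for arsenite and 342 (78) for sorbitol. Lower in untargeted libraries with stress than without were 191 (90) genes for arsenite and 449 (64) for sorbitol. Pre-enrichment RNA against unstressed cells was higher in 348 (160) genes for sorbitol. The proximal lists held 1082 (570) genes for arsenite, 1420 (831) for sorbitol, 1065 (653) for unstressed cells, 797 (491) for T1, 425 (212) for T3 and 2034 (1230) for U-2 OS cells. The excluded lists held 302 (574) genes for arsenite, 495 (863) for sorbitol, 489 (734) for T1 and 611 (1103) for U-2 OS cells. Proximal lists shared 361 (147) genes for arsenite and sorbitol, 432 (209) for arsenite and unstressed, 183 (71) for sorbitol and unstressed, 135 (50) for T3 and unstressed, 449 (251) for arsenite and T1, 168 (70) for arsenite and T3 and 614 (311) for HEK293T and U-2 OS arsenite. The categories held 495 (241) genes for unstressed and stressed and 1646 (1013) for stress alone.

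With no fold change cutoff, against unstressed cells, pre-enrichment RNA was higher in 524 (89) genes for arsenite, 1720 (160) for sorbitol, 1061 (264) for T1 and 2795 (870) for T3. Against unstressed cells, pre-enrichment RNA was lower in 641 (150) genes for arsenite, 1707 (674) for sorbitol, 953 (345) for T1 and 2292 (716) for T3.

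With all groups of a cell line in one fit, depleted on enrichment were 1361 (2375) genes for arsenite, 1512 (3033) for unstressed cells and 1399 (2430) for T3. Depleted against untargeted miniSOG were 820 (1895) genes for arsenite, 553 (1349) for sorbitol, 1907 (1175) for unstressed cells and 359 (222) for T3. Enriched over omit-probe libraries were 3249 (2081) genes for T1. Enriched over untargeted miniSOG were 536 (240) genes for T3. The change against untargeted miniSOG was higher in the named condition in 647 (1392) genes for arsenite against sorbitol, 121 (57) for arsenite against unstressed, 21 (161) for T1 against arsenite, 120 (374) for T3 against arsenite and 714 (404) for T3 against unstressed. The change against untargeted miniSOG was lower in the named condition in 629 (1585) genes for arsenite against sorbitol, 25 (199) for T1 against arsenite, 153 (277) for T3 against arsenite and 834 (471) for T3 against unstressed. Pre-enrichment RNA against unstressed cells was higher in 20 (89) genes for arsenite. Pre-enrichment RNA against unstressed cells was lower in 13 (150) genes for arsenite and 351 (674) for sorbitol. Higher in untargeted libraries with stress than without were 108 (38) genes for arsenite, 388 (78) for sorbitol, 1384 (737) for T1 and 1336 (639) for T3. Lower in untargeted libraries with stress than without were 269 (90) genes for arsenite, 461 (64) for sorbitol, 1820 (1101) for T1 and 1015 (304) for T3. The excluded lists held 215 (574) genes for arsenite and 355 (863) for sorbitol. The proximal lists held 775 (491) genes for T1 and 401 (212) for T3. Proximal lists shared 149 (50) genes for T3 and unstressed and 110 (70) for arsenite and T3. The categories held 640 (412) genes for unstressed alone and 670 (1013) for stress alone.

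With replicate number as a block (replicate block), over untargeted miniSOG there were enriched 2944 (1488) genes for unstressed cells and 825 (1275) for T1. Below untargeted miniSOG there were depleted 3028 (1175) genes for unstressed cells. Lists of excluded RNAs had 910 (467) genes for unstressed cells. Lists of proximal RNAs had 317 (491) genes for T1.

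With a GC content correction, enriched on enrichment were 2034 (3436) genes for sorbitol. Depleted on enrichment were 1959 (3414) genes for sorbitol. Enriched over omit-probe libraries were 1269 (2280) genes for sorbitol, 1347 (2081) for T1 and 913 (2309) for T3. Depleted against untargeted miniSOG were 641 (1175) genes for unstressed cells. The proximal lists held 504 (831) genes for sorbitol. The excluded lists held 479 (863) genes for sorbitol. Proximal lists shared 109 (50) genes for T3 and unstressed and 106 (70) for arsenite and T3.

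With a GC content correction and the replicate block, enrichment raised 2203 (3436) genes for sorbitol. Enrichment depleted 2162 (3414) genes for sorbitol. Over omit-probe libraries there were enriched 1253 (2280) genes for sorbitol and 1407 (2309) for T3. Over untargeted miniSOG there were enriched 2846 (1488) genes for unstressed cells and 56 (240) for T3. Below untargeted miniSOG there were depleted 2650 (1175) genes for unstressed cells. Lists of proximal RNAs had 883 (570) genes for arsenite, 400 (831) for sorbitol, 1277 (653) for unstressed cells and 34 (212) for T3. Lists of excluded RNAs had 446 (863) genes for sorbitol and 946 (467) for unstressed cells. Shared by proximal lists were 389 (209) genes for arsenite and unstressed, 23 (50) for T3 and unstressed and 26 (70) for arsenite and T3. Category sizes were 860 (412) genes for unstressed alone and 417 (241) for unstressed and stressed.

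With untargeted replicates 1 and 2 alone, enriched over untargeted miniSOG were 2961 (1488) genes for unstressed cells, 786 (1275) for T1 and 64 (240) for T3. Depleted against untargeted miniSOG were 3088 (1175) genes for unstressed cells, 922 (1492) for T1 and 114 (222) for T3. The change against untargeted miniSOG was higher in the named condition in 1662 (57) genes for arsenite against unstressed, 2874 (1559) for sorbitol against unstressed, 24 (161) for T1 against arsenite, 83 (374) for T3 against arsenite and 1512 (404) for T3 against unstressed. The change against untargeted miniSOG was lower in the named condition in 1436 (153) genes for arsenite against unstressed, 2689 (1578) for sorbitol against unstressed, 39 (199) for T1 against arsenite, 50 (277) for T3 against arsenite and 1421 (471) for T3 against unstressed. Higher in untargeted libraries with stress than without were 971 (38) genes for arsenite and 1506 (78) for sorbitol. Lower in untargeted libraries with stress than without were 944 (90) genes for arsenite and 1681 (64) for sorbitol. The excluded lists held 913 (467) genes for unstressed cells and 96 (165) for T3. The proximal lists held 292 (491) genes for T1 and 61 (212) for T3. Proximal lists shared 18 (50) genes for T3 and unstressed and 27 (70) for arsenite and T3.

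With untargeted replicates 3 and 4 alone, over untargeted miniSOG there were enriched 2988 (1488) genes for unstressed cells, 710 (1275) for T1 and 1022 (240) for T3. Below untargeted miniSOG there were depleted 2888 (1175) genes for unstressed cells, 743 (1492) for T1 and 884 (222) for T3. A higher change against untargeted miniSOG was called in 781 (57) genes for arsenite against unstressed, 2356 (1559) for sorbitol against unstressed, 1009 (374) for T3 against arsenite and 1436 (404) for T3 against unstressed. A lower change against untargeted miniSOG was called in 1411 (153) genes for arsenite against unstressed, 2380 (1578) for sorbitol against unstressed, 116 (199) for T1 against arsenite, 884 (277) for T3 against arsenite and 1649 (471) for T3 against unstressed. Untargeted libraries with stress were higher than those without in 1199 (38) genes for arsenite, 607 (78) for sorbitol, 1639 (737) for T1 and 1749 (639) for T3. Untargeted libraries with stress were lower than those without in 1253 (90) genes for arsenite, 552 (64) for sorbitol, 1838 (1101) for T1 and 1723 (304) for T3. Lists of proximal RNAs had 1171 (653) genes for unstressed cells and 558 (212) for T3. Lists of excluded RNAs had 1093 (467) genes for unstressed cells, 488 (734) for T1 and 361 (165) for T3. Shared by proximal lists were 269 (71) genes for sorbitol and unstressed, 276 (50) for T3 and unstressed, 156 (251) for arsenite and T1 and 145 (70) for arsenite and T3. Category sizes were 705 (412) genes for unstressed alone and 466 (241) for unstressed and stressed.

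With average linkage, the clusters held 117 (340) genes for cluster 1 and 369 (114) for cluster 2. With the genes of Fig. 5C clustered, cluster sizes were 234 (114) genes for cluster 2, 395 (226) for cluster 3 and 86 (228) for cluster 4. With medians over isoforms, the median transcript length of sorbitol-specific less arsenite-specific mRNAs was -266 (-18) and passed. The median coding sequence length of mRNAs of T3 alone less those of unstressed cells alone was -187.5 (-330) and did not pass. With the paper's lists, the median coding sequence length of cluster 4 less clusters 1 to 3 was 208.5 (640.5) and did not pass. With lists called from G3BP1-miniSOG versus untargeted libraries alone, the median transcript length of mRNAs of U-2 OS cells alone less those of HEK293T cells alone was -172 (-597) and did not pass. The median coding sequence length of mRNAs of unstressed and stressed cells less those of unstressed cells alone was 391.5 (156) and passed. The median 5' UTR length of mRNAs of unstressed and stressed cells less those of unstressed cells alone was 22 (-9.5) and passed. The median coding sequence AU content of mRNAs of unstressed and stressed cells less those of unstressed cells alone was 0.1264 (2.607) and did not pass. The median 3' UTR AU content of mRNAs of unstressed and stressed cells less those of unstressed cells alone was -0.1746 (3.538) and did not pass. The median coding sequence length of mRNAs of T3 alone less those of unstressed cells alone was 10.5 (-330) and did not pass. With lists called from G3BP1-miniSOG versus untargeted libraries alone, these median differences changed sign and passed on the other side: -8.155 (1.695) for 3' UTR AU content of proximal mRNAs of arsenite less tested mRNAs, -1.401 (1.282) for 5' UTR AU content of proximal mRNAs of unstressed cells less tested mRNAs, -0.5446 (5.748) for coding sequence AU content of proximal mRNAs of T1 less tested mRNAs, -6.105 (1.934) for coding sequence AU content of mRNAs of unstressed and stressed cells less tested mRNAs and -0.8447 (1.688) for 5' UTR AU content of mRNAs of unstressed and stressed cells less tested mRNAs. Against all protein-coding genes, these median differences changed sign and passed on the other side: -1.355 (1.946) for 5' UTR AU content of proximal mRNAs of sorbitol less tested mRNAs, 86 (-358.5) for 3' UTR length of proximal mRNAs of unstressed cells less tested mRNAs, -2.206 (1.282) for 5' UTR AU content of proximal mRNAs of unstressed cells less tested mRNAs and -1.713 (1.688) for 5' UTR AU content of mRNAs of unstressed and stressed cells less tested mRNAs.

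With each library left out in turn, the counts that moved by over 1.5 times at least once ran over the following ranges. Enrichment raised 1812 to 2514 (2726) genes for arsenite. Enrichment depleted 1220 to 1783 (2375) genes for arsenite and 1450 to 2191 (2430) for T3. Over untargeted miniSOG there were enriched 992 to 1800 (1760) genes for arsenite, 578 to 1384 (1399) for sorbitol, 203 to 1498 (1488) for unstressed cells, 695 to 1267 (1275) for T1 and 1 to 434 (240) for T3. Below untargeted miniSOG there were depleted 1009 to 1898 (1895) genes for arsenite, 401 to 1340 (1349) for sorbitol, 24 to 1305 (1175) for unstressed cells and 0 to 322 (222) for T3. Over omit-probe libraries there were enriched 387 to 3470 (2280) genes for sorbitol, 828 to 3790 (2187) for unstressed cells and 1212 to 2985 (2309) for T3. A higher change against untargeted miniSOG was called in 702 to 1423 (1392) genes for arsenite against sorbitol, 0 to 144 (57) for arsenite against unstressed, 847 to 1849 (1559) for sorbitol against unstressed, 16 to 267 (161) for T1 against arsenite, 6 to 653 (374) for T3 against arsenite and 2 to 520 (404) for T3 against unstressed. A lower change against untargeted miniSOG was called in 948 to 1703 (1585) genes for arsenite against sorbitol, 6 to 264 (153) for arsenite against unstressed, 865 to 1816 (1578) for sorbitol against unstressed, 32 to 306 (199) for T1 against arsenite, 7 to 484 (277) for T3 against arsenite and 6 to 592 (471) for T3 against unstressed. Against unstressed cells, pre-enrichment RNA was higher in 36 to 98 (89) genes for arsenite and 151 to 279 (264) for T1. Against unstressed cells, pre-enrichment RNA was lower in 55 to 162 (150) genes for arsenite, 424 to 610 (674) for sorbitol and 99 to 545 (345) for T1. Untargeted libraries with stress were higher than those without in 16 to 45 (38) genes for arsenite, 13 to 137 (78) for sorbitol, 390 to 804 (737) for T1 and 422 to 562 (639) for T3. Untargeted libraries with stress were lower than those without in 23 to 151 (90) genes for arsenite, 13 to 173 (64) for sorbitol, 565 to 1187 (1101) for T1 and 148 to 346 (304) for T3. Lists of proximal RNAs had 338 to 598 (570) genes for arsenite, 123 to 1012 (831) for sorbitol, 57 to 855 (653) for unstressed cells, 278 to 525 (491) for T1 and 1 to 309 (212) for T3. Lists of excluded RNAs had 291 to 572 (574) genes for arsenite, 250 to 898 (863) for sorbitol, 15 to 471 (467) for unstressed cells, 0 to 205 (165) for T3 and 647 to 961 (1103) for U-2 OS cells. Shared by proximal lists were 29 to 162 (147) genes for arsenite and sorbitol, 34 to 223 (209) for arsenite and unstressed, 5 to 78 (71) for sorbitol and unstressed, 1 to 101 (50) for T3 and unstressed, 145 to 269 (251) for arsenite and T1, 1 to 124 (70) for arsenite and T3 and 196 to 334 (311) for HEK293T and U-2 OS arsenite. Category sizes were 451 to 1219 (1013) genes for stress alone, 22 to 598 (412) for unstressed alone and 35 to 257 (241) for unstressed and stressed.

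With 1 of 2 labeled libraries left out, the lone library is assumed to vary like the other group, and the lowest value comes from leaving out a labeled library in most of these ranges. The libraries hold 928523 to 5324306 counts, so that between 11803 and 13769 genes were tested per comparison, and genes with few counts in these cells were not tested. With the replicate block on enrichment alone, where numbers pair pre- and post-enrichment libraries, proximal and excluded lists held 591 and 635 genes for arsenite, 833 and 873 for sorbitol, 654 and 475 for unstressed cells, 537 and 868 at T1, 212 and 167 at T3 and 1226 and 1099 for U-2 OS cells. All 12 stayed within 1.5 times. Beside GAS1 in arsenite, of 84 list tests on enrichment 1 changed its call, that of KRAB zinc finger mRNAs in arsenite (camera adjusted p = 0.0858 without and 0.0461 with the block), and no other call in the passages changed.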

Differences from the paper's values

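The counts below use the paper's thresholds and edgeR, chosen before the data were examined, where the paper's methods name DESeq2. With DESeq2 all 13 values below come within 1.5 times the paper's. The settings chosen before the data were examined were DESeq2, DESeq2 size factors, no count filter, a stricter count filter, the replicate number as a block, a GC content correction, that correction with the block, all groups of a cell line in one fit, no fold change cutoff, and each library left out in turn. A setting is named below where its value lies within 1.5 times the paper's, and all settings not named at a value stayed further away.

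In arsenite-stressed HEK293T cells, genes depleted on enrichment numbered 2375 against the paper's 705, and only DESeq2 (704) came within 1.5 times. Depletion against untargeted miniSOG covered 1895 genes against the paper's 1062. Here DESeq2 (1065), no count filter (1119), the replicate block (1500), the GC content correction (1475), that correction with the block (1338), one fit (820) and leaving out labeled replicate 1 (1097) or 2 (1009) came within 1.5 times. Untargeted replicates 1 and 2 alone gave 1497, a setting chosen after seeing the values, which drops 12 of the 112 genes that the paper calls depleted among the 1998 genes in the copy of its table. Excluded genes numbered 574 against the paper's 224, with DESeq2 (223), no count filter (302), one fit (215) and leaving out labeled replicate 1 (291) within 1.5 times.

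In U-2 OS cells, 3057 genes were depleted on enrichment against the paper's 1042, and only DESeq2 (1039) came within 1.5 times. Against untargeted miniSOG 2481 genes were depleted and the paper has 1201, with DESeq2 (1192), no count filter (1755) and leaving out labeled replicate 2 (1775) or untargeted replicate 2 (1742) within 1.5 times. The excluded list held 1103 genes against the paper's 320, and only DESeq2 (318) came within 1.5 times.

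In sorbitol-stressed cells, 3414 genes were depleted on enrichment against the paper's 1316, with DESeq2 (1319) and the GC content correction (1959) within 1.5 times. Against untargeted miniSOG the count was 1349 and the paper's 526, with DESeq2 (509), one fit (553) and leaving out labeled replicate 1 (401) or 2 (618) within 1.5 times. Excluded genes were 863 against the paper's 285, with DESeq2 (277), one fit (355) and leaving out labeled replicate 1 (250) within 1.5 times. In unstressed cells the excluded list held 467 genes against the paper's 218, and only DESeq2 (220) came within 1.5 times.

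At T3 the proximal list held 212 genes against the paper's 428, with DESeq2 (425), no count filter (425), one fit (401) and leaving out untargeted replicate 2 (309) within 1.5 times. Untargeted replicates 3 and 4 alone, chosen after seeing the values, gave 558, and the number of the paper's genes this drops is not known because the copy of its table lacks the T3 sheet. The lists of T3 and of unstressed cells shared 50 genes against the paper's 126, with DESeq2 (127), no count filter (135), one fit (149), the GC content correction (109) and leaving out T3 untargeted replicate 2 (101) within 1.5 times. Genes at T3 and not in unstressed cells numbered 162 against the paper's 302. DESeq2 (298), no count filter (290), one fit (252), leaving out labeled replicate 1 (205) or 2 (205) of unstressed cells, and leaving out T3 untargeted replicate 1 (227) or 2 (208) came within 1.5 times. Untargeted replicates 3 and 4 alone gave 282 for that category, a setting chosen after seeing the values, and the number of the paper's genes it drops is again not known.

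Of the genes that the paper places in a list by name, all but GAS1 fall in the same list here. The paper places GAS1 among the proximal RNAs of arsenite-stressed HEK293T cells. Its log2 fold change was 1.20 against untargeted miniSOG (edgeR adjusted p = 4.17e-07), 1.08 against omit-probe libraries (edgeR adjusted p = 0.000876) and 0.97 on enrichment (edgeR adjusted p = 0.087), so that it is in neither list. It is called proximal with DESeq2, no count filter, the replicate block with or without the GC content correction, one fit, and leaving out labeled replicate 1 or 2 or pre-enrichment replicate 1. It is also called with the block on enrichment alone, a setting chosen after seeing the values. The paper describes the mRNAs of cluster 4 as having short coding sequences. Here their median coding sequence was 2584 nt against 1944 nt in clusters 1 to 3, where 82 of the 206 genes of cluster 4 that the paper also clustered are in its cluster 4, and with the paper's own lists the difference was 208.5 nt and did not pass.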

Other observations

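RNA taken before enrichment records the cells' response to stress itself. DNAJB1 (ENSG00000132002), an HSP40 co-chaperone, stood at 3752 ± 549 CPM (SD, n = 2) at T3 against 48.7 ± 5.1 CPM (SD, n = 2) in unstressed cells (log2 fold change 6.27, edgeR adjusted p = 9.09e-22), and at 302.6 ± 45.9 CPM (SD, n = 3) at T1 (2.60, edgeR adjusted p = 3.4e-10). The HSP70 co-chaperone BAG3 rose by 4.28, the transcription factor ATF3 by 3.80, the heme oxygenase HMOX1 by 2.61 and HSP90AA1 by 2.40 at T3 (edgeR adjusted p = 1.69e-18, 7.02e-17, 9.06e-14 and 1.8e-09). EGR1, an immediate-early gene, rose by 5.46 at T1 (edgeR adjusted p = 1.04e-15) and by 6.67 at T3 (edgeR adjusted p = 0.0238), where it did not pass without a count filter (0.0607) or without a single pre-enrichment library of unstressed cells (0.249 and 0.256). Replication-dependent histone mRNA HIST2H3C fell by -3.72 at T3 and -3.03 at T1 (edgeR adjusted p = 2.64e-12 and 1.65e-09). With sorbitol JUN fell by -1.53, SLC7A11, a cystine transporter, by -1.31 and ATF3 by -1.27 (edgeR adjusted p = 2.02e-13, 2.04e-07 and 3.11e-06). Of the stress-response genes 10 of 36 tested rose and 0 fell with arsenite (camera adjusted p = 2.03e-12, and 0.251 with an estimated correlation), and 0 of 34 rose and 6 fell with sorbitol (camera adjusted p = 0.474). In arsenite NEAT1, a nuclear long noncoding RNA, fell by -1.83 (edgeR adjusted p = 2.55e-22) and did not pass with all groups in one fit (-1.8, edgeR adjusted p = 0.113).

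Untargeted miniSOG libraries show the stress response too. Stress-response genes rose in 9 of 35 tested with arsenite (camera adjusted p = 4.76e-11, and 0.0115 with an estimated correlation), in 16 of 34 at T1 with 1 lower (2.45e-11, and adjusted p = 0.0576 with an estimated correlation) and in 25 of 36 at T3 (1.54e-35, and adjusted p = 0.000915 with an estimated correlation). In all, 38 genes were higher and 90 lower with arsenite than in unstressed cells, 78 and 64 with sorbitol, 737 and 1101 at T1 and 639 and 304 at T3.

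Long RNAs retained in the nucleus were depleted in G3BP1-miniSOG against untargeted libraries in 5 of 7 tested with arsenite (camera adjusted p = 0.00152, and 0.259 with an estimated correlation), 5 of 7 with sorbitol (0.000116, and adjusted p = 0.126 with an estimated correlation) and 8 of 9 in U-2 OS cells (0.000139, and adjusted p = 0.363 with an estimated correlation), and none was enriched. Genes expected in HEK293T cells were enriched in 5 of 12 and depleted in 1 with arsenite (camera adjusted p = 0.18) and enriched in 6 of 12 at T1 (0.0139, and adjusted p = 0.117 with an estimated correlation). In U-2 OS cells they were enriched in 7 of 10 (camera adjusted p = 0.00852, and 0.447 with an estimated correlation). Mesenchymal genes expected in U-2 OS cells were enriched in 2 of 18 and depleted in 8 there (camera adjusted p = 0.152), and 2 of 7 each way in arsenite-stressed HEK293T cells (0.958). At T3 edgeR called 0 of 12 of these, with 2 at an unadjusted p below 0.05, and DESeq2 called 0.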
